# Impaired Detoxification of Trans, Trans‐2,4‐Decadienal, an Oxidation Product from Omega‐6 Fatty Acids, Alters Insulin Signaling, Gluconeogenesis and Promotes Microvascular Disease

**DOI:** 10.1002/advs.202302325

**Published:** 2023-12-07

**Authors:** Xin Qian, Stephan Klatt, Katrin Bennewitz, David Philipp Wohlfart, Bowen Lou, Ye Meng, Michael Buettner, Gernot Poschet, Jakob Morgenstern, Thomas Fleming, Carsten Sticht, Ingrid Hausser, Ingrid Fleming, Julia Szendroedi, Peter Paul Nawroth, Jens Kroll

**Keywords:** Aldh9a1b, diabetic retinopathy, insulin resistance, omega‐6 fatty acids, prediabetes, trans, trans‐2,4‐decadienal, zebrafish

## Abstract

Omega‐6 fatty acids are the primary polyunsaturated fatty acids in most Western diets, while their role in diabetes remains controversial. Exposure of omega‐6 fatty acids to an oxidative environment results in the generation of a highly reactive carbonyl species known as trans, trans‐2,4‐decadienal (tt‐DDE). The timely and efficient detoxification of this metabolite, which has actions comparable to other reactive carbonyl species, such as 4‐hydroxynonenal, acrolein, acetaldehyde, and methylglyoxal, is essential for disease prevention. However, the detoxification mechanism for tt‐DDE remains elusive. In this study, the enzyme Aldh9a1b is identified as having a key role in the detoxification of tt‐DDE. Loss of Aldh9a1b increased tt‐DDE levels and resulted in an abnormal retinal vasculature and glucose intolerance in aldh9a1b^−/−^ zebrafish. Transcriptomic and metabolomic analyses revealed that tt‐DDE and aldh9a1b deficiency in larval and adult zebrafish induced insulin resistance and impaired glucose homeostasis. Moreover, alterations in hyaloid vasculature is induced by aldh9a1b knockout or by tt‐DDE treatment can be rescued by the insulin receptor sensitizers metformin and rosiglitazone. Collectively, these results demonstrated that tt‐DDE is the substrate of Aldh9a1b which causes microvascular damage and impaired glucose metabolism through insulin resistance.

## 1 Introduction

Polyunsaturated fatty acids (PUFAs), primarily omega‐3 (n‐3) and omega‐6 (n‐6) fatty acids, are a group of essential nutrients that must be obtained through diet. A balanced n‐6/n‐3 ratio, ideally between 1:1 and 2:1, is crucial for preventing chronic diseases and maintaining overall health.^[^ ^1^ ^]^ Modern food processing, however, has shifted this ratio toward an unhealthy 15:1 to 16.7:1 in typical Western diets, with linoleic acid dominating over 90% of dietary PUFAs.^[^ ^1^, ^2^ ^]^ N‐3 fatty acids supplementation is advocated for its beneficial cardiovascular effects, whereas n‐6 fatty acids exhibit a complex relationship with cardiovascular disease (CVD). They are known to contribute to inflammatory responses, vascular constriction, and platelet aggregation, which are crucial in the onset of atherosclerosis and subsequent acute CVD incidents.^[^ ^3^, ^4^ ^]^ In contrast, n‐6 fatty acids are thought to reduce CVD risk by modulating serum lipid profiles and decreasing blood pressure.^[^ ^5^, ^6^, ^7^ ^]^ Linoleic acid, in particular, can be metabolized into cardioprotective agents like nitrated linoleic acid.^[^ ^8^ ^]^ However, there is a growing concern regarding the increased consumption of n‐6 PUFAs, especially when exposed to oxidative conditions like heating, which leads to the formation of highly reactive carbonyl species (RCS), mainly trans, trans‐2,4‐decadienal (tt‐DDE).^[^ ^9^, ^10^ ^]^ Comparable to other RCSs like 4‐hydroxynonenal (4‐HNE), acrolein (ACR), acetaldehyde, and methylglyoxal (MG), the timely and efficient detoxification of tt‐DDE is essential to prevent harm and associated diseases.^[^ ^11^ ^]^

RCS can be detoxified by enzyme systems, such as aldehyde dehydrogenases (Aldh), aldo‐keto reductases (Akr), and glyoxalase (Glo).^[^ ^11^, ^12^, ^13^ ^]^ The loss of these detoxifying enzymes created a specific signature of upregulated RCS, which can impact glucose homeostasis and cause microvascular complications through various pathways.^[^ ^12^, ^14^, ^15^, ^16^ ^]^ For example, MG, which is a precursor of advanced glycation end products (AGEs), leads to insulin resistance when combined with excessive calorie consumption, while it has relatively mild effects on glucose metabolism under a normal diet.^[^ ^16^ ^]^ Additionally, 4‐HNE disrupts pancreas development and results in alterations associated with type 1 diabetes (T1D), while acrolein, which belongs to Akr system, impaired insulin sensitivity, and glucose homeostasis similar to type 2 diabetes (T2D).^[^ ^15^, ^17^ ^]^ Given that RCS have marked effects on glucose homeostasis, identifying and targeting their specific detoxification pathways could be of great benefit in preventing, treating, and delaying the onset of diabetes. How levels of some of the RCS are regulated is known as Glo enzymes detoxify MG while Aldh3a1 detoxifies 4‐HNE. One enzyme of interest with respect to RCS is *aldh9a1b*, which is involved in lipid metabolism and was upregulated in *glo1* knockout zebrafish, suggesting its potential compensatory role in RCS detoxification in diabetes.^[^ ^16^, ^18^, ^19^, ^20^, ^21^, ^22^ ^]^

tt‐DDE, as an unsaturated aldehyde of medium‐polarity and medium acyl chain length, is mainly derived from the oxidation of the n‐6 fatty acids linoleic acid and arachidonic acid.^[^ ^9^, ^10^ ^]^ More specifically, tt‐DDE is generated during the decomposition of the linoleic acid derivative 9‐hydroperoxide,^[^ ^23^ ^]^ as well as of the arachidonic acid‐derivative 1‐hydroperoxyicosatetraenoic acid.^[^ ^24^ ^]^ A marked increase in the n‐6 PUFA content of the Western diet has resulted in tt‐DDE becoming the most abundant aldehyde in heated edible oils and cooking oil fumes, as well as being used as a food additive.^[^ ^9^, ^25^, ^26^, ^27^ ^]^ In vitro digestion model, tt‐DDE remained bioaccessible after digestion and potentially reached systemic circulation.^[^ ^28^ ^]^ Accumulated evidence suggests that it exerts adverse effects on human health, e.g., promotes the development of cardiovascular disease.^[^ ^29^, ^30^, ^31^, ^32^ ^]^ Comparative analysis of various unsaturated aldehydes, such as ACR, crotonaldehyde, trans‐2‐pentenal, trans, trans‐2,4‐heptadienal, tt‐DDE, and 4‐HNE, identified tt‐DDE as the most deleterious to human endothelial cells.^[^ ^30^ ^]^ There are also metabolic consequences of elevated tt‐DDE as Sprague‐Dawley rats fed a tt‐DDE‐rich diet developed fasting hyperglycemia, suggesting the high potential of tt‐DDE in the development of diabetes.^[^ ^31^ ^]^ Given this background it follows that approaches to detoxify tt‐DDE could be exploited to delay the development of diabetes in some conditions, e.g. obesity. Unfortunately, the route of tt‐DDE detoxification and the consequences of impaired detoxification, particularly in metabolic diseases such as diabetes and hyperlipidemia‐driven atherosclerosis, remain unknown.

Given the potential of *aldh9a1b* in RCS detoxification, we established an *aldh9a1b* knockout zebrafish line in order to investigate its role in glucose metabolism and related microvascular diseases. Our study identified tt‐DDE as a substrate for Aldh9a1b, and showed that its accumulation resulted in the pathological progression of diabetic retinopathy by inducing insulin resistance and impaired glucose homeostasis.

## 2 Results

### 2.1 Generation and Validation of Aldh9a1b−/‐ Zebrafish

In zebrafish, three homologs for *aldh9a1*, including *aldh9a1a.1*, *aldh9a1a.2*, and *aldh9a1b*, have been identified. Phylogenetic analysis of the predicted Aldh9a1 amino acid sequences exhibited a close evolutionary relationship between Aldh9a1b and Aldh9a1(**Figure** **1**A). Furthermore, amino acid sequence alignment revealed that Aldh9a1b shared high similarity, including the same active and binding site with Aldh9a1 in both humans and mouse, indicating similar biological functions among them (Figure S1A, Supporting Information).

**Figure 1:**
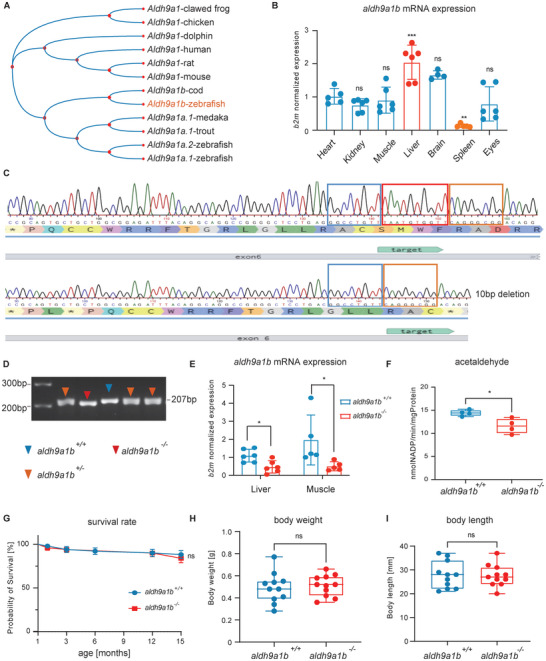
Generation and validation of *aldh9a1b^−/‐^* zebrafish line using CRISPR/Cas9 technology (A) Neighbor‐joining phylogenetic bootstrap tree of amino acid sequence showed the evolutionary relationship of *aldh9a1* and its isoforms in representative vertebrate animal species. B) *aldh9a1b* mRNA was mostly expressed in the liver, while least expressed in the spleen in *aldh9a1b^+/+^* adult zebrafish, *n* = 5/6. C) *aldh9a1b* CRISPR knockout line was designed to target exon 6 and successfully generated a 10 bp deletion validated in cDNA sequencing. The 10 bp deletion resulted in an artificial stop codon indicated with a star. D) *aldh9a1b^+/+^*, *aldh9a1b^+/−^*, *and aldh9a1b^−/−^* zebrafish can be distinguished on a genotyping‐PCR gel. The blue, red, and yellow arrows indicated PCR products of cDNA from *aldh9a1b^+/+^*, *aldh9a1b^+/−^*, *and aldh9a1b^−/−^* zebrafish. E) mRNA levels of *aldh9a1b* were significantly decreased in livers and muscles of *aldh9a1b^−/−^* mutants, *n* = 6/5. F) *aldh9a1b^−/−^* mutants showed decreased Aldh enzyme activity using the substrate acetaldehyde at 5dpf, *n* = 4, 120 larvae per clutch. G) Survival rate was not significantly changed between *aldh9a1b^+/+^* and *aldh9a1b^−/‐^* zebrafish over the age of 1–15 months, *n* = 51 and *n* = 53. H,I) Adult *aldh9a1b^−/−^* mutants displayed a normal body weight (H) and body length (I) compared to *aldh9a1b^+/+^* zebrafish, *n* = 11. mRNA Expression was quantified by RT‐qPCR and normalized to b2m. Each data point in this figure represented 20 larvae or one adult fish. The bars indicate mean ± SD values. Statistical analysis was performed by one‐way ANOVA, Student's *t*‐test, and log‐rank test. *ns* = not significant, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001. b2m, 𝛽2 microglobulin; Bp, base pair; dpf, days post fertilization.

To investigate its role in zebrafish growth and development, the expression of *aldh9a1b* mRNA was determined. In the larval stages, *aldh9a1b* expression didn't show a significant alteration from 1dpf to 5dpf (Figure S1B, Supporting Information). In adult zebrafish, *aldh9a1b* mRNA was highest in the liver and lowest in the spleens (Figure 1B). These data suggested that *aldh9a1b* is distributed widely in different stages and organs and is crucial to zebrafish development and physiological function.

To assess the importance of Aldh9a1b, we established an *aldh9a1b^−/−^* zebrafish line using the CRISPR/Cas9 system to target exon 6 of the *aldh9a1b* gene in the *Tg(fli1:EGFP)* reporter line. Sequencing of the genomic DNA of *aldh9a1b^−/−^* zebrafish identified a frameshift mutation that was generated by a 10 bp deletion, which further resulted in an early stop codon in the amino acid sequence (Figure 1C). To confirm the successful generation of the *aldh9a1b^−/−^* zebrafish line, different validation experiments were performed on genomic DNA, mRNA, and different functional levels. *Aldh9a1b^+/+^*, *aldh9a1b^+/‐^* and *aldh9a1b^−/−^* zebrafish could be clearly distinguished on a genotyping‐PCR gel from genomic DNA (Figure 1D) and *aldh9a1b* mRNA levels were significantly decreased in the larvae, livers and muscles of *aldh9a1b^−/−^* mutants (Figure 1E; Figure S1C, Supporting Information). In addition, when total Aldh activity was measured using acetaldehyde as a substrate, there was a clear decrease in activity in *aldh9a1b^−/−^* larvae (Figure 1F). Subsequent analysis showed that loss of *aldh9a1b* did not affect the survival of adult zebrafish maintained under standard conditions for up to 15 months of age (Figure 1G). There were no noticeable alterations in the overall morphology of adult zebrafish or the body length or weight of the *aldh9a1b^−/−^* mutants (Figure 1H,I; Figure S1D, Supporting Information). Moreover, analysis of genotypes after heterozygous incrosses revealed the expected distribution equal to the Mendelian inheritance of *aldh9a1b* larvae (Figure S1E, Supporting Information). Together, the above data document the successful generation of *aldh9a1b* knockout zebrafish.

### 2.2 Alteration of the Retinal Vasculature in Aldh9a1b−/− Mutants

Diabetic nephropathy and diabetic retinopathy are common microvascular complications that severely compromise the quality and life expectancy of diabetic patients.^[^ ^33^ ^]^ Therefore, we studied potential microvascular complications of *aldh9a1b* knockout in larval and adult *aldh9a1b^−/−^* zebrafish (**Figure** **2**A). In larvae, the trunk vasculature and the hyaloid vasculature were analyzed. We found increasing numbers of hyaloid sprouts and branches in *aldh9a1b^−/^* ^−^ eyes, while trunk vasculature didn't show altered structures compared to *aldh9a1b^+/+^* larvae (Figure 2B,C; Figure S2A,B, Supporting Information). In adult zebrafish, the retinal vasculature and kidney morphology were examined by confocal and electron microscopy. *aldh9a1b^−/−^* zebrafish displayed significantly increasing sprouts and branches in the retinal vessels, while in the kidney, gross morphology and glomerular basement membrane (GBM) thickness identified by PAS staining or electron microscope remained unaltered (Figure 2D,E; Figure S2C–E, Supporting Information). Thus, *aldh9a1b^−/−^* mutant zebrafish show incipient hallmarks of diabetic retinopathy in the zebrafish larvae as well as in adults.

**Figure 2:**
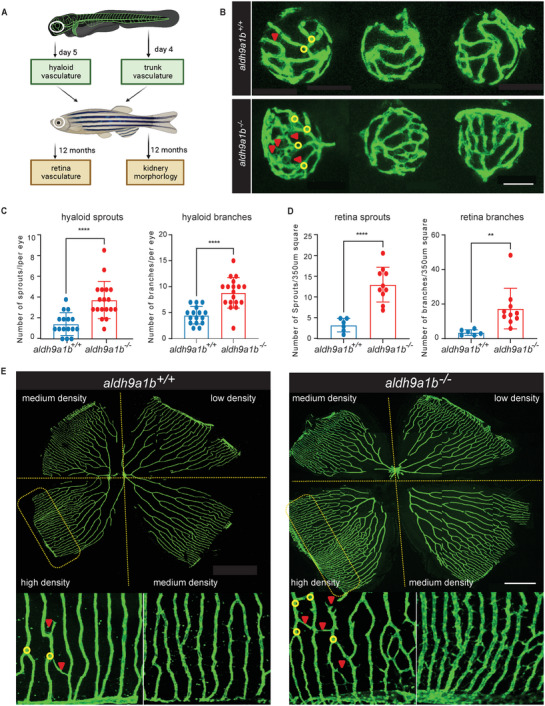
Alteration of the retinal vasculature in *aldh9a1b^−/−^* mutants (A) Graphical overview of phenotype exploration in *aldh9a1b^−/‐^* zebrafish. B) Representative confocal images of hyaloid vasculature showed vascular alterations in *aldh9a1b^−/‐^* larvae at 5dpf. Red arrows, sprouts; yellow circles, branch points. White scale bar = 50 µm. C) Quantification of increased hyaloid branchpoints and sprouts formation in *aldh9a1b^−/‐^* larvae, *n* = 16/18. D) Quantification of increased retinal branch points and sprouts formation in adult *aldh9a1b^−/‐^* zebrafish. One data point means one 350 µm^2^ square in high‐density retina, *n* = 8/10. E) Representative confocal images of adult retinal vasculature showed vascular alterations in *aldh9a1b^−/‐^* zebrafish. Red arrows, sprouts; yellow circles, branch points. White scale bar = 500 µm. The bars indicate mean ± SD values. Statistical analysis was performed by Student's *t*‐test, ^**^ *p* < 0.01, ^****^ *p* < 0.0001.

### 2.3 Link Between tt‐DDE, Aldh9a1b, and Angiogenesis

Aldh enzymes catalyze the oxidation and inactivation of a wide spectrum of aldehydes, and their dysfunction results in the accumulation of toxic aldehydes and lead to severe diseases.^[^ ^34^ ^]^ Since Aldh9a1b substrates had not studied previously, several potential substrates for Aldh9a1 were analyzed in *aldh9a1b* mutants^[^ ^35^, ^36^ ^]^ (Figure S3, Supporting Information). Betaine aldehyde (BAL) and 4‐aminobutyraldehyde (ABAL) were the potentially most likely candidates based on their kinetic parameters for Aldh9a1.^[^ ^35^, ^36^ ^]^ However, since MG, malondialdehyde (MDA), 4‐hydroxyhexenal (4‐HHE), (2E)−2‐hexadecenal and tt‐DDE were all RCS with the potential to target the vasculature, they were also included in the study.^[^ ^14^, ^31^, ^37^, ^38^, ^39^ ^]^ The lack of Aldh9a1b had no impact on the metabolism of MG, MDA, 4‐HHE and 2(E)−2‐hexadecenal but significantly decreased the generation of NADP in samples treated with ABAL, BAL, and tt‐DDE (**Figure** **3**A–G). Importantly, substrate whose metabolism was most affected in the *aldh9a1b^−/−^* mutants was tt‐DDE. tt‐DDE is reported to be metabolized to 2,4‐decadienoic acid and cysteine‐conjugated 2,4‐decen‐1‐ol (Cys‐con) by virtue of ALDH enzymatic activity and glutathione (GSH) conjugation respectively^[^ ^40^ ^]^ (Figure S4A, Supporting Information). To validate the impaired detoxification of tt‐DDE, six Cys‐con metabolites were identified during the HPLC/MS analyses, which not only shared the same mass‐to‐charge ratio, but also the same targeted fragmentation pattern (Figure S4A,B, Supporting Information). Differences between these six metabolites were based on the retention time, hence the occurrence of isomers/diastereomers is the most logical explanation. Since Cys‐con was biomarker of tt‐DDE exposure and *aldh9a1b* knockout increases Cys‐con significantly in liver and muscle samples, the impaired detoxification of tt‐DDE induced by *aldh9a1b* knockout was validated (Figure 3H; Figure S4, Supporting Information). Moreover, GSH conjugated tt‐DDE also increased in *aldh9a1b^−/−^* livers (Figure S4E, Supporting Information).

**Figure 3:**
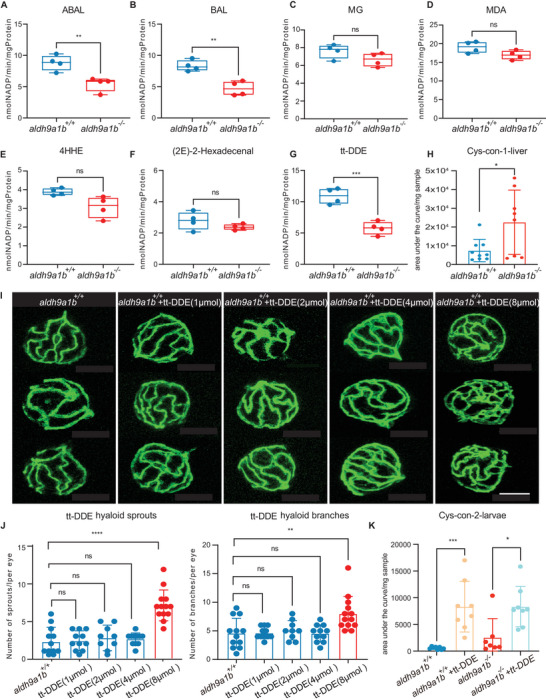
The link between tt‐DDE, Aldh9a1b, and angiogenesis (A‐G) Aldh enzyme activity was significantly decreased using substrate ABAL (A), BAL (B), and tt‐DDE (G), but unaltered with substrate MG (C), MDA (D), 4HHE (E) and 2(E)−2‐hexadecenal (F) in *aldh9a1b^−/‐^* larvae at 5dpf. Each data point represented 120 larvae per clutch, *n* = 4. H) Cys‐con‐1 was significantly changed in *aldh9a1b^−/−^* livers. *n* = 9/8. I) Representative confocal images of hyaloid vasculature showed vascular alterations in *aldh9a1b^+/+^* larvae treated with 0–8 µmol tt‐DDE at 5dpf. White scale bar = 50 µm. J) Quantification of increased hyaloid branch points and sprouts formation in 8 µmol tt‐DDE treated *aldh9a1b^+/+^* zebrafish larvae, while no significant change in 1, 2, and 4 µmol tt‐DDE treatments were observed. One data point means one hyaloid per larva. K) Cys‐con2 was significantly increased in tt‐DDE‐treated larvae. *n* = 8/7. The bars indicate mean ± SD values. Statistical analysis was performed by Student's *t*‐test and one‐way ANOVA. *ns* = not significant, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

In order to verify that tt‐DDE is a substrate for Aldh9a1b, incubation experiments in *aldh9a1b^+/+^* zebrafish were treated with different concentrations of tt‐DDE (Figure S5, Supporting Information). The effects were compared with those of ABAL (Figure S6, Supporting Information) and BAL (Figure S7, Supporting Information). 20 µmol tt‐DDE caused a significant lethality and a lower concentration (10 µmol) elicited significant morphological changes (Figure S5A–D, Supporting Information). Therefore, concentrations of up to 8 µmol tt‐DDE were considered as safe dose for zebrafish. Subsequently, analysis and quantification of the hyaloid vasculature identified increased hyaloid branchpoints and sprout formation in tt‐DDE treated larvae similar to the microvascular phenotype observed in *aldh9a1b^−/−^* larvae (Figure 3I,J). In contrast, treatment with neither ABAL nor BAL was able to generate comparable alterations in the hyaloid vasculature of zebrafish larvae (Figures S6–S7, Supporting Information). Furthermore, elevated concentration of Cys‐con was detected in tt‐DDE‐treated larvae, confirming a successful establishment of tt‐DDE exposure model (Figure 3K). These findings go a long way to linking the metabolism of tt‐DDE by Aldh9a1b with vascular alterations in zebrafish.

### 2.4 Downregulated Insulin Receptor Signaling Pathway in *Aldh9a1b^−/‐^* Mutants and tt‐DDE Treated Zebrafish

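Total RNA from 13 samples of zebrafish larvae at 5 dpf was sequenced on the BGISEQ-500 platform. The samples were 4 replicates of *aldh9a1b-/-* larvae, 4 of untreated *aldh9a1b+/+* larvae and 5 of *aldh9a1b+/+* larvae treated with 8 µmol tt-DDE, an aldehyde derived from the oxidation of polyunsaturated fatty acids. The authors deposited the number of reads counted on each gene, without normalization. The paper's text refers to an earlier description for the analysis of these reads and names no aligner, counting tool or genome build. Its general statement on statistics sets significance at a p under 0.05 for all data, and gives no adjustment over genes and no fold change for the reads. The table lists genes by symbol only. A total of 560 symbols stood on more than 1 line, and each line was kept as a gene of its own. Whether reads were counted by strand is not named either, so the counts of near-identical copies and of overlapping genes are uncertain. In *aldh9a1b-/-* larvae, 18725535 to 19114883 reads per sample were counted on genes, with a median of 19032870.5. The totals were 19087537 to 19546248 in *aldh9a1b+/+* larvae (median 19248248) and 18749371 to 19351861 in tt-DDE treated larvae (median 18991987). Between 25389 and 25963 genes had at least 1 read in each sample. Replicates of a group differed by more than the sampling noise, with a chi-square per gene of 7.46 to 36.1 over genes with a summed count of at least 50, so each sample was used as 1 replicate. The counts were scaled by edgeR's TMM factors, which lay between 0.865 in *aldh9a1b-/-* replicate 1 and 1.06 in tt-DDE replicate 2. Of 28996 genes with at least 1 count, 21874 passed edgeR's filterByExpr function and were tested. All 13 samples entered one fit, which left 10 residual degrees of freedom. Genes with a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test were called differentially regulated.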

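The targeted gene, *aldh9a1b*, was counted in every sample. Its level was 10.5, 2.59, 13.9 and 8.49 CPM (counts scaled by library size and TMM factor) in *aldh9a1b-/-* replicates 1 to 4, and 12.0, 14.7, 14.3 and 15.2 CPM in *aldh9a1b+/+* replicates 1 to 4. The means were 8.88 ± 4.75 CPM (SD, n = 4) and 14.0 ± 1.44 CPM (SD, n = 4). The log2 fold change was −0.66 (standard error 0.30), with an adjusted p of 0.142 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact two-sided permutation test of the 4 against 4 samples gave p = 0.0571, where 0.0286 is the smallest p possible. The deletion in this line shifts the reading frame and leaves the transcript countable, and *aldh9a1b-/-* replicate 3 lay within the range of the *aldh9a1b+/+* samples. Without *aldh9a1b-/-* replicate 3 the log2 fold change was −0.97 and edgeR's adjusted p was 0.0417, whereas without *aldh9a1b-/-* replicate 2 the log2 fold change was −0.36. In tt-DDE treated larvae *aldh9a1b* stood at 14.5 ± 1.87 CPM (SD, n = 5), a log2 fold change of 0.04 (standard error 0.28, adjusted p = 0.952 in the same edgeR test). Reads of the homologs *aldh9a1a.1* and *aldh9a1a.2* could have been split with *aldh9a1b* by the counting. *aldh9a1a.1* stood at 572 ± 82.7 CPM in *aldh9a1b-/-* and 569.7 ± 50.1 CPM in *aldh9a1b+/+* larvae, a log2 fold change of 0.01 that became −0.02 with RLE size factors. *aldh9a1a.2* had a log2 fold change of −0.12 (standard error 0.31, adjusted p = 0.810 in the edgeR test), which became 0.08 without *aldh9a1b-/-* replicate 3.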

To investigate potential links between Aldh9a1b and metabolism, *aldh9a1b^−/−^* and *aldh9a1b^+/+^* zebrafish larvae as well as *aldh9a1b^+/+^* zebrafish treated with tt‐DDE were subjected to RNA‐sequencing. 

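The principal components of the log2 CPM of the 21874 tested genes were computed over the 13 samples. The first component carried 33.7% of the variance, the second 15.9% and the third 8.41%. On the first component *aldh9a1b-/-* replicates 1 and 2 lay at −62.9 and −68.8, *aldh9a1b-/-* replicates 3 and 4 at −13.0 and −10.9, the *aldh9a1b+/+* samples between 3.77 and 29.4 and the tt-DDE samples between 8.85 and 24.5. The second component set the *aldh9a1b+/+* samples, from −26.9 to −18.5, apart from the tt-DDE samples, from −0.119 to 46.3. The share of the total sum of squares lying between the 3 groups (PERMANOVA R2) was 0.387. An exact permutation of the group labels over 90090 arrangements gave p = 2.22e-05, the smallest p these can give. For pairs of groups, R2 was 0.351 between *aldh9a1b+/+* and *aldh9a1b-/-* (exact permutation p = 0.0286), 0.268 between *aldh9a1b+/+* and tt-DDE (exact permutation p = 0.00794) and 0.336 between *aldh9a1b-/-* and tt-DDE (exact permutation p = 0.00794), each the smallest p the pair allows. The nearest other sample belonged to the same group for 11 of 13 samples. *aldh9a1b-/-* replicate 3 lay nearest to *aldh9a1b+/+* replicate 1, and *aldh9a1b-/-* replicate 4 nearest to tt-DDE replicate 2. With each sample left out in turn R2 stayed between 0.363, without *aldh9a1b-/-* replicate 1, and 0.429, without *aldh9a1b-/-* replicate 4. With each gene scaled to unit variance R2 was 0.379, and the nearest sample was of the same group for 10 of 13.

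**Figure D1:**
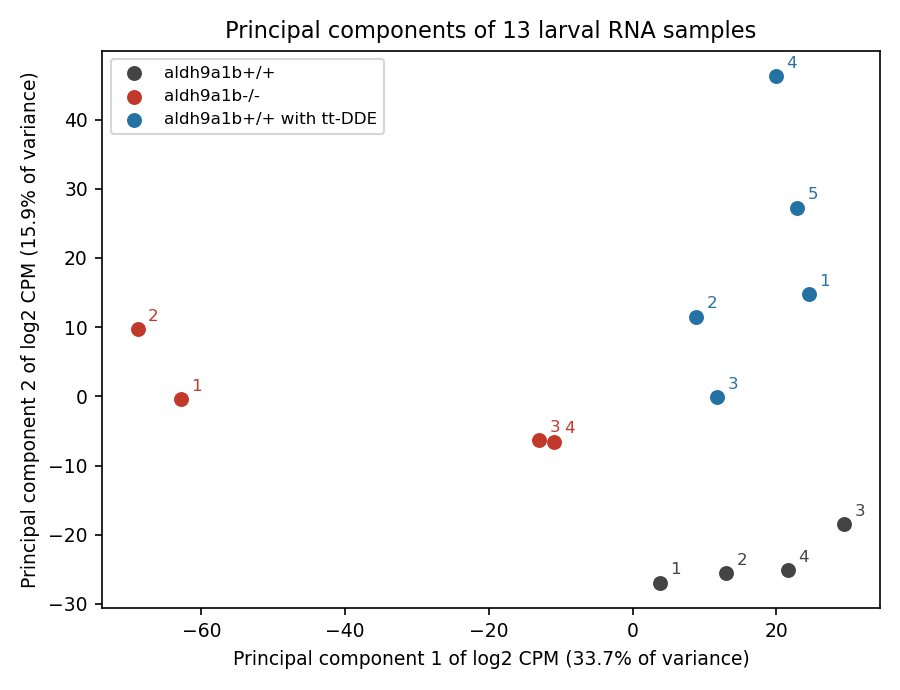
First and second principal components of log2 CPM over 21874 genes, in component units, with 1 point per sample and 1 colour per group. *aldh9a1b-/-* replicates 1 and 2 sit at −62.9 and −68.8 on the first component, away from the other 11 samples, and the *aldh9a1b+/+* samples sit below the tt-DDE samples on the second.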

Principal component analysis (PCA) demonstrated that the samples within each group clustered separately from the other groups (Figure S8A, Supporting Information). Overall, this approach identified 940 differentially regulated genes in *aldh9a1b^−/−^* versus *aldh9a1b^+/+^* zebrafish and 239 differential genes in the tt‐DDE versus control *aldh9a1b^+/+^* group. 

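Over the 21874 tested genes, 2867 were called in *aldh9a1b-/-* against *aldh9a1b+/+* larvae, 1441 higher and 1426 lower. In tt-DDE treated against untreated *aldh9a1b+/+* larvae, 503 were called, 284 higher and 219 lower. The CPM of the groups did not overlap for 2255 of the 2867 genes and for 476 of the 503. Over all tested genes this share was 17.1% and 10.7%, where chance gives 2.86% and 1.59%. The number of calls depended on single samples. It was 81 in *aldh9a1b-/-* without *aldh9a1b+/+* replicate 4 and 4516 without *aldh9a1b-/-* replicate 4, and in the tt-DDE group it was 94 without *aldh9a1b+/+* replicate 1. With an unadjusted p under 0.05 it was 7247 in *aldh9a1b-/-* and 4457 in tt-DDE treated larvae. With only the 2 groups compared it was 189 and 824, and with limma-voom and sample quality weights 911 and 1000. The one fit shares its estimate of spread between the groups. Yet chi-square per gene was 24.8 to 36.1 for pairs with *aldh9a1b-/-* replicate 1 or 2, and 7.46 to 23.6 in the tt-DDE group.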

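Among genes called in *aldh9a1b-/-* larvae without overlap between the groups, *prss60.1* fell most, from 1.54 ± 0.719 to 0.0540 ± 0.0764 CPM (SD, n = 4 each). Its log2 fold change was −4.63 (standard error 0.69, adjusted p = 0.0105 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *smyhc2* (on the second of its lines), *tmem119a*, *odam* and *BX682557.2* followed, with log2 fold changes of −3.72, −3.59, −3.58 and −3.54. These 5 genes were called with each sample left out and under every alternative fit in which single genes were followed. Single genes were not followed in the fits with other filters. A filter of at least 10 counts in every sample leaves these 5 out, since each had at most 0.054 CPM in a sample. *SLC16A6* rose most, to 8.14 ± 3.84 CPM in *aldh9a1b-/-* larvae (SD, n = 4). It had 584 counts in the 4 *aldh9a1b-/-* samples and 3 in the 4 *aldh9a1b+/+* samples, a ratio of 198 with an exact 95% counting interval of 67.4 to 962. Reads of *SLC16A6* and *slc16a6a* summed to 21.0 ± 2.92 CPM in *aldh9a1b-/-* and 22.1 ± 2.49 CPM in *aldh9a1b+/+* larvae (SD, n = 4 each; exact permutation p = 0.571). *si:ch211-142d6.2* had 76 counts against 1, a ratio of 77.2 (13.4 to 3090). *zgc:55888*, *BX927081.3* and *zgc:174680* rose by 3.87, 3.09 and 2.91 on the log2 scale, from at most 0.255 CPM in any *aldh9a1b+/+* sample. All 5 higher genes lost their call without *aldh9a1b+/+* replicate 4, *SLC16A6* with an adjusted p of 0.0507 in the same edgeR test.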

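With tt-DDE *he1.1* fell most, with a log2 fold change of −6.77 (standard error 1.52, adjusted p = 0.0336 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between 1.43 and 12.9 CPM in the *aldh9a1b+/+* samples, and it lost its call in 8 of the 9 fits that left out 1 sample. *zgc:92590*, *CR457444.5*, *asb15b* and *fbxo32* had log2 fold changes of −2.96, −2.44, −2.40 and −2.39. *fbxo32* fell from 55.9 ± 18.3 CPM (SD, n = 4) to 10.6 ± 3.96 CPM (SD, n = 5), with a standard error of 0.29 and an adjusted p of 0.00157 in the edgeR test. *dao.1*, *serpina7*, *gck*, *serpinh1b* and *CR559930.1* rose by 3.60, 2.61, 2.53, 2.45 and 2.29 on the log2 scale. *gck*, which encodes glucokinase, rose from 3.70 ± 2.72 CPM (SD, n = 4) to 21.5 ± 10.7 CPM (SD, n = 5), with a standard error of 0.52 and an adjusted p of 0.0264 in the edgeR test. Without *aldh9a1b+/+* replicate 1 the log2 fold change of *gck* was 2.25 and its adjusted p 0.0811 in that test. The other genes named lost their call without that sample as well, except *asb15b* and *fbxo32*. These were called in every fit in which single genes were followed, which leaves aside the fits with other filters.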

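Gene sets for 20 pathways were compiled by hand from gene symbols and are not the lists of a pathway database. Each set was tested for over-representation among the called genes with a one-sided Fisher's exact test against the 21874 tested genes, with Benjamini-Hochberg adjustment over the 20 sets. In *aldh9a1b-/-* larvae, 10 of the 68 tested genes of arachidonic acid metabolism were called where 8.91 were expected (exact p = 0.400, adjusted p = 0.667). All 10 were lower. Among lower genes alone 4.43 were expected (exact p = 0.0123, adjusted p = 0.0820). For linoleic acid metabolism, 5 of 48 genes were called where 6.29 were expected (exact p = 0.772, adjusted p = 0.965), and all 5 were lower. The adjusted p was under 0.05 for ECM-receptor interaction, with 39 of 100 genes where 13.1 were expected (adjusted p = 1.30e-09), for phototransduction, with 30 of 66 where 8.65 were expected (adjusted p = 1.30e-09), and for glycolysis and gluconeogenesis, with 18 of 71 where 9.31 were expected (adjusted p = 0.0260). With the genes called by DESeq2 the same 3 sets passed, and with lower genes alone only ECM-receptor interaction did.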

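Of the arachidonic acid genes, *gpx1b* had the smallest p in *aldh9a1b-/-* larvae. It fell from 18.5 ± 2.74 to 10.9 ± 1.95 CPM (SD, n = 4 each), a log2 fold change of −0.76 (standard error 0.15, adjusted p = 0.0153 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cyp2u1*, with a log2 fold change of −0.93 (standard error 0.19), and *pla2g4aa*, with −0.88 (standard error 0.21), followed. *pla2g4aa* encodes a phospholipase A2, belongs to both sets and had the smallest p among the linoleic acid genes. In that set, *cyp3c1* had a log2 fold change of −0.50 (standard error 0.12) and *pla2g12a* one of −1.02 (standard error 0.28). All *aldh9a1b-/-* samples lay below all *aldh9a1b+/+* samples for these genes except *pla2g12a*, whose *aldh9a1b+/+* samples spread from 9.80 to 28.2 CPM (exact permutation p = 0.0857). Each of the 5 genes lost its call without *aldh9a1b+/+* replicate 4, with adjusted p between 0.0502 for *cyp2u1* and 0.0712 for *pla2g4aa* in the edgeR test.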

Pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database identified significant changes in pathways involving arachidonic acid and linoleic acid metabolism (Figure S8B,C, Supporting Information),^[^ ^41^ ^]^ which reflects the fact that n−6 PUFAs are the main source of tt‐DDE. In the tt‐DDE treated group, insulin signaling and related pathways accounted for over half of the altered pathways (Figure S8D,E, Supporting Information). 

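Among the 503 genes called in the tt-DDE group, no set was over-represented at an adjusted p under 0.05, and 2 sets had an unadjusted p under 0.05. Insulin signaling had 9 of 164 genes called where 3.77 were expected (one-sided Fisher's exact p = 0.0138, adjusted p = 0.276 over 20 sets). MTOR signaling had 7 of 132 where 3.04 were expected (exact p = 0.0331, adjusted p = 0.331), and MAPK signaling 4 of 297 where 6.83 were expected. With the genes called by DESeq2 both of the first 2 sets passed. Insulin signaling then had 26 of 162 genes where 11.4 were expected (adjusted p = 0.00126) and MTOR signaling 20 of 131 where 9.21 were expected (adjusted p = 0.00816). Both also passed among lower genes alone, with 7 insulin genes where 1.64 were expected and 6 MTOR genes where 1.32 were expected (adjusted p = 0.0216 for each). With genes at an unadjusted p under 0.05 only insulin signaling passed, with 52 genes where 33.4 were expected (adjusted p = 0.00811).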

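*mknk2b*, a member of the insulin and MAPK sets, fell from 333 ± 22.4 CPM (SD, n = 4) to 185 ± 25.8 CPM (SD, n = 5) with tt-DDE, a log2 fold change of −0.85 (standard error 0.11, adjusted p = 0.00269 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the insulin set *srebf1*, with a log2 fold change of −0.72 (standard error 0.10), and *socs2*, with −1.31 (standard error 0.22), came next. In the MTOR set *sesn1* fell from 165 ± 8.15 to 92.7 ± 10.8 CPM, a log2 fold change of −0.83 (standard error 0.10, adjusted p = 0.00157 in the edgeR test). *ulk1a* and *pdpk1a* had log2 fold changes of −0.87 (standard error 0.12) and −0.49 (standard error 0.10). In the MAPK set *cacng6a* and *igf1ra* had log2 fold changes of −0.57 (standard error 0.10) and −0.50 (standard error 0.12). All 5 tt-DDE samples lay below all 4 *aldh9a1b+/+* samples for each of these 8 genes. *igf1ra* lost its call in 8 of the 9 fits that left out 1 sample, for example without *aldh9a1b+/+* replicate 4 (adjusted p = 0.110 in the edgeR test), and *pdpk1a* in 4, with 0.0815 in that fit. The other 6 were called in all of them. The sets do not mark which members promote and which restrain a pathway. A fall of these genes therefore does not by itself tell whether the pathway is less active.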

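Gene set variation analysis gives each sample a score for each gene set from the ranks of the set's genes in that sample. Every member counts alike, whether it promotes or restrains the pathway, so a lower score is not by itself a less active pathway. Scores were computed with a Gaussian kernel from log2 CPM and compared between groups with limma, with Benjamini-Hochberg adjustment over the 20 sets. In *aldh9a1b-/-* larvae 7 sets had an adjusted p under 0.05. The score of phototransduction was higher than in *aldh9a1b+/+* larvae, by 0.772 (limma's adjusted p = 0.0151). The scores of 6 sets were lower. The differences were −0.723 for ECM-receptor interaction (adjusted p = 0.00806 in limma), −0.559 for amino sugar and nucleotide sugar metabolism (0.0177), −0.499 for pentose and glucuronate interconversions (0.0243), −0.488 for arachidonic acid metabolism (0.0243), −0.470 for alanine, aspartate and glutamate metabolism (0.0167) and −0.308 for glycerophospholipid metabolism (0.0490). Linoleic acid metabolism differed by −0.345 (limma's adjusted p = 0.165). All 4 *aldh9a1b-/-* samples lay below all *aldh9a1b+/+* samples for ECM-receptor interaction and for alanine, aspartate and glutamate metabolism (exact permutation p = 0.0286 for each), and 3 of 4 did for arachidonic acid metabolism (exact permutation p = 0.114). Without *aldh9a1b-/-* replicate 2 no set passed, and 7 had an unadjusted p under 0.05. Without *aldh9a1b-/-* replicate 4 there were 10. With tt-DDE 1 set passed, the pentose phosphate pathway, with a score higher by 0.482 (limma's adjusted p = 0.0195) and all 5 samples above all *aldh9a1b+/+* samples (exact permutation p = 0.0159). Its call was lost in 6 of the 9 fits that left out 1 sample (*aldh9a1b+/+* replicate 1, 2 or 4 or tt-DDE replicate 1, 4 or 5), with adjusted p in limma of 0.0652 to 0.136. It was also lost with only the 2 groups compared (0.135), with the replicate number as a block (0.0713) and with mean z scores (0.141), and kept with camera (0.0167) and fry (0.0369). Glycolysis and gluconeogenesis was higher by 0.394 (limma's adjusted p = 0.0913) and pyruvate metabolism by 0.273 (0.371).

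**Figure D2:**
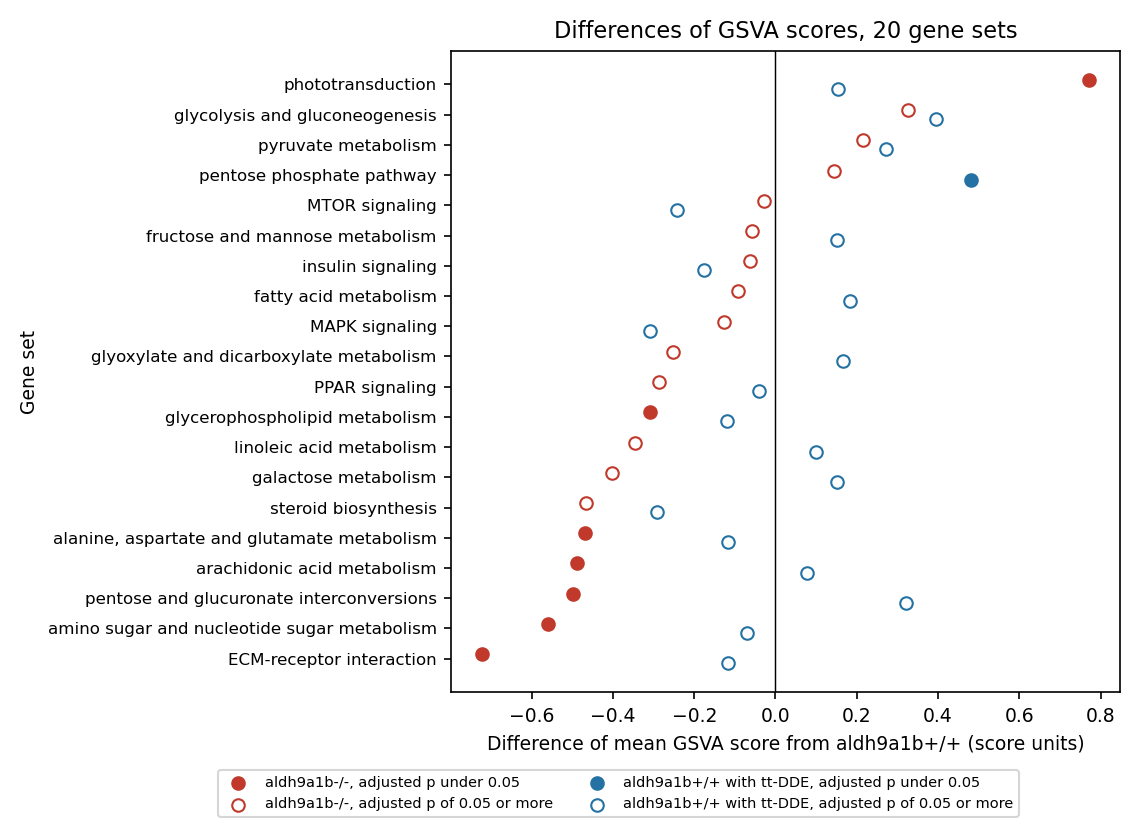
Difference of the mean GSVA score from untreated *aldh9a1b+/+* larvae, in score units, for 20 gene sets in *aldh9a1b-/-* and in tt-DDE treated larvae, with filled points for an adjusted p under 0.05. Filled points stand for 7 sets in *aldh9a1b-/-* and for the pentose phosphate pathway alone in the tt-DDE group.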

Subsequent gene set variation analysis (GSVA) identified the 10 pathways most altered by the metabolite as carbon metabolism and insulin signaling (**Figure** **4**A,B). Only the change of insulin signaling and its downstream pathways (MAPK and MTOR signaling) were consistent in both groups, which suggested an altered insulin signaling as an inducer of vascular alterations in tt‐DDE treated and in *aldh9a1b^−/−^* zebrafish.

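Insulin signaling had a mean GSVA score of 0.0980 ± 0.121 in *aldh9a1b+/+*, 0.0355 ± 0.0860 in *aldh9a1b-/-* and −0.0774 ± 0.0787 in tt-DDE treated larvae (SD, n = 4, 4 and 5). For MAPK signaling the means were 0.170 ± 0.118, 0.0434 ± 0.134 and −0.139 ± 0.154, and for MTOR signaling 0.102 ± 0.149, 0.0735 ± 0.0999 and −0.140 ± 0.0422. All 3 scores were thus lower than in *aldh9a1b+/+* larvae in both groups. In *aldh9a1b-/-* larvae the differences lay within the spread of the replicates. The exact permutation p was 0.514 for insulin, 0.257 for MAPK and 0.771 for MTOR signaling, and limma's adjusted p was 0.614, 0.367 and 0.788. For MTOR signaling the mean of gene-wise z scores was higher in *aldh9a1b-/-* than in *aldh9a1b+/+* larvae, as was the GSVA score without *aldh9a1b-/-* replicate 4. For the tt-DDE group the difference was −0.175 for insulin, −0.309 for MAPK and −0.242 for MTOR signaling. The exact permutation p was 0.0397, 0.0159 and 0.00794, with 4, 5 and 5 of 5 samples below all *aldh9a1b+/+* samples. After adjustment over the 20 sets limma's p was 0.303, 0.0913 and 0.132. The difference between the tt-DDE and *aldh9a1b-/-* groups had an unadjusted p of 0.264, 0.118 and 0.0468 in limma for the 3 sets.

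**Figure D3:**
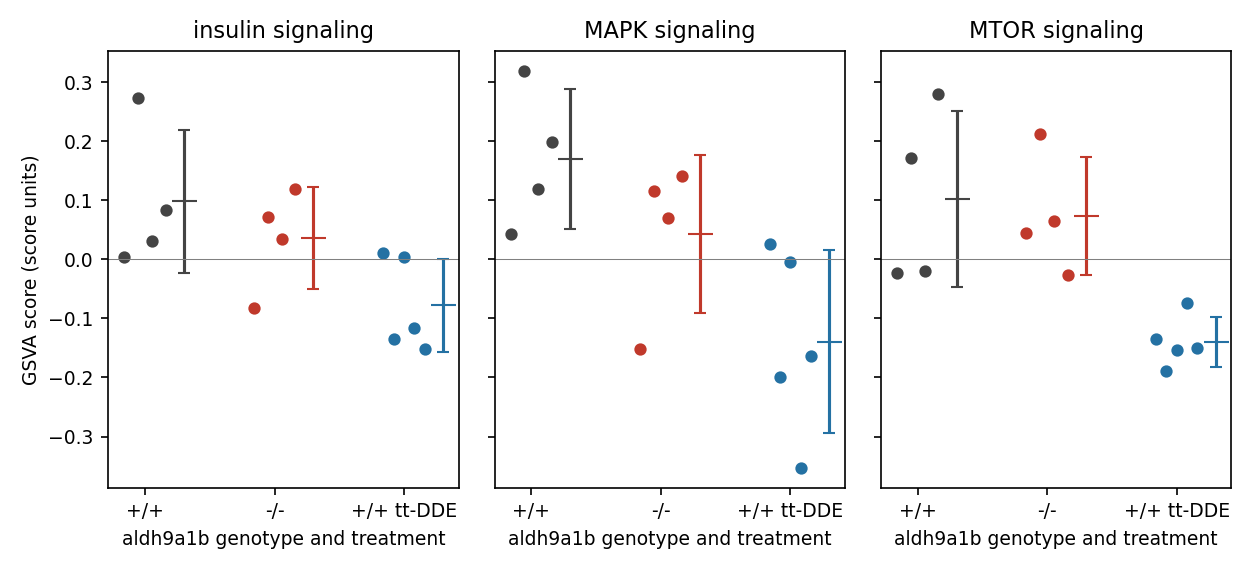
GSVA scores of the insulin, MAPK and MTOR signaling sets in *aldh9a1b+/+*, *aldh9a1b-/-* and tt-DDE treated larvae, in score units, with 1 point per sample and the mean ± SD of each group. For MTOR signaling all 5 tt-DDE samples lie below all 4 *aldh9a1b+/+* samples, and the *aldh9a1b-/-* samples overlap the *aldh9a1b+/+* samples.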

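Of the 20 sets, 13 moved in the same direction in both groups, 9 lower and 4 higher, and none had an adjusted p under 0.05 in both. Both comparisons use the same *aldh9a1b+/+* samples, which alone makes directions alike. Over all 90090 arrangements of the 13 samples the 3 signaling sets were lower in both comparisons in 17.8% and alike in direction in 35.3%, and the median number of sets alike in direction was 14. In *aldh9a1b-/-* larvae the insulin genes with the smallest p were *calm3a* (on the second of its lines; log2 fold change 0.51, standard error 0.09), *rps6kb1a* (−0.81, standard error 0.16) and *srebf1* (−0.54, standard error 0.11). For MAPK signaling these were *MAP3K11* (−1.04, standard error 0.18), *rac1b* (−0.67, standard error 0.12) and *cacng3b* (0.53, standard error 0.10), and for MTOR signaling *rps6kb1a*, *sesn1* (−0.50, standard error 0.11) and *strada* (0.40, standard error 0.11). Their adjusted p lay between 0.0127 and 0.0296 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Only *MAP3K11* was called with each sample left out. Without *aldh9a1b+/+* replicate 4 the others had edgeR adjusted p between 0.0502 and 0.0923. *srebf1* and *sesn1* were thus lower and called in both groups. From the change of insulin, MAPK and MTOR signaling in both groups, the paper proposes altered insulin signaling as an inducer of the vascular alterations in tt-DDE treated and in *aldh9a1b-/-* zebrafish.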

**Figure 4:**
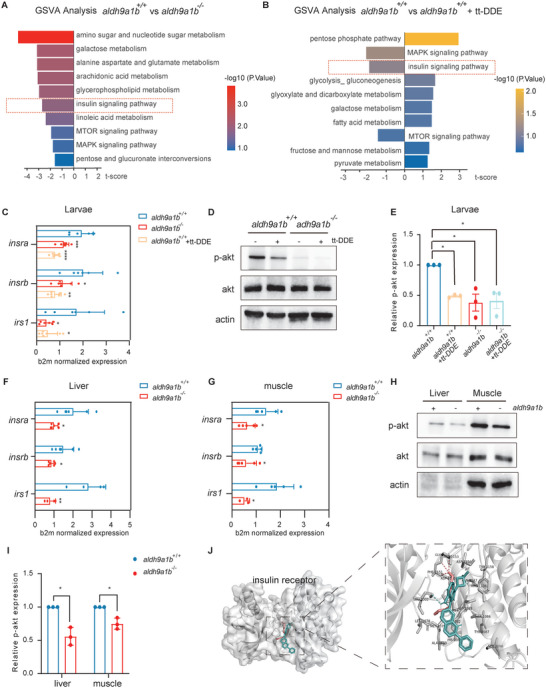
Downregulated insulin receptor signaling pathway in *aldh9a1b^−/‐^* and in tt‐DDE treated zebrafish (A) GSVA analysis of RNA‐seq displayed top 10 insulin receptor signaling and carbon metabolism‐related pathways in *aldh9a1b^−/−^* larvae compared to *aldh9a1b^+/+^* larvae at 5 dpf. Left, downregulated pathways; right; upregulated pathways. B) GSVA analysis of RNA‐seq displayed top 10 insulin receptor signaling and carbon metabolism‐related pathways in tt‐DDE treated *aldh9a1b^+/+^* larvae compared to *aldh9a1b^+/+^* controls. Left, downregulated pathways; right; upregulated pathways. C) mRNA expression of *insra*, *insrb*, and *irs1* were significantly decreased in *aldh9a1b^−/−^* larvae and tt‐DDE treated *aldh9a1b^+/+^* larvae at 5dpf, *n* = 6/7. D,E) Representative Western blot (D) and quantification (E) showed decreased p‐Akt activation in *aldh9a1b^−/−^* larvae and tt‐DDE treated *aldh9a1b^+/+^* larvae at 5dpf. Total Akt protein served as a loading control, *n* = 3. F,G) mRNA expression of *insra*, *insrb*, and *irs1* were significantly decreased in livers (F) and muscles (G) of *aldh9a1b^−/−^* adult zebrafish, *n* = 6/5. H,I) Representative Western blot and quantification showed reduced *p*‐Akt phosphorylation in *aldh9a1b^−/−^* in livers and muscles. J) Docking analysis showed tt‐DDE shared same binding pocket with linsitinib and bound to PHE1151, GLY1152 and MET1153 of insulin receptor. Pink sticks = tt‐DDE, blue sticks = linsitinib, dash line = hydrogen bonds. Total Akt served as loading control, *n* = 3. mRNA Expression was quantified by RT‐qPCR and normalized to b2m. Each data point in this figure represented 20 larvae or one organ per fish. The bars indicate mean ± SD values. Statistical analysis was performed by Student's *t*‐test and one‐way ANOVA, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

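The 10 pathways drawn for *aldh9a1b-/-* larvae in Figure 4A all had lower scores with the hand-compiled sets, as drawn, and 5 of them passed an adjusted p of 0.05 in limma. Of the 10 drawn for the tt-DDE group in Figure 4B, 3 had lower and 7 higher scores, each in the drawn direction, and 1 passed. The sets behind the bars differ in their genes from those used here.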

To validate the RNA‐sequencing results, the expression and activity of insulin signaling molecules including *insulin* (*ins*), *insulin receptor* (*insr*), *insulin receptor substrate* (*irs*), and *akt* were quantified by qPCR and Western blot. mRNA expression of *insulin* showed a significant reduction in the tt‐DDE treated zebrafish, while it remained unchanged in *aldh9a1b^−/−^* zebrafish (Figure S9A, Supporting Information). Downregulated insulin expression in tt‐DDE treated larvae suggested tt‐DDE may harm the development of the pancreas, but *pdx1* (*pancreatic and duodenal homeobox 1*), which is essential for pancreatic development, was not changed significantly (Figure S9B, Supporting Information). The expression of additional components of the signaling pathway, i.e., *insra*, *insrb* and *irs1* showed a similar decline in both *aldh9a1b^−/−^* zebrafish and in tt‐DDE treated larvae (Figure 4C). Akt phosphorylation, which is an essential downstream event in the insulin signaling, also strongly decreased in both groups (Figure 4D,E). As liver and muscle are the two most important target organs for insulin and *aldh9a1b* expression was highest in the liver, insulin signaling was also examined in these organs. While *ins* mRNA levels were comparable in all three groups, again the expression of *insra*, *insrb* and *irs1* and the phosphorylation of Akt were decreased in the absence of *aldh9a1b* and in the presence of tt‐DDE (Figure 4F–I; Figure S9C,D, Supporting Information). Lastly, *nos2b*, which is considered to act as a homologue of human endothelial nitric oxide synthase (eNOS) and regulates endothelial function, was also decreased in *aldh9a1b^−/−^* zebrafish and tt‐DDE treated larvae^[^ ^42^ ^]^ (Figure S9E–G, Supporting Information). Expression of vascular endothelial growth factor was not significantly altered in *aldh9a1b^−/−^* mutants (Figure S9H, Supporting Information).

To investigate a potential interaction between tt‐DDE and the insulin receptor, we performed docking analysis using AutoDock Vina. Linsitinib (OSI‐906), a classic nonpeptide small molecule, inhibits the tyrosine kinase activity of the insulin receptor and was used as a positive control in this analysis.^[^ ^43^ ^]^ The docking model revealed that tt‐DDE shared same binding pocket with linsitinib. The binding is characterized by a relatively low binding energy of −4.8 kcal/mol and formed three visible hydrogen bonds with PHE1151, GLY1152, and MET1153, indicating a highly stable binding between tt‐DDE and the insulin receptor (Figure 4J). Collectively, the data described above suggest that in the absence of Aldh9a1b or in the presence of tt‐DDE the insulin signaling pathway is dysfunctional, providing an intrinsic explanation for the observed microvascular alteration in the retina.

### 2.5 Impaired Glucose Homeostasis in *Aldh9a1b^−/‐^* and tt‐DDE Treated Zebrafish

To determine the exact downstream insulin signaling induced by *aldh9a1b^−/−^* and tt‐DDE, glucose‐related metabolites, such as fatty acids and carbohydrates, were screened by GC/MS in larvae and adult zebrafish organs. Partial least squares‐discriminant analysis (PLS‐DA) exhibited separated groups by comparing their component composition, indicating significant differences among different groups (Figure S10A–C, Supporting Information). Thus, fold change analysis was performed to determine differential metabolites. Almost half of all the analyzed metabolites in the larvae, livers and muscles of adult zebrafish were significantly changed due to *aldh9a1b* loss and tt‐DDE treatment (Figure S10D–G, Supporting Information). Moreover, enrichment analysis of screened metabolites displayed overlapped pathways directly connected to fatty acids metabolism and glucose metabolism among the four groups, which not only resemble the results of RNA‐seq but also strengthen that *aldh9a1b^−/‐^* and tt‐DDE altered glucose metabolism (**Figure** **5**A–D). Therefore, the glucose level was determined in larvae and adult zebrafish to investigate how *aldh9a1b^−/‐^* and tt‐DDE influence glucose metabolism. The whole‐body glucose in larvae showed an increasing trend in *aldh9a1b^−/‐^* mutants and in tt‐DDE treated animals, but was only significantly increased in tt‐DDE treated larvae (**Figure** **6**A). Yet, in adult *aldh9a1b^−/‐^* zebrafish increased postprandial blood glucose was observed, while in overnight‐fasted *aldh9a1b^−/‐^* zebrafish blood glucose remained unaltered, demonstrating impaired glucose homeostasis in adult *aldh9a1b^−/‐^* zebrafish and in tt‐DDE treated larvae (Figure 6B).

**Figure 5:**
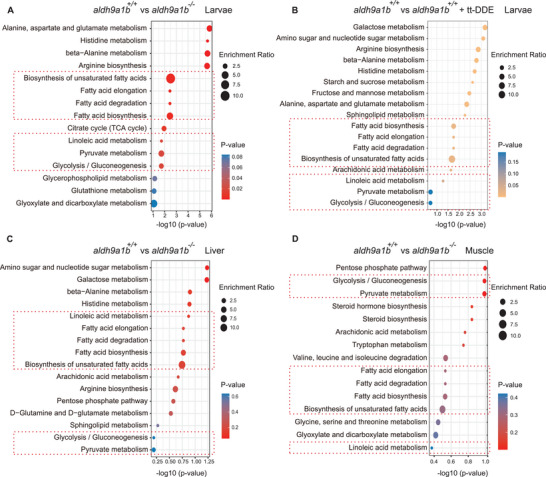
Altered glucose metabolism in *aldh9a1b^−/‐^* and tt‐DDE treated zebrafish (A) Enrichment analysis of targeted metabolomics displayed top carbon metabolic pathways in *aldh9a1b^−/−^* larvae compared to *aldh9a1b^+/+^* larvae at 5 dpf. B) Enrichment analysis of targeted metabolomics showed top carbon metabolic pathways in tt‐DDE treated *aldh9a1b^+/+^* larvae compared to *aldh9a1b^+/+^* controls. C,D) Enrichment analysis of targeted metabolomics displayed top carbon metabolic pathways in *aldh9a1b^−/−^* livers (C) and muscles (D) compared to *aldh9a1b^+/+^*. The red frame represented overlapped altered pathways among four comparisons.

**Figure 6:**
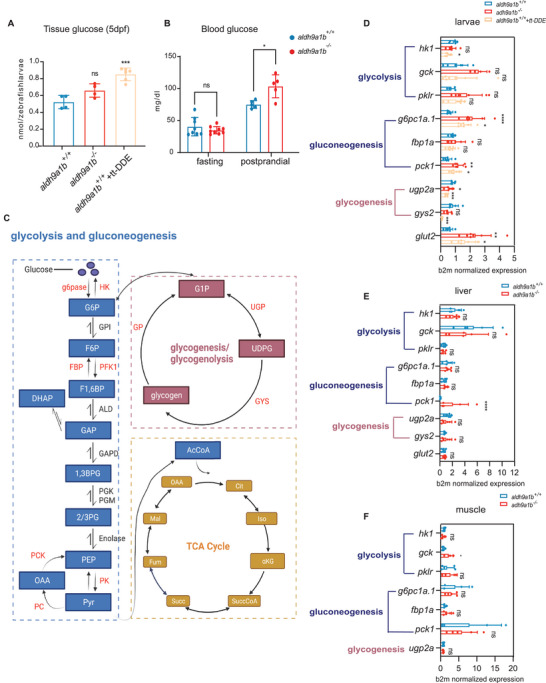
Impaired glucose homeostasis in *aldh9a1b^−/‐^* and tt‐DDE treated zebrafish (A) The whole‐body glucose was significantly increased in tt‐DDE treated *aldh9a1b^+/+^* larvae at 5 dpf. In *aldh9a1b^−/‐^* larvae, whole‐body glucose was also increased, but not significantly, *n* = 4/6. B) Blood glucose of *aldh9a1b^−/−^* adults did not show any alteration in fasting state but was significantly increased in the 2‐hour postprandial state. C) Graphical overview of key biological processes in glucose metabolism. D) mRNA levels of key enzymes in glucose metabolism showed alterations of glycolysis, gluconeogenesis, and glycogenesis in *aldh9a1b^−/−^* and in tt‐DDE treated *aldh9a1b^+/+^* larvae at 5dpf, *n* = 6/7. E,F) mRNA levels of key enzymes in glucose metabolism showed alterations of glycolysis, gluconeogenesis and glycogenesis in the livers (E) and muscles (F) of *aldh9a1b^−/−^* zebrafish, *n* = 6/5. mRNA Expression was quantified by RT‐qPCR and normalized to b2m. Each data point in this figure represented 20 larvae or one fish. The bars indicate mean ± SD values. Statistical analysis was performed by Student's *t*‐test and one‐way ANOVA, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

To further analyze the glucose metabolism in *aldh9a1b^−/‐^* zebrafish, the expression of key enzymes of the glucose metabolism was investigated. The rate‐limiting enzymes for glycolysis are *hexokinase 1* (*hk1*), *glucokinase* (*gck*, also termed *hk4*) and *pyruvate kinase L/R* (*pklr*); for gluconeogenesis are *glucose‐6‐phosphatase catalytic subunit 1a* (*g6pc1a.1*), *fructose‐1,6‐bisphosphatase 1a* (*fbp1a*) and *phosphoenolpyruvate carboxykinase 1* (*pck1*); for glycogenesis are *UDP‐glucose pyrophosphorylase 2a* (*ugp2a*) and *glycogen synthase 2* (*gys2*) (Figure 6C). *aldh9a1b^−/−^* larvae displayed a significant increasing expression of *g6pc1a.1* and *pck1*, while decreasing expression of *ugp2a*, representing upregulated gluconeogenesis and downregulated glycogenesis. Furthermore, the data revealed increasing glucose production and decreasing glucose utilization, thus explaining the hyperglycemia in *aldh9a1b^−/‐^* mutants and in tt‐DDE treated larvae (Figure 6D). Lastly, glucose transporter 2 (GLUT2), an insulin‐independent glucose transporter, significantly increased as possible feedback to hyperglycemia in *aldh9a1b^−/−^* zebrafish and in the tt‐DDE group (Figure 6D). In adult *aldh9a1b^−/‐^* zebrafish, the liver, as the most important glucose regulatory organ, displayed similarly changed gluconeogenesis as seen in larvae (Figure 6E), while in muscles, glycolysis was significantly altered (Figure 6F).

### 2.6 Altered Angiogenic Hyaloid Vasculature Caused by *Aldh9a1b* Knockout and tt‐DDE Treatment Can be Rescued by Metformin, Rosiglitazone, and Carnosine

All the above data have demonstrated that downregulated insulin signaling and impaired glucose metabolism could be responsible for the angiogenic retinal vasculature in *aldh9a1b^−/−^* zebrafish and in tt‐DDE treated animals. To validate the results further, several anti‐diabetic drugs were used to perform rescue experiments. Metformin and rosiglitazone are first‐line insulin receptor sensitizers in type 2 diabetes. Besides, previous studies suggested 10 µmol metformin and 1 µmol rosiglitazone could rescue hyperglycemia in zebrafish.^[^ ^44^, ^45^, ^46^ ^]^ In our study, 10 µmol metformin and 1 µmol rosiglitazone also caused strong improvement of numbers of sprouts and branches in the hyaloid vasculature (Figures S11‐S12, Supporting Information). Therefore, we incubated *aldh9a1b^−/−^* larvae and tt‐DDE treated *aldh9a1b^+/+^* zebrafish larvae with 10 µmol metformin, 1 µmol rosiglitazone, and 10 mmol RCS scavenger–L‐carnosine. In *aldh9a1b^−/‐^* zebrafish, the altered hyaloid alterations were successfully reversed by metformin, rosiglitazone, and carnosine, while metformin and rosiglitazone provided the strongest rescue effects. (**Figure** **7**A–B). In tt‐DDE treated larvae, abnormal hyaloid vasculature could also be reversed by metformin, rosiglitazone and carnosine, while metformin worked most effectively among them on the whole (Figure 7C,D). In conclusion, the successful rescue effects of the anti‐hyperglycemic drugs validated further that the tt‐DDE phenotype involving insulin resistance, mild postprandial hyperglycemia and sustained alteration of lipid metabolisms resulted in the microvascular phenotype observed.

**Figure 7:**
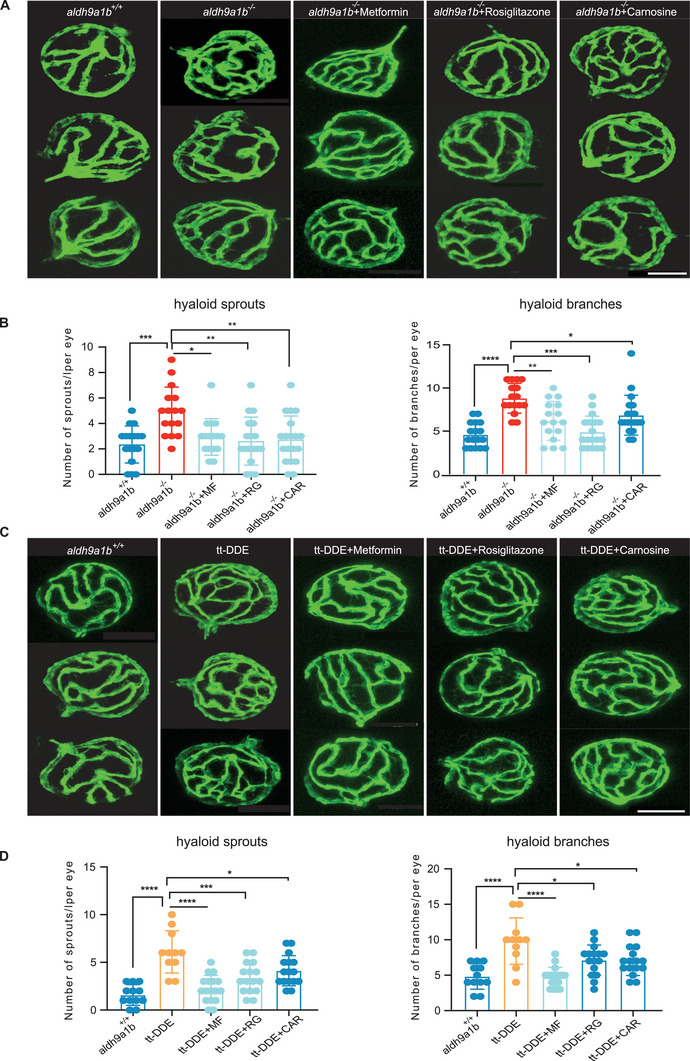
Altered angiogenic hyaloid vasculature caused by *aldh9a1b* knockout and tt‐DDE treatment can be rescued by metformin, rosiglitazone and carnosine (A) Representative confocal images of hyaloid vasculature showed vascular alterations and beneficial effects in *aldh9a1b^−/−^* zebrafish larvae treated with MF, RG, and CAR. White scale bar = 50 µm. B) Quantification of hyaloid branch points and sprouts formation showed increased angiogenic vasculature in *aldh9a1b^−/‐^* can be rescued by metformin, rosiglitazone and carnosine. One data point means one hyaloid per larva. C) Representative confocal images of hyaloid vasculature showed vascular alterations and beneficial effects in *aldh9a1b^+/+^* larvae co‐incubated with tt‐DDE and MF, RG, and CAR. White scale bar = 50 µm. D) Quantification of hyaloid branch points and sprout formation showed that increased angiogenic vasculature induced by tt‐DDE can be rescued by metformin, rosiglitazone, and carnosine. One data point means one hyaloid per larva. The bars indicate mean ± SD values. Statistical analysis was performed by one‐way ANOVA. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. MF, metformin; RG, rosiglitazone; CAR, carnosine; PK, PK11195.

## 3 Discussion

In this study, we identified a novel contributor, tt‐DDE, to hyperglycemia, insulin resistance, and microvascular disease. As a common RCS in diet, the characterization and understanding of its detoxification process is crucial.^[^ ^47^, ^48^ ^]^ Previous reports have suggested tt‐DDE's potential detoxification through two classic pathways common to other α,β‐unsaturated aldehydes: GSH conjugation and aldehyde oxidation.^[^ ^40^, ^49^ ^]^ Thus, cysteine‐conjugated 2,4‐decadien‐1‐ol and GSH conjugated tt‐DDE were characterized, although the exact pathway how ALDHs are involved remains to be determined.^[^ ^40^ ^]^ Our data established an *aldh9a1b* knockout zebrafish model, and by utilizing this model, we have observed a reduction in ALDH enzyme activity in relation to tt‐DDE. Further, an increased level of tt‐DDE exposure, and overlapped phenotypic and molecular alterations resulting from *aldh9a1b* knockout and in vitro tt‐DDE exposure were detected. This is the first study to recognize Aldh9a1b as a detoxification system for tt‐DDE.

A recent study reported a trend of increased fasting blood glucose levels associated with a diet rich in tt‐DDE.^[^ ^31^ ^]^ Our findings mirror this pattern of increased fasting blood glucose, but we additionally discovered a significant increase in 2‐hour postprandial glucose and impaired insulin sensitivity by a combination of transcriptome and metabolomics analysis. Based on our own and other data, different RCS, including 4‐HNE, MDA, ACR and acetaldehyde have distinct effects in vivo and in the context of diabetes.^[^ ^14^, ^15^, ^17^, ^50^, ^51^, ^52^, ^53^ ^]^ With the addition of the recently discovered tt‐DDE as a new RCS that influences glucose homeostasis, we further expand our comprehension of how a specific RCS profile can result in altered glucose regulation, the onset of diabetes, and related organ complications.^[^ ^14^, ^15^, ^17^ ^]^

Moreover, tt‐DDE has been attributed with a pivotal role in cardiovascular diseases such as endothelial dysfunction, atherosclerosis, and hypertension, with dysregulation of eNOS being a key feature.^[^ ^30^, ^31^ ^]^ The reduction of eNOS also was referred as one of the major cause of vascular complications and induced by insulin resistance in diabetes.^[^ ^54^, ^55^ ^]^ Our data revealed that *nos2b*, an eNOS homolog, was also decreased by tt‐DDE exposure, indicating a modification to the downstream insulin signaling pathway. Furthermore, tt‐DDE, recognized as a reactive Michael acceptor, can modify proteins and DNAs such as cytochrome c, apo‐SOD1, and dGuo.^[^ ^56^, ^57^, ^58^, ^59^, ^60^, ^61^, ^62^, ^63^ ^]^ This modification process can lead to DNA damage, oxidative stress, and mitochondrial dysfunction, ultimately resulting in disordered energy metabolism. In contrast, docking analyses performed in our study suggests a high probability that tt‐DDE forms a stable bond with the insulin receptor via three hydrogen bonds, offering a different perspective of direct receptor modification by tt‐DDE. However, this does not rule out the potential of a Michael adduct between tt‐DDE and the insulin receptor. A comprehensive understanding of these mechanisms and the enhancement of future research into protein or DNA modifications, both in vivo and in vitro, necessitates the development of a tt‐DDE probe.

Human exposure to tt‐DDE is influenced by various factors including cooking methods, types of cooking oils, and food types.^[^ ^9^, ^26^ ^]^ Notably, tt‐DDE is predominantly found in plant‐derived oils, and it significantly contributes to the aroma of fried foods.^[^ ^26^ ^]^ For instance, heated sunflower oil was found to exhibit the highest tt‐DDE concentration, ranging between 29–129 µg/g. Furthermore, during the frying process, the atmospheric tt‐DDE concentrations fluctuated from 210–890 µg m^−^^3^ for potato chips and 476–698 µg m^−^^3^ for pork.^[^ ^27^, ^64^, ^65^, ^66^ ^]^ These findings suggested that human exposure to tt‐DDE was through both ingestion and inhalation, an exposure pattern that our zebrafish model mirrored. However, the absence of evidence for tt‐DDE measurement in cells or tissues currently posed a significant challenge in obtaining real human exposure data for a comprehensive comparison with our zebrafish model. In response to this limitation, we have developed a method to measure tt‐DDE exposure in tissues, revealing a quantifiable correlation between tt‐DDE exposure and insulin resistance. This approach offers a firm foundation for future investigations. Moreover, considering the documented harm caused by tt‐DDE to workers in specific occupations and the lack of clear legal guidelines regulating tt‐DDE concentrations in cooking oil fumes, our study serves as compelling evidence advocating for the establishment of tt‐DDE regulations and the monitoring of occupational exposure.

Lastly, the potentially harmful effects of a high intake of n‐6 fatty acids on diabetic patients remains a contentious issue.^[^ ^67^, ^68^, ^69^, ^70^ ^]^ In the United States, a dramatic 1000‐fold increase in vegetable oil consumption, predominantly rich in n‐6 fatty acids, coincides with a 12‐fold and 3‐fold rise in the prevalence of diagnosed diabetes and obesity, underscoring the critical need to understand the specific effects of n‐6 fatty acids on these conditions.^[^ ^71^, ^72^, ^73^ ^]^ Results from pooled analysis showed that the intake of linoleic acid was associated with a lower risk of T2D in a dose‐dependent manner.^[^ ^74^, ^75^ ^]^ However, another meta‐analysis posited that n‐6 PUFAs might act more as markers of hyperinsulinemia and obesity inducer than as protective factors for T2D.^[^ ^76^, ^77^ ^]^ The most extensive systematic review to date reported inconclusive effects of n‐6 fatty acids on the incidence of diabetes, due to the low quality of the evidence available.^[^ ^67^ ^]^ Our research sheds new light on the potential adverse effects of n‐6 fatty acid supplementation and its correlation with T2D, underscoring the necessity for careful consideration when implementing nutritional supplementation strategies. Considering polymorphism in aldehyde dehydrogenase gene superfamily,^[^ ^78^ ^]^ tt‐DDE might act as a significant inducer for specific populations, suggesting an individualized approach to n‐6 intake and T2D prevention strategy.

In conclusion, the zebrafish model has been shown to be useful to provide a previously unexpected explanation for the microvascular disorders seen in patients with prediabetes. Our data point to an important role of Aldh9a1b for controlling n‐6‐derived reactive RCS, especially tt‐DDE, which will if not sufficiently detoxified, trigger a cascade from insulin resistance, increased gluconeogenesis and altered fatty acid metabolism, consequently leading to microvascular disease.

## 4 Experimental Section

### Study Approval

All experimental procedures on animals were approved by the local government authority Regierungsprasidium–Karlsruhe and by Medical Faculty Mannheim (license no: G‐98/15 and I‐19/02) and carried out in accordance with the approved guidelines.

### Zebrafish Husbandry

The zebrafish line *Tg(fli1: EGFP)* was used and raised as described under a standard husbandry environment.^[^ ^79^, ^80^ ^]^ Embryos and larvae until 5dpf was held and raised in egg water at 28.5 °C with or without 0.003% 1‐phenyl‐2‐thiourea (PTU) (Sigma) to suppress pigmentation. Larvae older than 5dpf and adult fish were kept under a 13 h light/11 h dark cycle and were fed twice a day, freshly hatched Artemia Salina in the morning and fish flake food in the afternoon.

### Mutant Generation

The *aldh9a1b* knockout CRISPR zebrafish line was established as previously described.^[^ ^15^ ^]^ Briefly, guide RNA (gRNA) to target *aldh9a1b* exon 6 were designed with ZiFiT Targeter 4.2 and cloned into a T7‐driven promoter expression vector (pT7‐gRNA; Addgene). The pT3TSnCas9n vector (Addgene) was used to transcript in vitro and synthesize Cas9 mRNA after linearizing with xbal (Biolab).^[^ ^81^ ^]^ The T7 mMessage mMachine Kit (Invitrogen) and T3 MEGAshortscript (Invitrogen) were used to get gRNA and Cas9 mRNA respectively according to the suggestions of the manufacturer. At one‐cell stage, one nanoliter of 0.1 m KCl solution mixed with the gRNA (200 pg nL^−1^) and Cas9 mRNA (200 pg nL^−1^) was injected into the single‐cell stadium of an embryo. Generated F0 fish were analyzed for germline transmission and crossed with *Tg(fli1: EGFP)*. Sanger sequencing and gel electrophoretic separation of PCR products were used for genotyping. The genome and amino acid sequence were analyzed with benchling (benchiling.com).^[^ ^82^ ^]^

### Reverse‐Transcription Quantitative Polymerase Chain Reaction Analysis (RT‐qPCR)

Twenty larvae at 5dpf or one organ per adult fish were collected as one sample. Total RNA was extracted with the RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. 1 µg RNA was used to synthesize cDNA with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific), following the manufacturer's protocol. Primers were designed with NCBI primer blast and listed in Table S1 (Supporting Information). RT‐qPCR was done with Power SYBR Green PCR Master Mix Kit (Thermo Fisher Scientific) in 96 or 384 reaction plates and run by QuantStudio 3 or QuantStudio 5 Real‐Time PCR System (Thermo Fisher Scientific).

### Microscopy and Analysis of Vascular Alterations in Larvae and Adults

For imaging of zebrafish trunk vasculature in vivo, *aldh9a1b* larvae were incubated with PTU from day 1. At 4 dpf, larvae were anesthetized in 0.0003% tricaine and put in 96 well plates, one larva in one well. Images were acquired by a confocal microscope (DM6000 B) with a Leica TCS SP5 DS scanner, set 1024 × 1024 pixels, 0.8 µm Z‐steps and 20 × 0.7 objective. Ten pairs of trunk vasculature were observed followed by the first 5 ISVs. Small newly developed vessels were referred to as “hyperbranched”, while malformed vessels (wrong direction, without connection, too thin or too thick) were regarded as abnormal ISVs

For imaging of zebrafish hyaloid vasculature in vivo, *aldh9a1b* larvae were put in 0.003% tricaine and fixed in 4% PFA overnight at 5dpf. Fixed larvae were washed for 10 min three times with double distilled water (ddH_2_O) and incubated in 0.3% Trypsin/EDTA solution (Gibco) buffered with TRIS HCl (1.5 m, pH 7.8) for 90 min at 37 °C. After being washed three times, larvae were dissected to get hyaloid and put in PBS for visualization.^[^ ^83^ ^]^ The confocal microscope was described above with a setting of 1024 × 1024 pixels, 0.6 µm Z‐steps, and 20 × 3 objectives.

For imaging of zebrafish retina vasculature in vivo, the method and analysis were described as a previous study.^[^ ^84^ ^]^ Briefly, PFA‐fixed heads from adult zebrafish were put on an agarose platform covered with cold 1x PBS. The retina was detached from the eyes and washed three times. Afterward, it was transferred to a slide, immersed in mounting media, and covered with a cover slide. The confocal microscope was described above with a setting of 1024 × 1024 pixels, 1.5 µm Z‐steps, and 20 × 1 objective. GIMP and ImageJ were used to quantify the sprouts and branches in squares of 350 × 350 µm^2^.

### Analysis of Kidney Morphology

For Periodic acid–Schiff (PAS) staining, kidneys were detached from adult zebrafish and fixed in 4% PFA. Fixed kidneys were embedded in paraffin and cut into 4 µm thick sections with a Leica RM2235 microtome and placed on a slide. After deparaffinization, sections were immersed in 1% periodic acid for 10 min, washed by ddh_2_O three times, and put in Schiff's reagent for 20 min, then in SO_2_ water for 2 min three times. Afterward, sections were washed with running tap water and stained in hematoxylin solution. Stained sections were dehydrated with ethanol solutions and mounted with a mounting medium. Brightfield imaging was pictured with a scanner (Zeiss Axio Scan.Z1). Analysis of glomerular structure was performed as recently described.^[^ ^38^ ^]^

For the electronic microscopic measurement of GBM, imaging, and analysis of GBM were done in cooperation with the Institute of Pathology IPH at Heidelberg University Hospital. Briefly, kidneys were detached from adult zebrafish and fixed in 3% glutaraldehyde in cacodylate (0.1 m, pH 7.4), cut into 1 mm^3^ pieces, washed in buffer, and then post‐fixed in 1% aqueous osmium tetroxide for 1 h. Then, they were rinsed in water, dehydrated with ethanol solutions, transferred into propylene oxide, and embedded in epoxy resin (glycidether 100). Semithin (1 µm) and ultrathin sections (60–80 nm) were cut with an ultramicrotome (Reichert Ultracut E). Subsequently, semithin sections were stained with methylene blue and imaged by a light microscope (Olympus). Ultrathin sections were stained with uranyl acetate and lead citrate and imaged by a transmission electron microscope (JEM 1400), with a 2k TVIPS CCD camera (TemCam F216) at × 3000–× 10 000 magnification.

### Enzyme Activity Assay

At 5dpf, 120 larvae were anesthetized with 0.003% tricaine and immediately frozen in liquid nitrogen as a sample. The concentrations of RCS for the measurement of maximal activity (Vmax) for ALDH were determined from Michalis‐mention kinetics, as previously described.^[^ ^85^ ^]^ The concentration for each of the RCS used in this study were as follows: 5 mm AA 10 mm ABAL, 10 mm BAL, 2 mm MG,^[^ ^15^, ^86^ ^]^ 10 mm MDA, 4 mm 4HNE,^[^ ^15^ ^]^ 10 mm (2E)−2‐Hexadecenal and 10 mm tt‐DDE.

### Molecular Docking Analysis

To analyze the binding affinities and modes of interaction between tt‐DDE and insulin receptors, Autodock Vina v.1.1.2, a computational tool, was used for protein‐ligand docking.^[^ ^87^, ^88^ ^]^ The molecular structure of tt‐DDE and linsitinib was obtained from the PubChem Compound database (https://pubchem.ncbi.nlm.nih.gov/). 3D coordinates of the insulin receptor (with PDB ID, 1irk and resolution, 2.1 Å) were sourced from the Protein Data Bank (http://www.rcsb.org/pdb/home/home.do).

### tt‐DDE and Downstream Metabolite Determination via High‐Pressure Liquid‐Chromatography Mass Spectrometry (HPLC/MS)

Zebrafish larvae (40 pooled larvae/sample; ≈15 mg), liver and muscle samples were extracted for target quantification the following way: 20 × the volume of ice‐cold Methanol/H_2_O (80/20; v/v) containing 0.1% formic acid and 10 µm of 4‐hydroxy Nonenal‐d3 as internal standard was added to grounded samples. Samples were shortly vortexed, sonicated for 30 s on ice (2–5 ×) and incubated on ice for 10 min. After centrifugation at 14 000 rpm for 10 min at 4 °C, the supernatant was transferred to a new tube. The methanol part was evaporated with N_2_‐gas, the remaining water part was shock‐frozen in liquid nitrogen and freeze‐dried to complete dryness. Dried samples were reconstituted in 30 µl of H_2_O containing 0.1% formic acid, centrifuged as above, transferred to MS‐vials and ready to be analyzed.

For target identification and relative quantification, 15 µl per sample were injected into an Infinity II Bio liquid chromatography system coupled to a 6495 C triple quadrupole mass spectrometer (Agilent Technologies). Metabolites were separated on an Atlantis T3 column (2.1 × 150 mm, 3 µm; Waters) by using the solvent system and gradient as described previously.^[^ ^40^ ^]^ The gas temperature of the mass spectrometer was set to 290 °C and the gas flow to 20 L mi^−1^n. The nebulizer was set to 45 psi. The sheath gas flow was set to 11 L mi^−1^n, with a temperature of 400 °C. The capillary voltage was set to 5000 V with a nozzle voltage of 500 V (both positive mode). The MS analysis was performed in positive ionization mode. Samples were not only screened for tt‐DDE itself, but also for its downstream metabolites 2,4‐decadienoic acid, for the two conjugation products of tt‐DDE‐cysteine and tt‐DDE‐glutathione, and for the two conjugation alcohols of Cys‐conjugated 2,4‐decen‐1‐ol and GSH‐conjugated 2,4‐decen‐1‐ol. All metabolites were screened by their mass‐to‐charge ratio, retention time and fragmentation pattern (five fragments each, Figure S4A, Supporting Information). tt‐DDE was CE‐optimized by using an authentic standard. Cys‐conjugated 2,4‐decen‐1‐ol was identified as described previously.^[^ ^40^ ^]^ The fragmentation pattern of the remaining metabolites was developed according to mentioned paper and CE‐optimized by test injections with sample material.

### Pharmacological Treatment of Zebrafish Embryos/Larvae

Fertilized eggs were transferred into 6‐well plate, 30 eggs in a well with 5 mL egg water. At 24 hpf, embryos’ chorion was removed with tweezers and then immersed in different substrates and rescue medicines. For substrates treatment and rescue experiment, 0–20 µmol tt‐DDE (W313505, Sigma‐Aldrich), 0–200 µmol ABAL (A44150, Sigma‐Aldrich), 0–400 µmol BAL (B3650, Sigma‐Aldrich), and 10 mmol L‐Carnosine (C9625; Sigma‐Aldrich) were dissolved in egg water. Medium was refreshed daily.

### RNA‐seq Analysis

Total RNA was isolated from *aldh9a1b^+/+^, aldh9a1b^−/−^*, and *aldh9a1b^+/+^* with 8 µmol tt‐DDE treatment larvae at 5dpf. Library construction and sequencing were performed with BGISEQ‐500 (Beijing Genomic Institution, www.bgi.com, BGI). Gene expression analysis was conducted by the Core Lab for microarray analysis, Center for Medical Research (ZMF). Sequencing analyses were performed as described previously.^[^ ^15^ ^]^ The RNA‐Seq datasets produced in this study are available at GEO (Gene Expression Omnibus, NIH) under the accession number: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE223340)

### Western Blot Analysis

For western blot analysis, 20 larvae/one adult organ were taken and incubated for 10 min with 2 mm Natrium‐Vanadate (2 mm) in 1 × PBS on ice to inhibit phosphatases. Then fish were homogenized and lysed in NP40 lysis buffer (150 mmol L^−1^ NaCl, 50 mmol L^−1^ Tris‐HCl, pH 7.4, 1% NP40, 10 mmol L^−1^ EDTA, 10% glycerol, and protease inhibitors) on ice for 30 min on a shaker. The lysate was diluted with 5× Laemmli buffer and boiled at 95 °C for 5 min. SDS‐PAGE was used for electrophoresis and 0.2 µm supported nitrocellulose membrane (Amersham) was used for transblotting. The membranes were blocked with 5% BSA solution and incubated with primary antibodies 1:1000 (anti‐Actin, Santa Cruz Biotechnology, sc‐47778; AKT, CST, 9272S; P‐AKT, CST, 4060P), followed by secondary HRP‐conjugated antibodies 1:1000 (for β‐actin, rabbit anti mouse, DAKO, P0260; for P‐AKT and AKT, Goat anti‐Rabbit, Dako, P0448). Visualization by enhanced chemiluminescence (ECL) was were done by Western Lightning Plus ECL reagent (PerkinElmer) on a Vilber Fusion Solo S imaging system.

### Whole‐Body Glucose Determination in Zebrafish Larvae

20 larvae were collected as one sample at 5dpf and snap‐frozen in liquid nitrogen. Samples were homogenized in assay buffer with a 20 G syringe. A glucose assay kit (MAK263, Sigma‐Aldrich) was used to determine the glucose level according to the manufacturer's instructions. The fluorometric intensity was detected by a plate reader (Tecan Infinite M200).

### Blood Glucose Measurement

Adult Zebrafish were transferred to single boxes and fasted overnight. For fasting glucose measurement, fish were directly euthanized in ice water for 2 min. Blood was collected from caudal vessels and blood glucose was measured with a glucometer (Freestyle Abbott).^[^ ^89^ ^]^ For 2‐hour postprandial glucose measurement, fish were fed with 0.5 g flake food and changed water after 1 h. Then, the blood was extracted and measured as described above.

### Metabolomic Analysis

100 zebrafish larvae and one organ per fish were collected as a sample. Detection was performed in cooperation with the Metabolomics Core Technology Platform (MCTP) of the Center for Organismal Studies (COS) of Heidelberg University via gas chromatography‐mass spectrometry (GC/MS).^[^ ^90^ ^]^ Then, generated data was preprocessed with ChromaTof v5.50 software (LECO Corporation, Michigan) by converting signal peak area to signal intensity per sample amount. GC/MS data was adjusted to Ribitol, while fatty acids were normalized to C17:0. Quality control was evaluated by PLS‐DA and correlation map using R software. Differential metabolites were screened by fold change analysis with a threshold of 1.5. Advanced analysis related to function or pathway was done based on the KEGG database by MetaboAnalyst 5.0 according to the suggested protocol.^[^ ^91^ ^]^

### Statistical Analysis

All the data in this study were repeated with more than three independent biological replicates and presented with mean with standard deviation. Unpaired Student's *t* test was used for the comparison of two groups. One‐way and two‐way ANOVA was applied to multiple groups with one or two variables. The Chi square test was used for the analysis of the survival rate. Statistical analysis was performed by GraphPad Prism 8. Significance was defined as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.Q. designed this study, performed experiments, analyzed data, and wrote the manuscript. K.B. and D.P.W. maintained the zebrafish line and performed experiments. B.L. generated *aldh9a1b* knockout zebrafish. Y.M. analyzed RNA‐seq data. M.B. and G.P. performed metabolome studies analyzed data and gave technological advice. J.M. and T.F. implemented and performed biochemical experiments. S.K. and I.F. established the protocol, conducted the determination of tt‐DDE, and provided conceptual advice. C.S. performed metabolomics analysis. I.H. performed histological analysis and electron microscopy of adult zebrafish kidneys. J.S. and P.P.N. provided conceptual support. J.K. conceived and designed this study and wrote the manuscript. J.K. was the guarantor of this work, had full access to all data of the study, and took responsibility for the integrity and the accuracy of the data and the data analysis.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Impaired Detoxification of Trans, Trans‐2,4‐Decadienal, an Oxidation Product from Omega‐6 Fatty Acids, Alters Insulin Signaling, Gluconeogenesis and Promotes Microvascular Disease
**Source:** Adv Sci (Weinh). 2023 Dec 7;11(4):2302325. doi: 10.1002/advs.202302325
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202302325

Impaired Detoxification of Trans, Trans-2,4-Decadienal, an Oxidation Product from Omega-6 Fatty Acids, Alters Insulin Signaling, Gluconeogenesis and Promotes Microvascular Disease

*Xin Qian, Stephan Klatt, Katrin Bennewitz, David Philipp Wohlfart, Bowen Lou, Ye Meng, Michael Buettner, Gernot Poschet, Jakob Morgenstern, Thomas Fleming, Carsten Sticht, Ingrid Hausser, Ingrid Fleming, Julia Szendroedi, Peter Paul Nawroth and Jens Kroll\**

# **Impaired detoxification of trans, trans-2,4-decadienal, an oxidation product from omega-6 fatty acids, alters insulin signaling, gluconeogenesis and promotes microvascular disease**

Xin Qian<sup>1</sup>, Stephan Klatt<sup>2,3</sup>, Katrin Bennewitz<sup>1</sup>, David Philipp Wohlfart<sup>1</sup>, Bowen Lou<sup>1,a</sup>, Ye Meng<sup>4</sup>, Michael Buettner<sup>5</sup>, Gernot Poschet<sup>5</sup>, Jakob Morgenstern<sup>6</sup>, Thomas Fleming<sup>6</sup>, Carsten Sticht<sup>7</sup>, Ingrid Hausser<sup>8</sup>, Ingrid Fleming<sup>2,3</sup>, Julia Szendroedi<sup>6</sup>, Peter Paul Nawroth<sup>6</sup>, Jens Kroll<sup>1\*</sup>

Prof. Dr. Jens Kroll

European Center for Angioscience (ECAS) Dept. of Vascular Biology

---

CLUSTAL O(1.2.4) multiple sequence alignment

**B** *aldh9a1b* mRNA expression

 21,8% *aldh9a1b*<sup>+/+</sup>  
 59,8% *aldh9a1b*<sup>+/-</sup>  
 18,4% *aldh9a1b*<sup>-/-</sup>

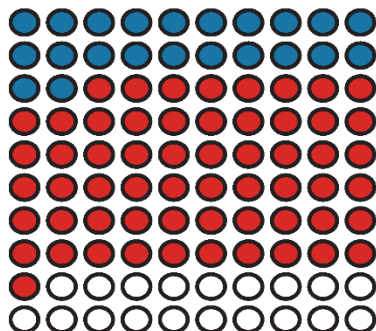

**Figure.S1 Generation and validation of *aldh9a1b*<sup>-/-</sup> zebrafish using CRISPR-Cas9 technology** (A) Amino acid alignment of *aldh9a1* showed high similarity, same active site (red frame) and NAD binding site (blue frame) between zebrafish, human and mouse. (B) *aldh9a1b* mRNA expression were not changed by indicated developmental stages, n=6. (C) *aldh9a1b* mRNA expression was significantly decreased in *aldh9a1b*<sup>-/-</sup> larvae, n=5 and n=7. (D) Representative images of *aldh9a1b*<sup>+/+</sup> and *aldh9a1b*<sup>-/-</sup> 12 months old zebrafish showed normal morphology. (E) Zebrafish number among different genotypes was in line with the Mendelian Inheritance in the first generation of F2: *aldh9a1b*<sup>+/+</sup>=52, *aldh9a1b*<sup>+/-</sup>=143, *aldh9a1b*<sup>-/-</sup>=44. mRNA Expression was quantified by RT-qPCR and normalized to b2m. Each datapoint in this figure represented 20 larvae. The bars indicate mean±SD values. Statistical analysis was performed by Student's t-test, one-way ANOVA and chi-square test, ns, not significant; \*p < 0.05.

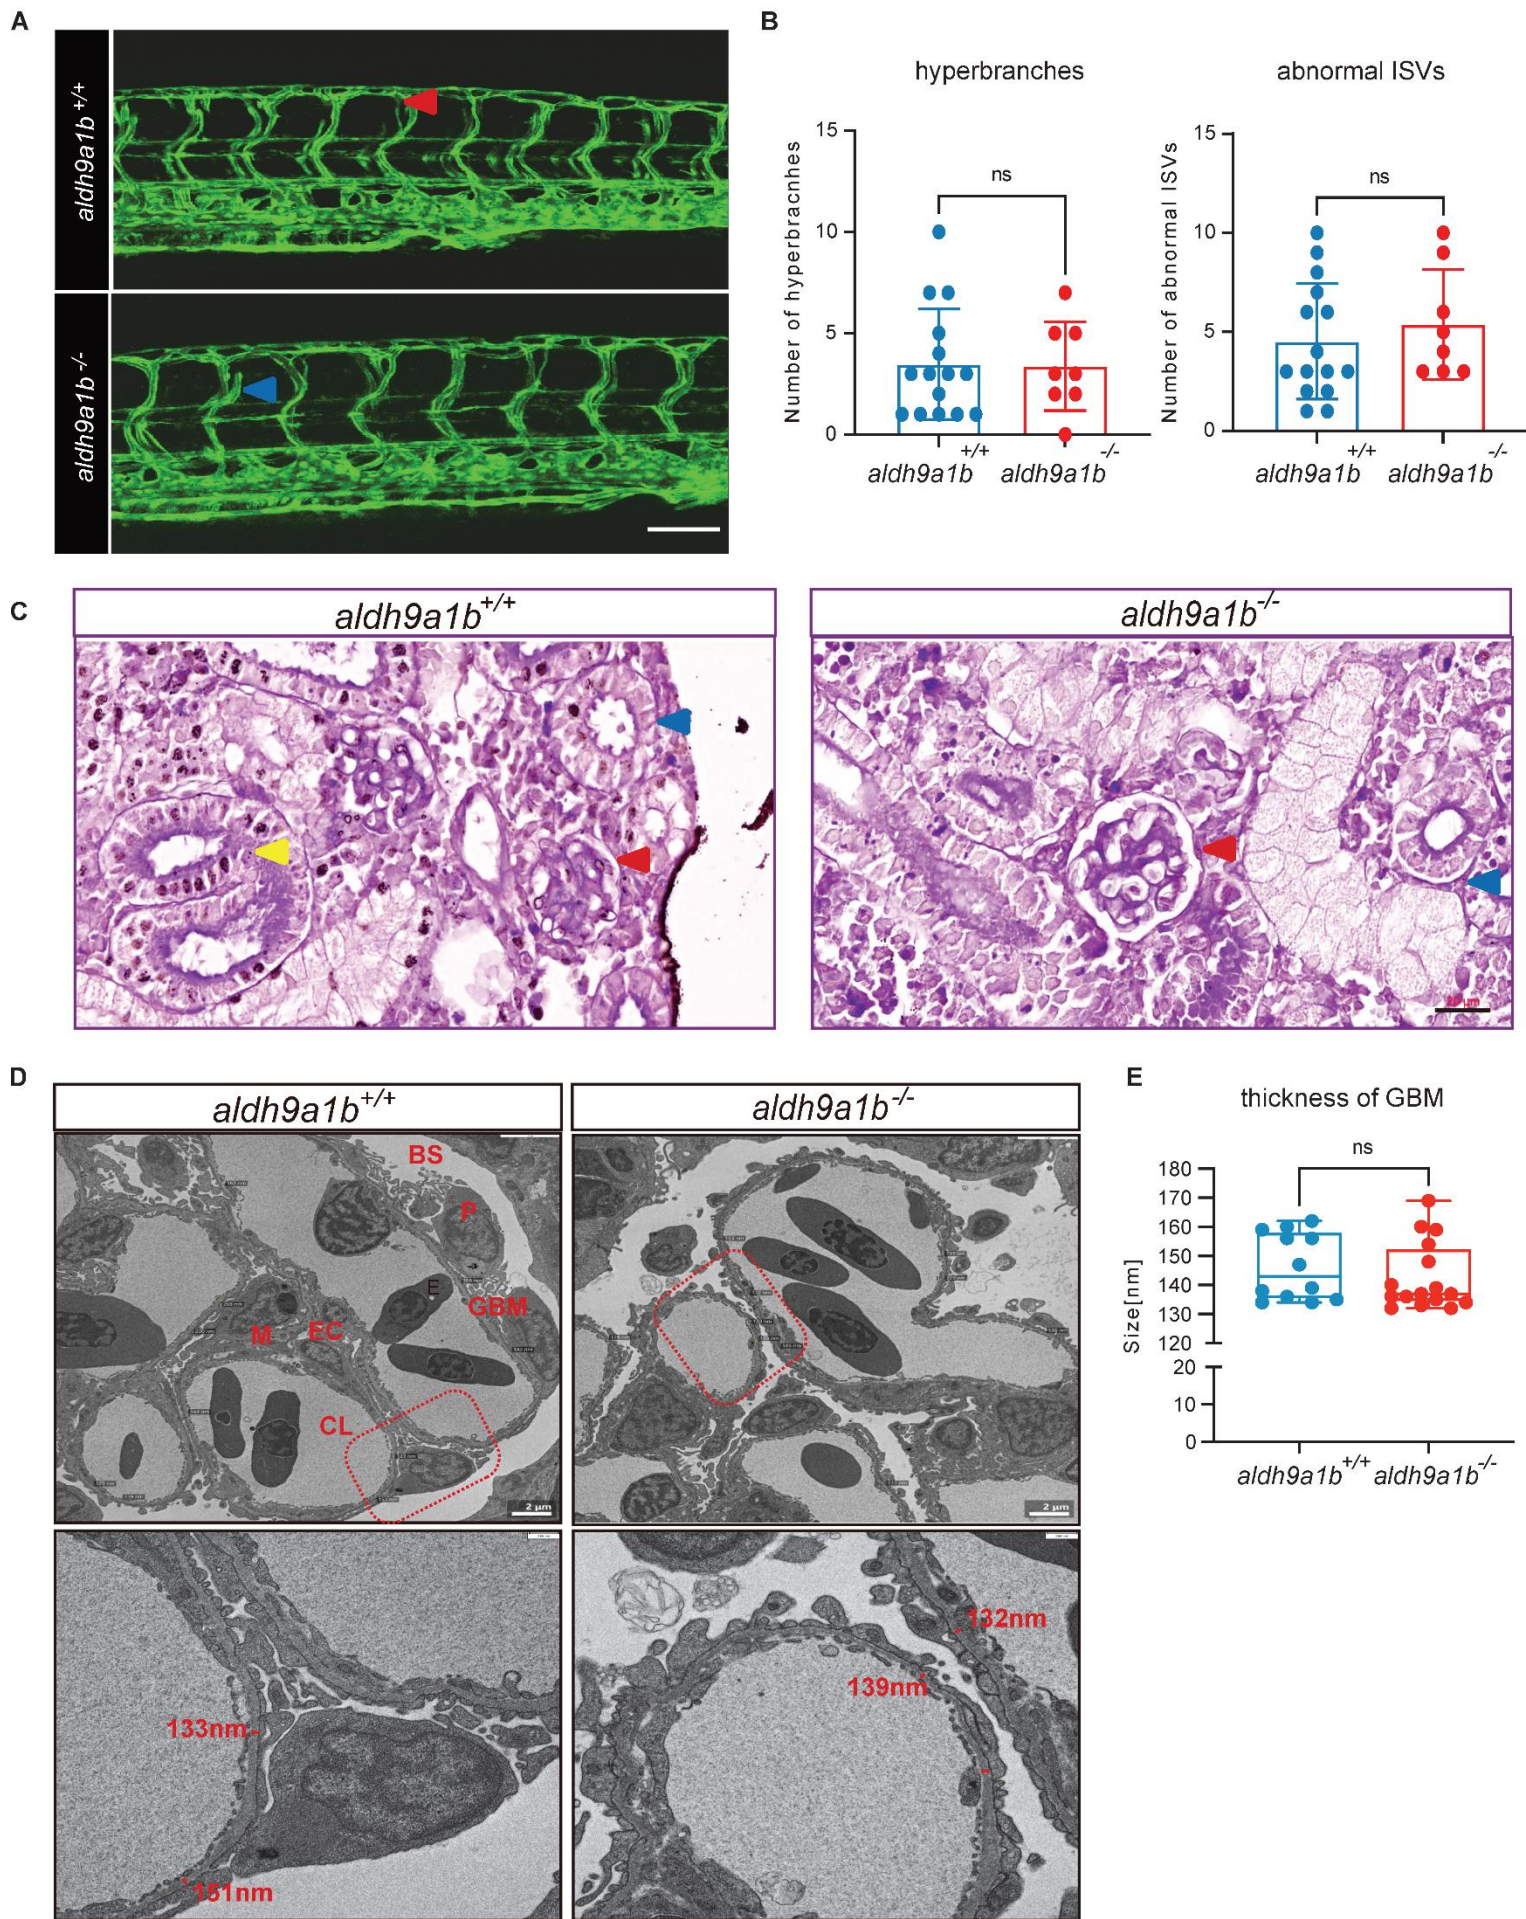

**Figure.S2 Unaltered trunk vasculature and kidney morphology in *aldh9a1b*<sup>-/-</sup> zebrafish** (A) Representative confocal images of trunk vasculature in *aldh9a1b*<sup>+/+</sup> and *aldh9a1b*<sup>-/-</sup> larvae at 4dpf. Red arrow, hyperbranches; blue arrow, abnormal

ISVs. White scale bar=100μm. (B) Quantification of hyperbranches and abnormal ISVs showed unchanged trunk vasculature between *aldh9a1b*<sup>+/+</sup> and *aldh9a1b*<sup>-/-</sup> larvae at 4dpf. Each datapoint represented one larva, n=15 and n=8. (C) Representative Periodic acid–Schiff (PAS) staining showed normal gross structure of *aldh9a1b*<sup>+/+</sup> and *aldh9a1b*<sup>-/-</sup> kidneys. Yellow arrow, PAS-positive hyaline droplets; blue arrow, renal tubule; red arrow, glomeruli. Black scale bar, 20μm. (D) Representative electron micrographs of glomeruli of *aldh9a1b*<sup>-/-</sup> and *aldh9a1b*<sup>+/+</sup> zebrafish. Scale bar, 2μm and 500nm. (E) *aldh9a1b*<sup>-/-</sup> glomeruli displayed normal thickness of GBM compared to *aldh9a1b*<sup>+/+</sup>. The bars indicate mean±SD values. Statistical analysis was performed by Student’s t-test. ns, not significant. GBM, glomerular basement membrane; BS, bowman space; P, podocyte; M, mesangium; EC, endothelial cell; CL, capillary lumen; E, erythrocyte.

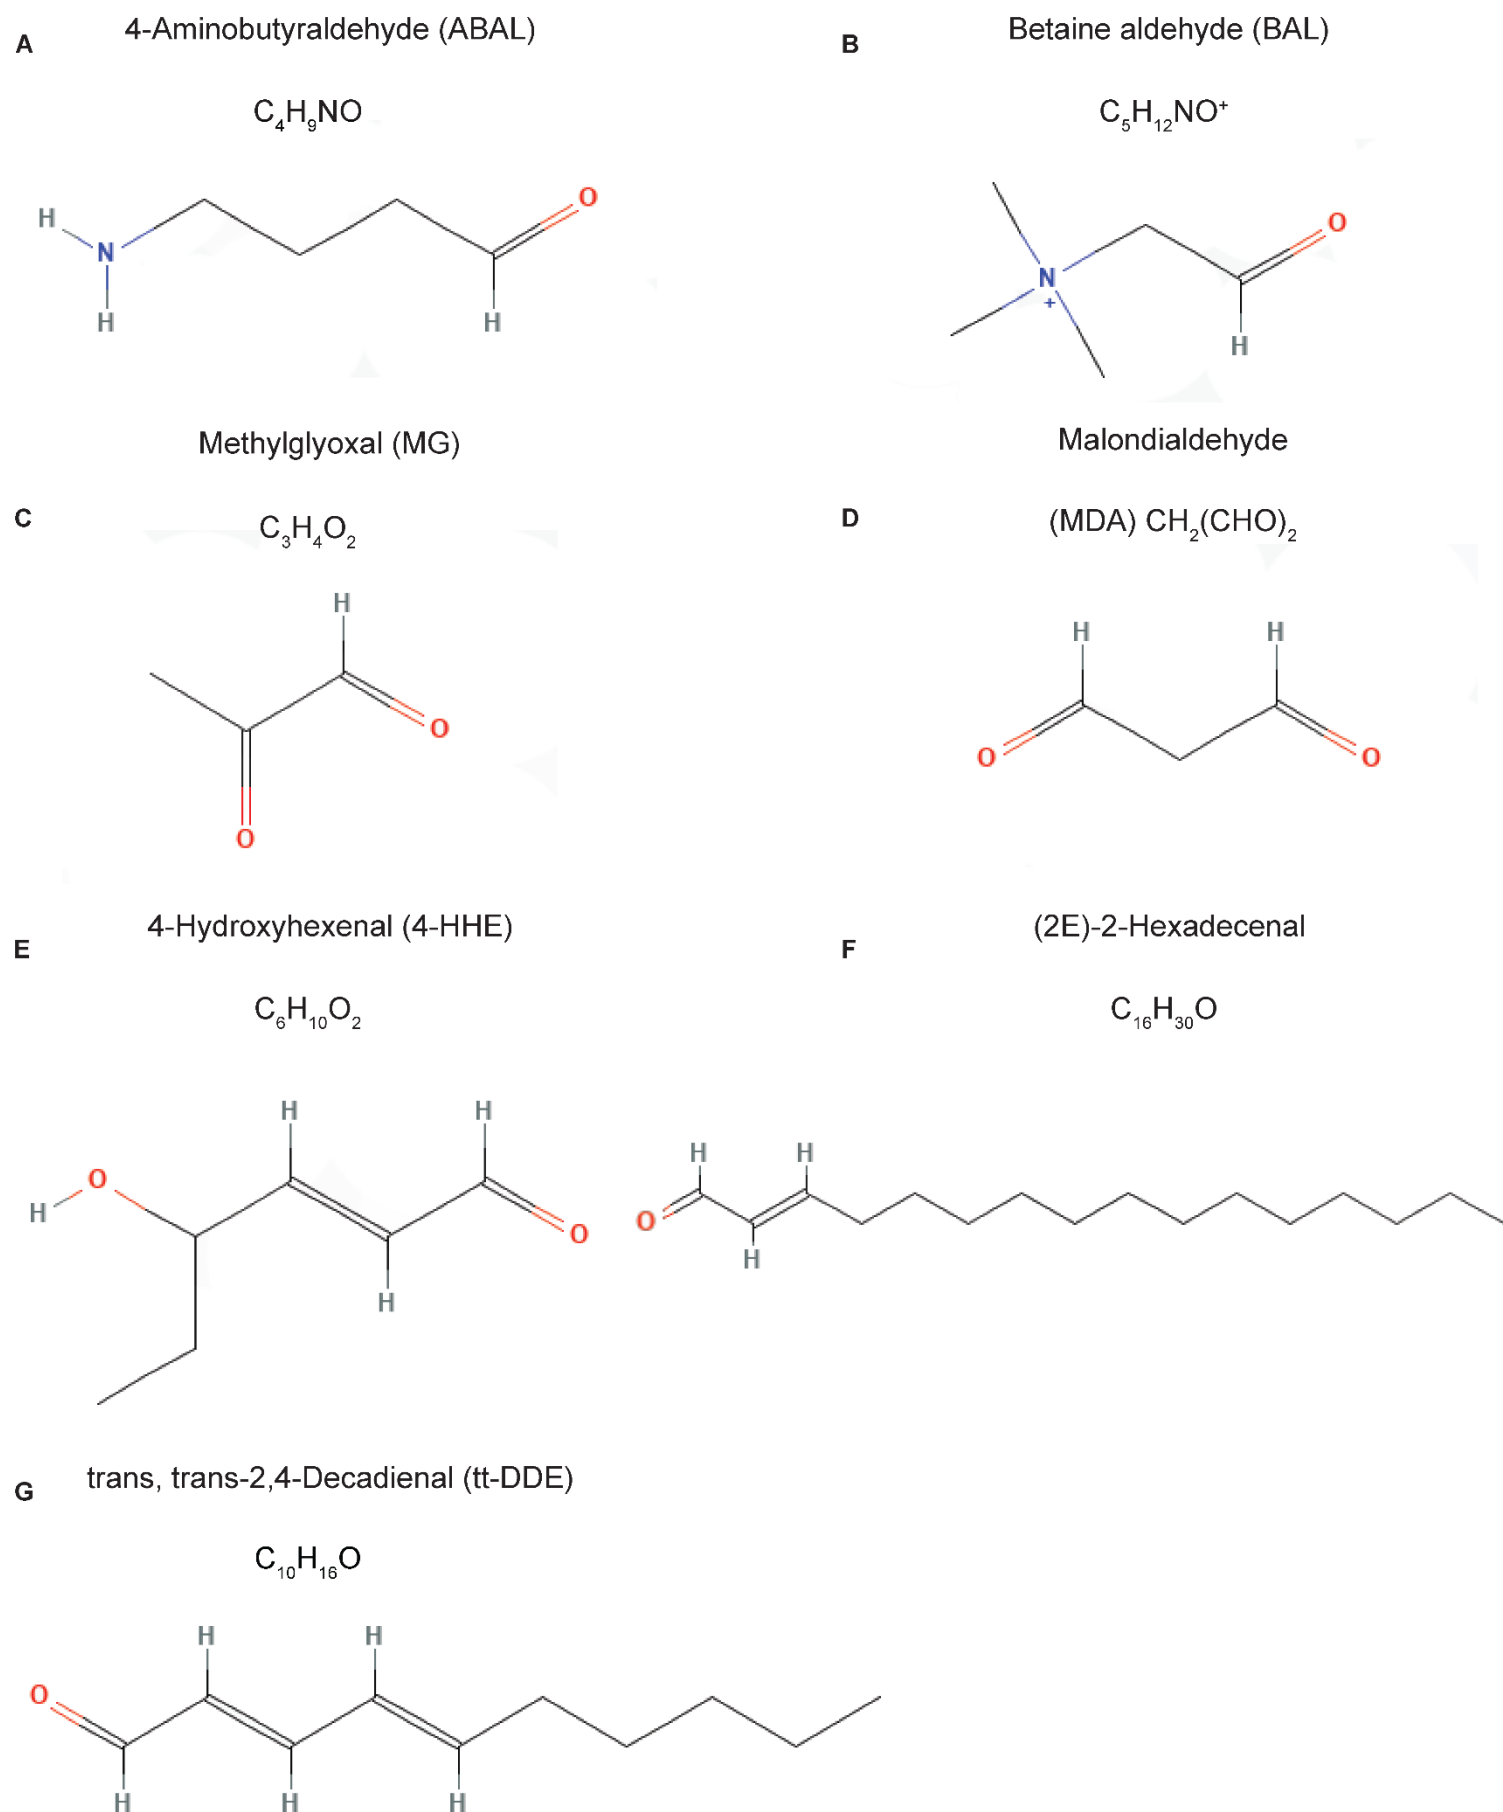

**Figure.S3 Illustration of structure of analyzed substrates for Aldh9a1b** (A) 4-Aminobutyraldehyde (ABAL) (B) Betaine aldehyde (BAL) (C) Methylglyoxal (MG) (D) Malondialdehyde (MDA) (E) 4-Hydroxyhexenal (4-HHE) (F) (2E)-2-Hexadecenal (G) trans, trans-2,4-Decadienal (tt-DDE)

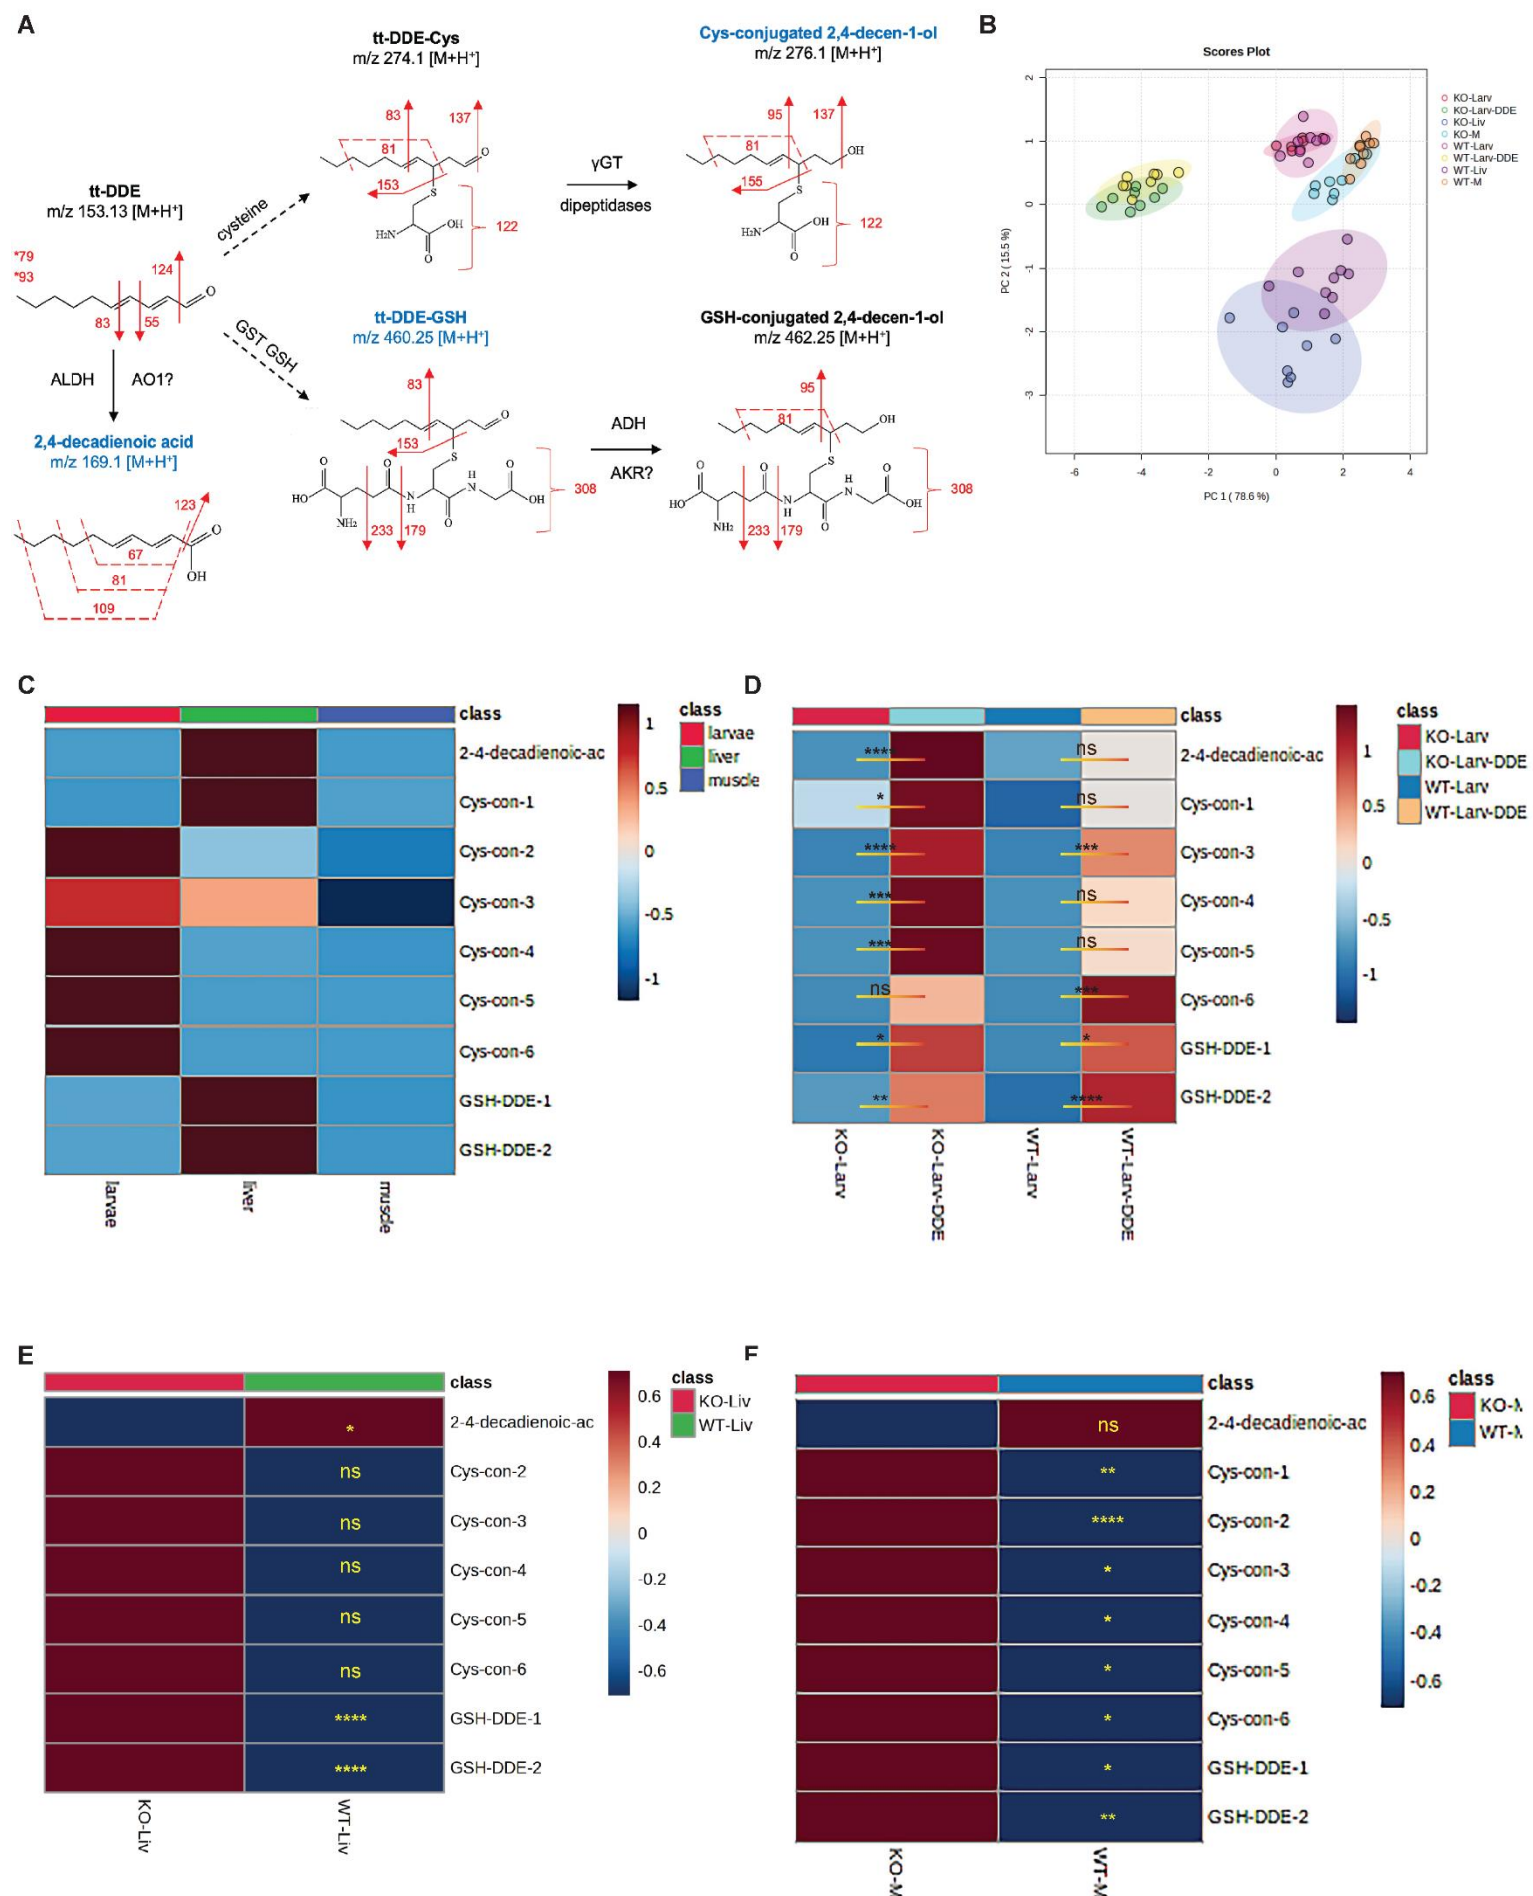

**Figure S4. tt-DDE metabolites were significantly changed induced by *aldh9a1b* knockout and tt-DDE treatment.** (A) The fragmentation pattern/selected fragments which were identified via HPLC/MS are shown (\*unknown fragment location). The fragmentation pattern of tt-DDE was CE-optimized on the 6495C QQQ with the use of an authentic standard. Three metabolites that can be detected were highlighted in blue. (B) PCA analysis was conducted to visualize the

differentiation among the analyzed groups. (C) A heatmap illustrates the abundance level of tt-DDE metabolites in different organs. Larvae exhibited higher levels of cyscon2-cyscon6, the liver was notably enriched in cys-con-1 and GSH-DDE, while muscle predominantly contained cys-con-2 and cys-con-3. Each group contains all the respective samples with n=17 in liver and muscles, and n=31 in the larvae group. (D-F) tt-DDE metabolites were significantly changed induced by *aldh9a1b* knockout and tt-DDE treatment. n=9 and 8 in liver and muscle, n=8 and n=7 in larvae. Statistical analysis was performed by Student's t-test and one-way ANOVA. ns=not significant, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. MS, Mass spectrometry; tt-DDE, trans, trans-2,4-decadialenal; CYS-con2, Cys-conjugated 2,4-decen-1-ol; WT, *aldh9a1b*<sup>+/+</sup>; KO, *aldh9a1b*<sup>-/-</sup>; Liv, liver; M, muscles.

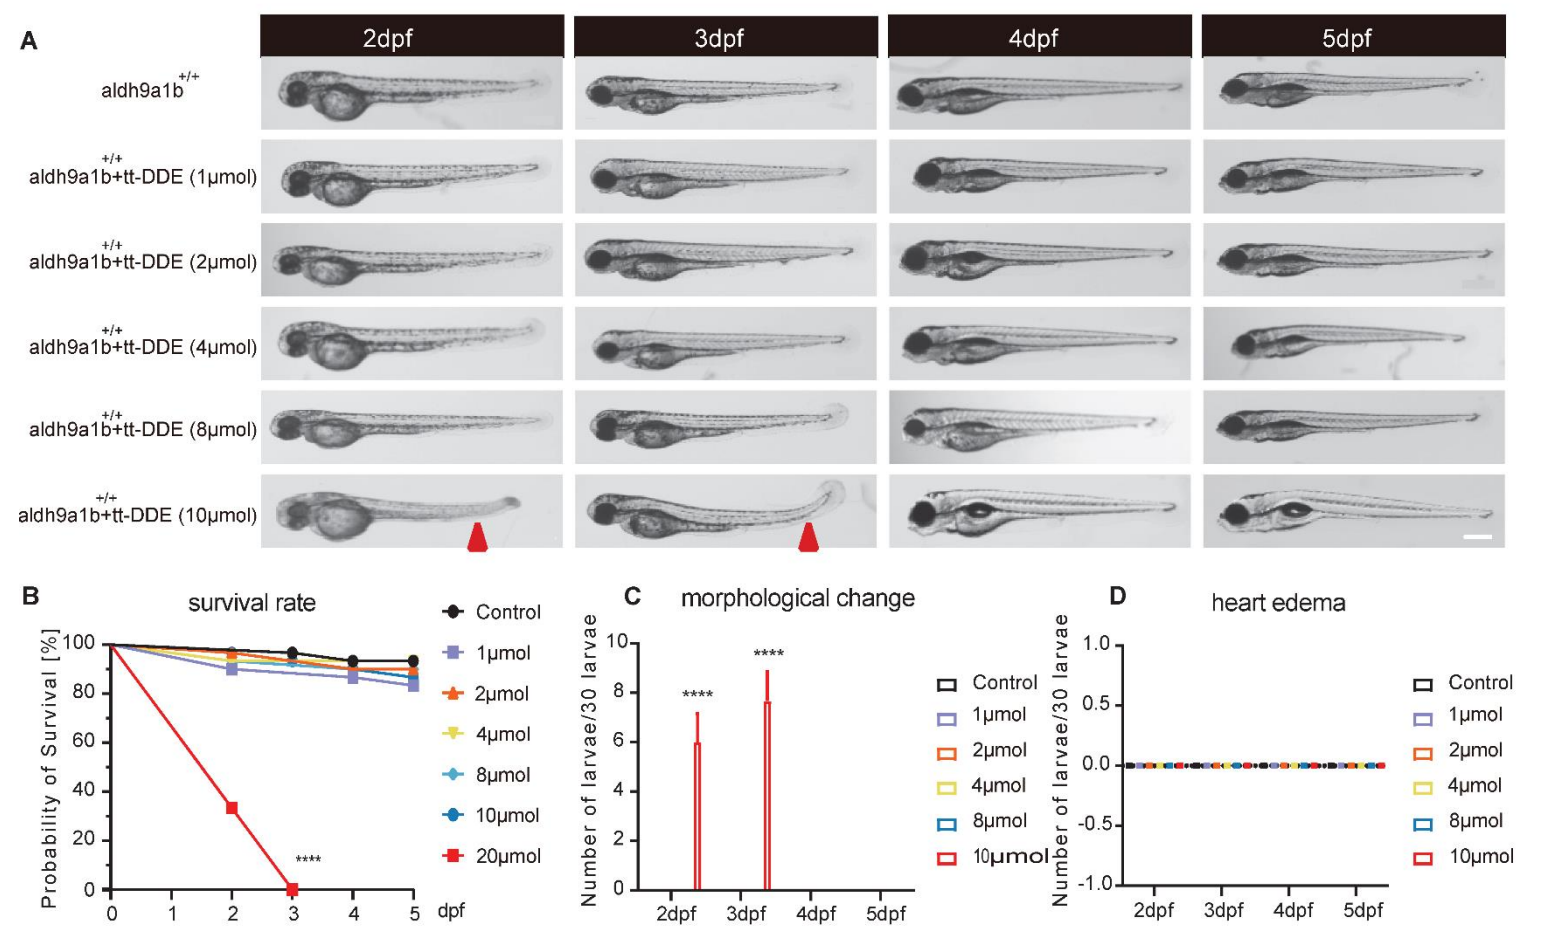

**Figure.S5 Morphological alterations in *aldh9a1b*<sup>+/+</sup> larvae treated with tt-DDE** (A) Representative microscopic images of zebrafish larvae between 2dpf and 5dpf with 0–10μmol tt-DDE treatment. White bar, 200μm. Red arrow, morphological change. (B) Quantification of survival rates showed lethality of 20μmol tt-DDE treated zebrafish larvae. (C) Quantification of morphological change showed significant alterations in the 2dpf and 3dpf larvae treated with 10μmol tt-DDE. (D) Quantification of heart edema showed normal heart development between different groups. The bars indicate mean±SEM values. Statistical analysis was performed by one-way ANOVA, two-way ANOVA and logrank test. ns = not significant, \*\*\*\*p < 0.0001. tt-DDE, trans, trans-2,4-decadialenal.

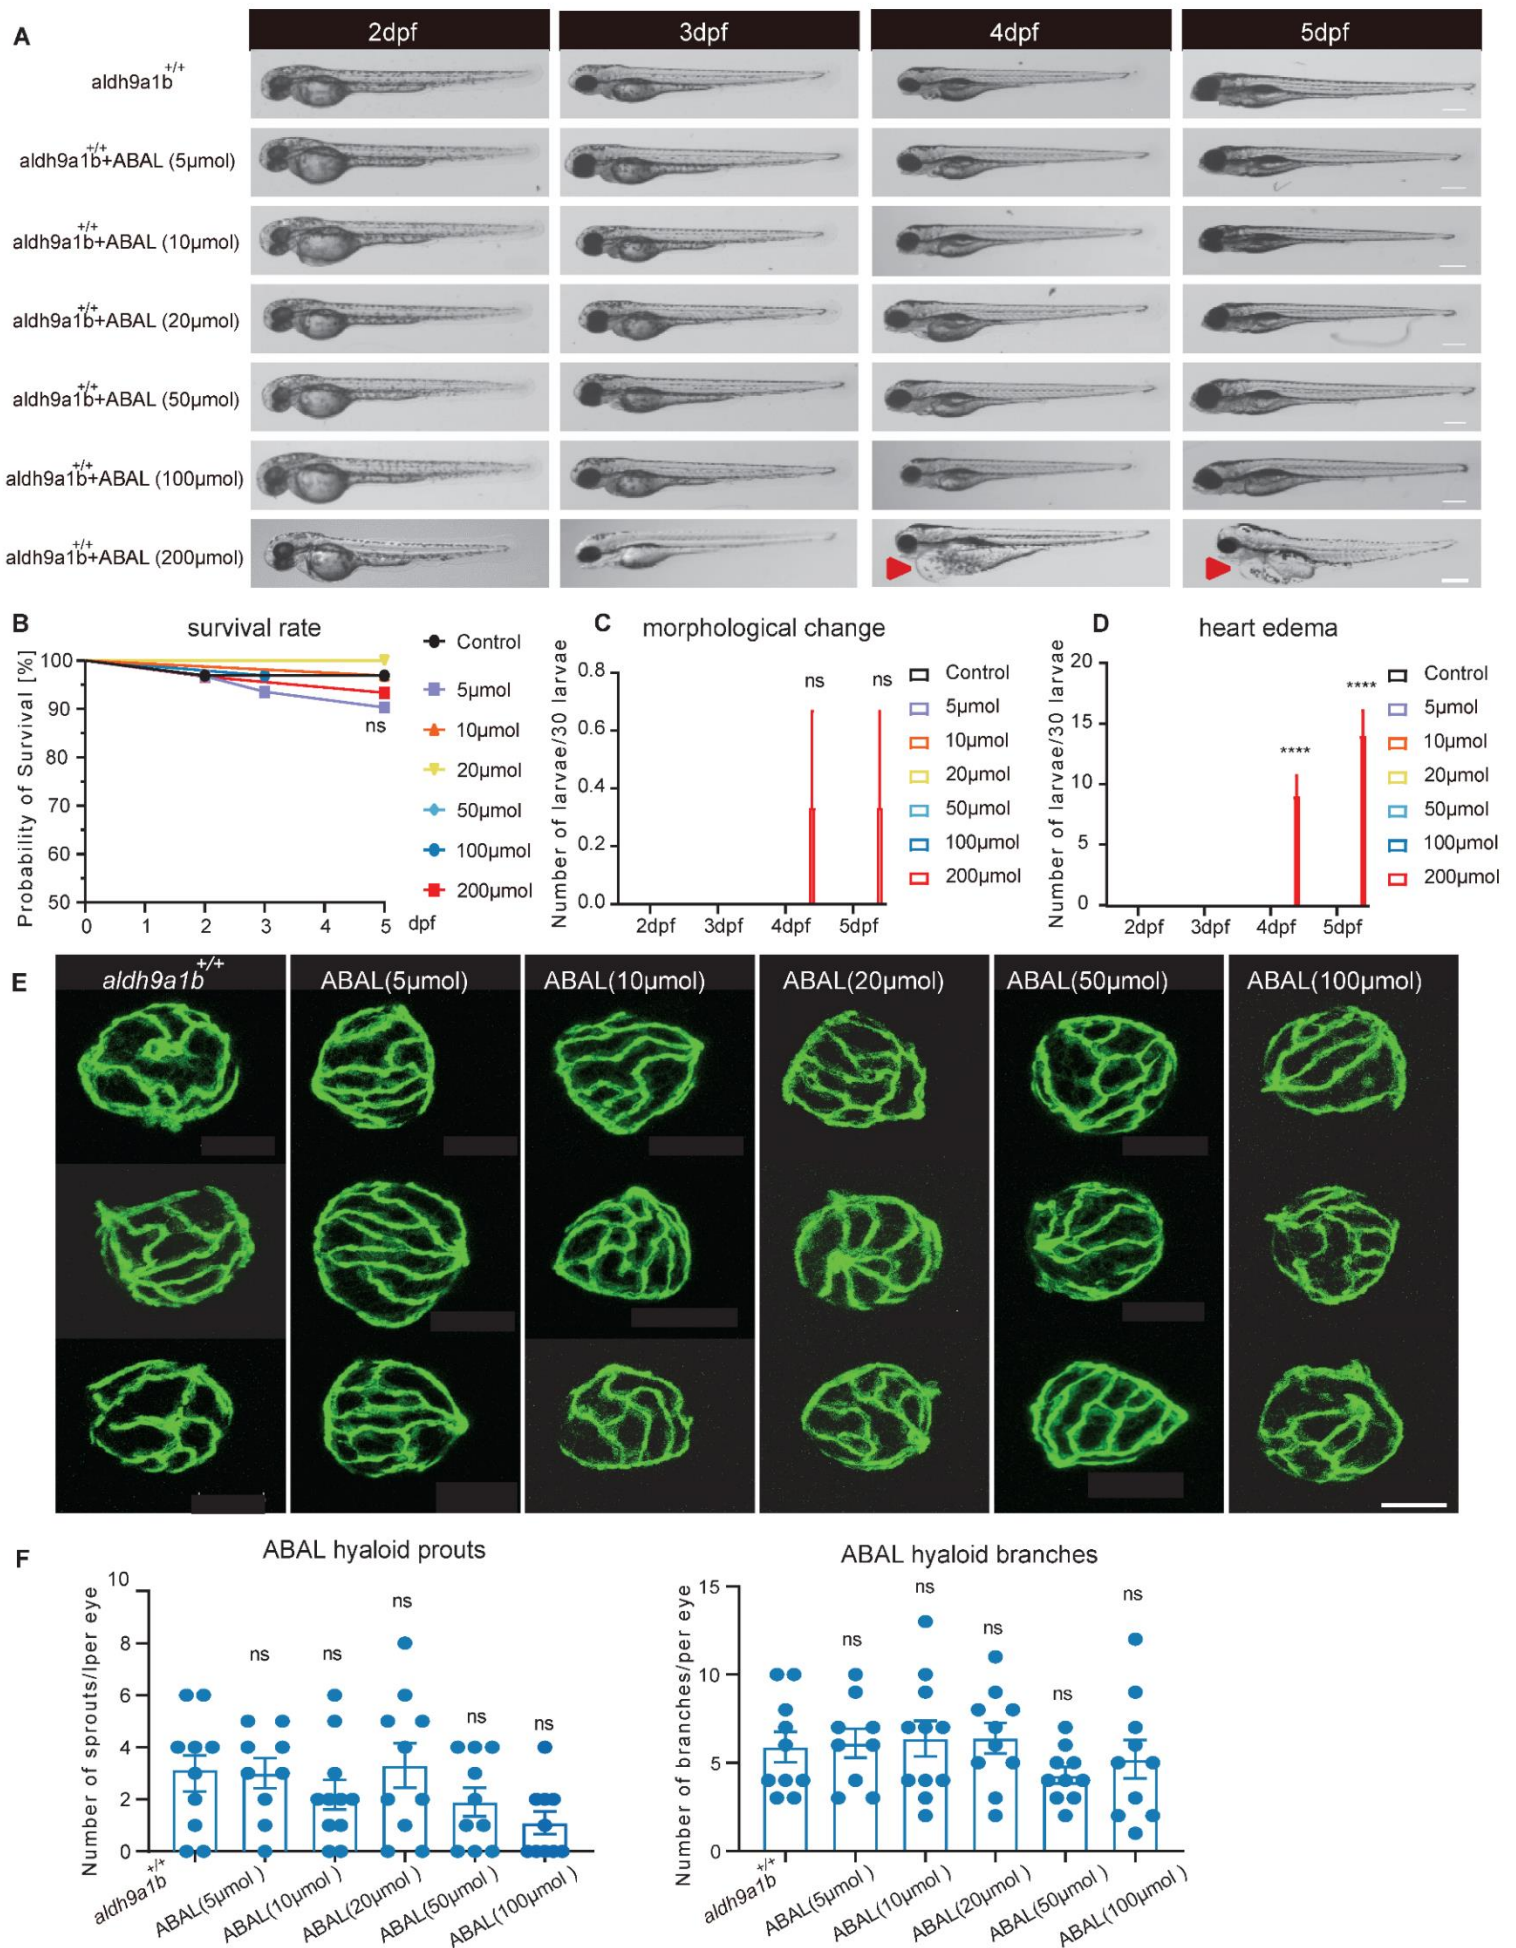

**Figure.S6 Morphological and hyaloid vascular alterations in *aldh9a1b*<sup>+/+</sup> larvae treated with ABAL (A)**

Representative microscopic images of *aldh9a1b*<sup>+/+</sup> zebrafish larvae between 2dpf and 5dpf with 0 – 200μmol ABAL treatment. Red arrow, heart edema. White bar, 200μm. (B) Quantification of survival rates showed no significant change between different groups. (C) Quantification shows normal morphology across all the groups. (D) Quantification of heart edema showed significant increase in *aldh9a1b*<sup>+/+</sup> larvae at 4dpf and 5dpf with 200μmol ABAL treatment. (E) Representative confocal images of hyaloid vasculature showed vascular alterations in *aldh9a1b*<sup>+/+</sup> zebrafish larvae treated with 0–200μmol ABAL at 5dpf. White scale bar = 50μm. (F) Quantification of hyaloid branchpoints and sprouts formation showed no significant alterations across all the ABAL concentrations. One datapoint means one hyaloid per larva. The bars indicate mean±SEM values. Statistical analysis was performed by one-way ANOVA, two-way ANOVA and logrank test. ns = not significant, \*\*\*\*p < 0.0001. ABAL, 4-aminobutyraldehyde.

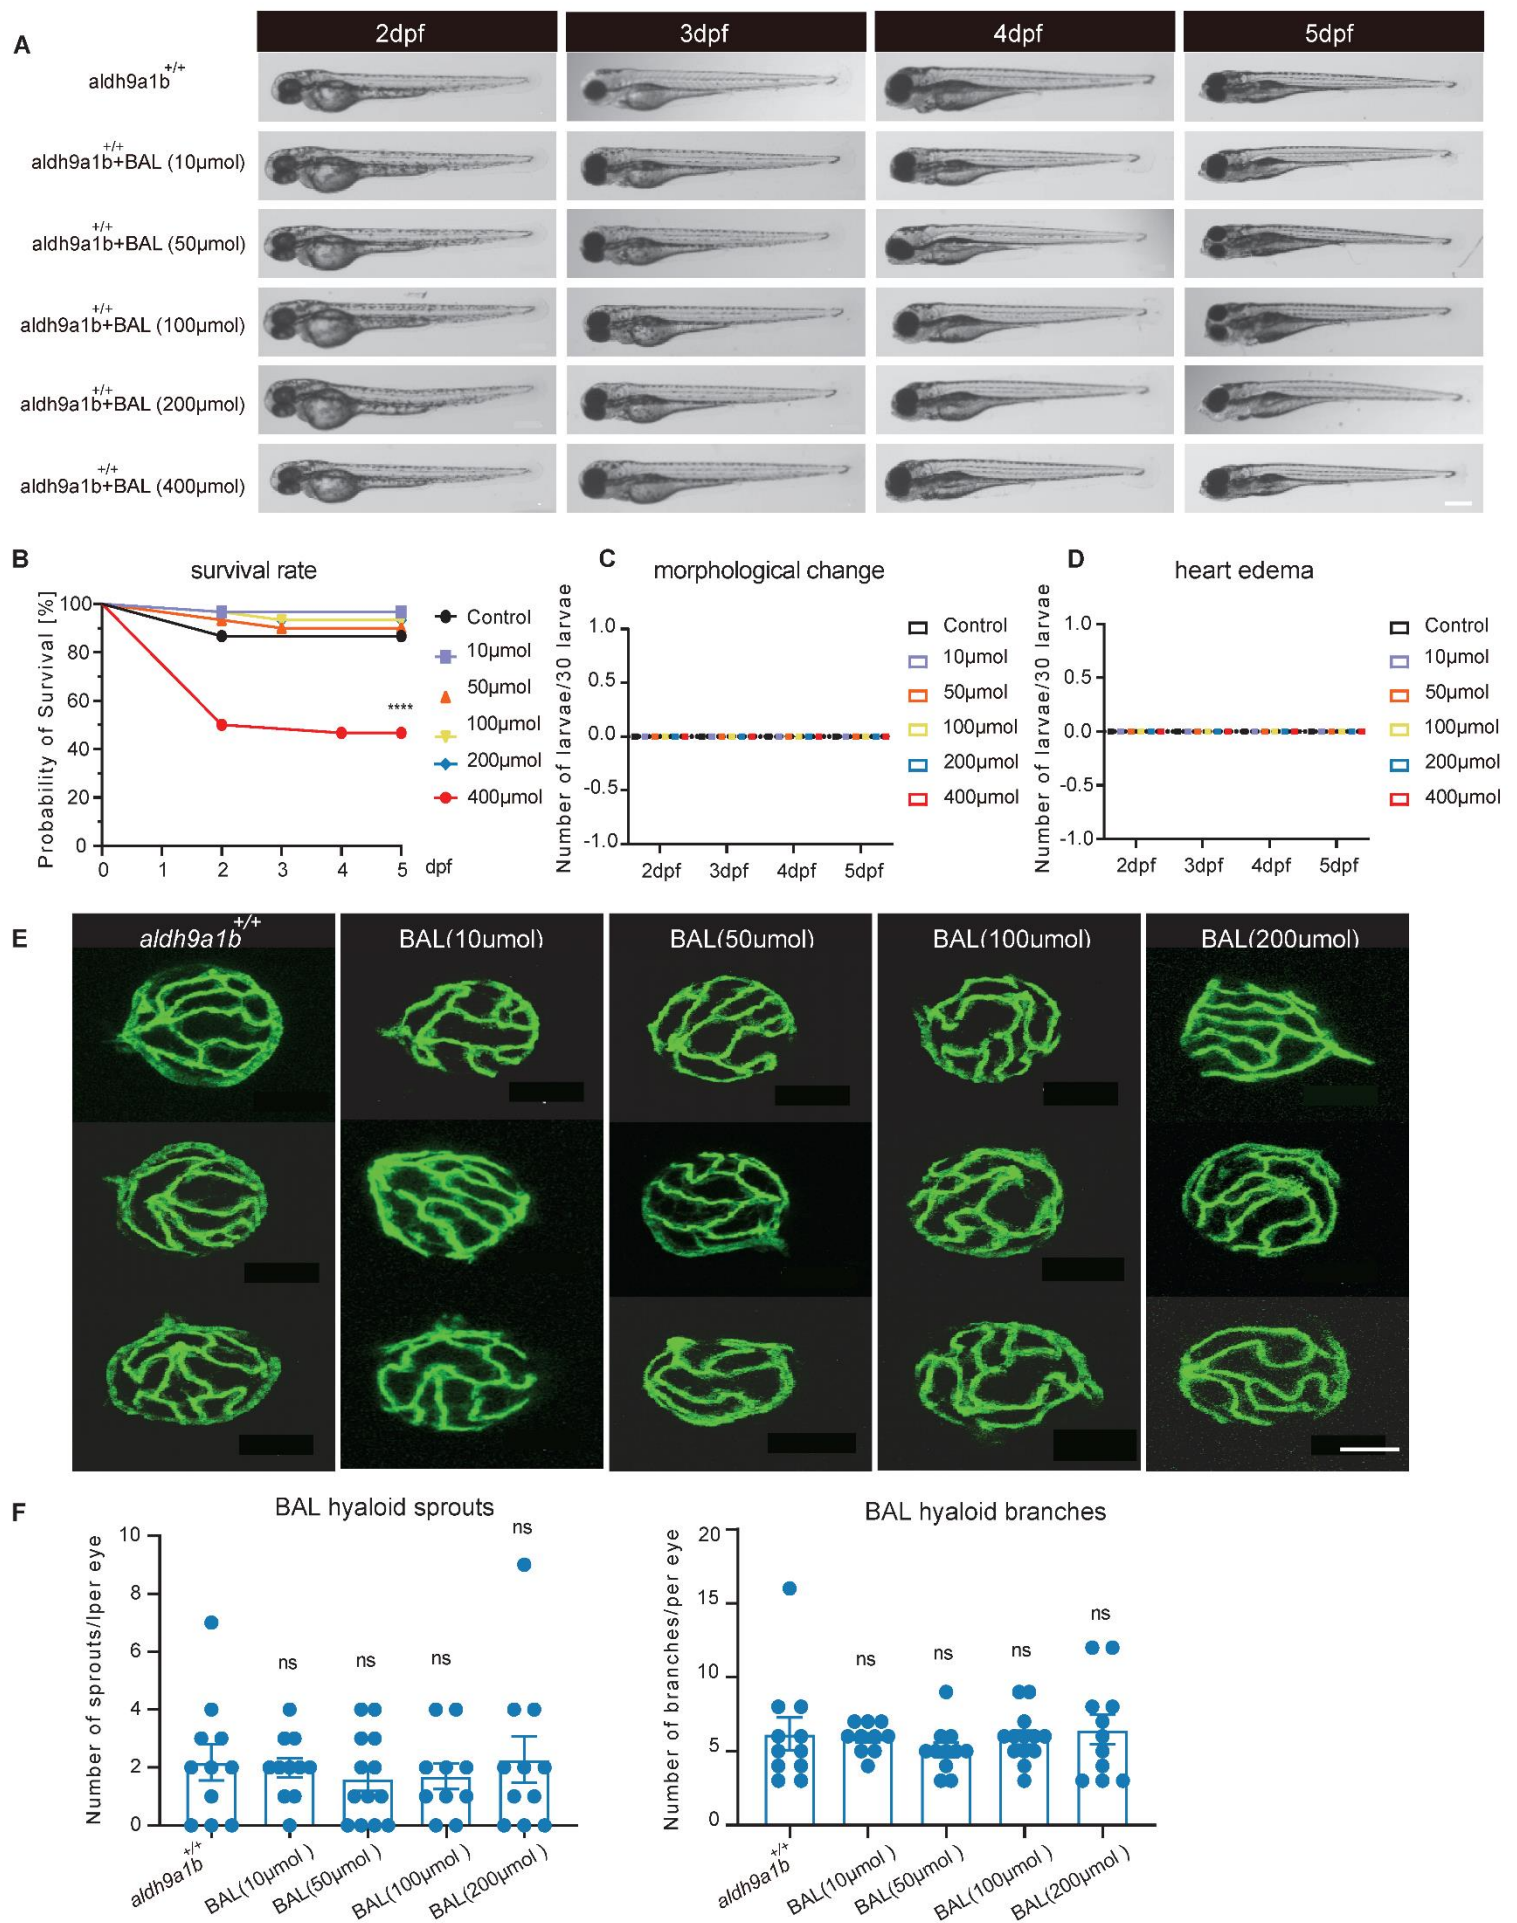

**Figure.S7 Morphological and hyaloid vascular analysis in *aldh9a1b*<sup>+/+</sup> larvae treated with BAL** (A) Representative unaltered microscopic images of zebrafish larvae between 2dpf and 5dpf with 0–400μmol BAL treatment. White bar,

200μm. (B) Quantification of survival rates showed higher lethality of zebrafish larvae treated with 400μmol BAL. (C) Quantification of morphology change showed no significant change between different groups. (D) Quantification of heat edema showed normal heart development compared to *aldh9a1b*<sup>+/+</sup> group. (E) Representative confocal images of hyaloid vasculature showed vascular alterations in zebrafish larvae treated with 0–200μmol BAL at 5dpf. White scale bar = 50μm. (F) Quantification of no significant change of hyaloid branchpoints and sprouts across different BAL concentrations. One datapoint means one hyaloid per larva. The bars indicate mean±SEM values. Statistical analysis was performed by one-way ANOVA, two-way ANOVA and logrank test. ns = not significant, \*\*\*\*p < 0.0001. BAL, betaine aldehyde.

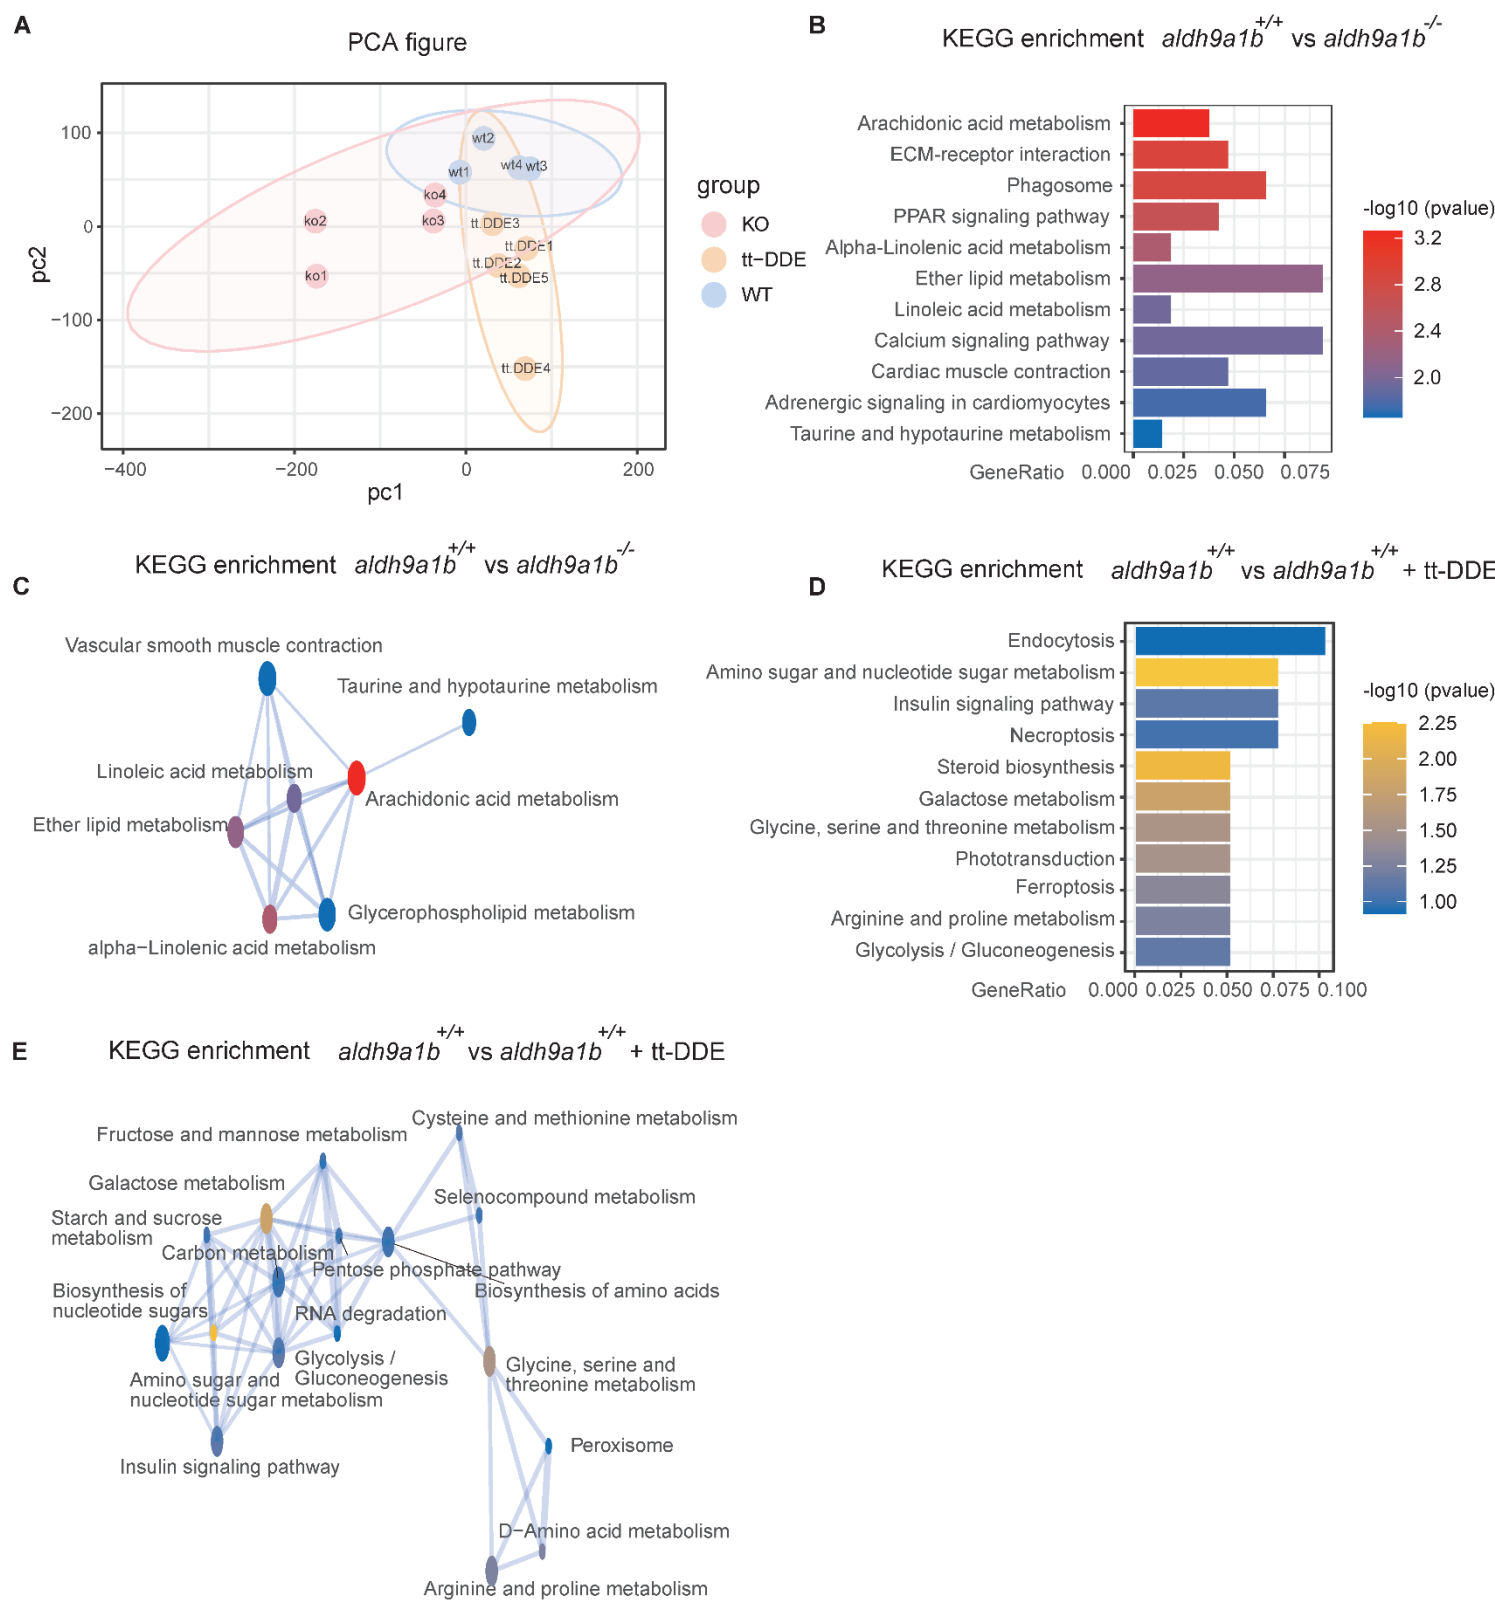

**Figure.S8 RNA-seq analysis of *aldh9a1b* larvae at 5dpf** (A) PCA figure showed different groups of RNA-seq. (B) KEGG enrichment analysis of differential genes showed top altered pathways in *aldh9a1b*<sup>-/-</sup> compared to *aldh9a1b*<sup>+/+</sup>. (C) Emapplot of KEGG enrichment analysis showed the interaction of altered pathways in *aldh9a1b*<sup>-/-</sup> mutants. (D) KEGG enrichment analysis of differential genes showed top altered pathways in tt-DDE treated *aldh9a1b*<sup>+/+</sup> larvae compared to *aldh9a1b*<sup>+/+</sup> larvae. (E) Emapplot of KEGG enrichment analysis showed the interaction of altered pathways in the tt-DDE treated group.

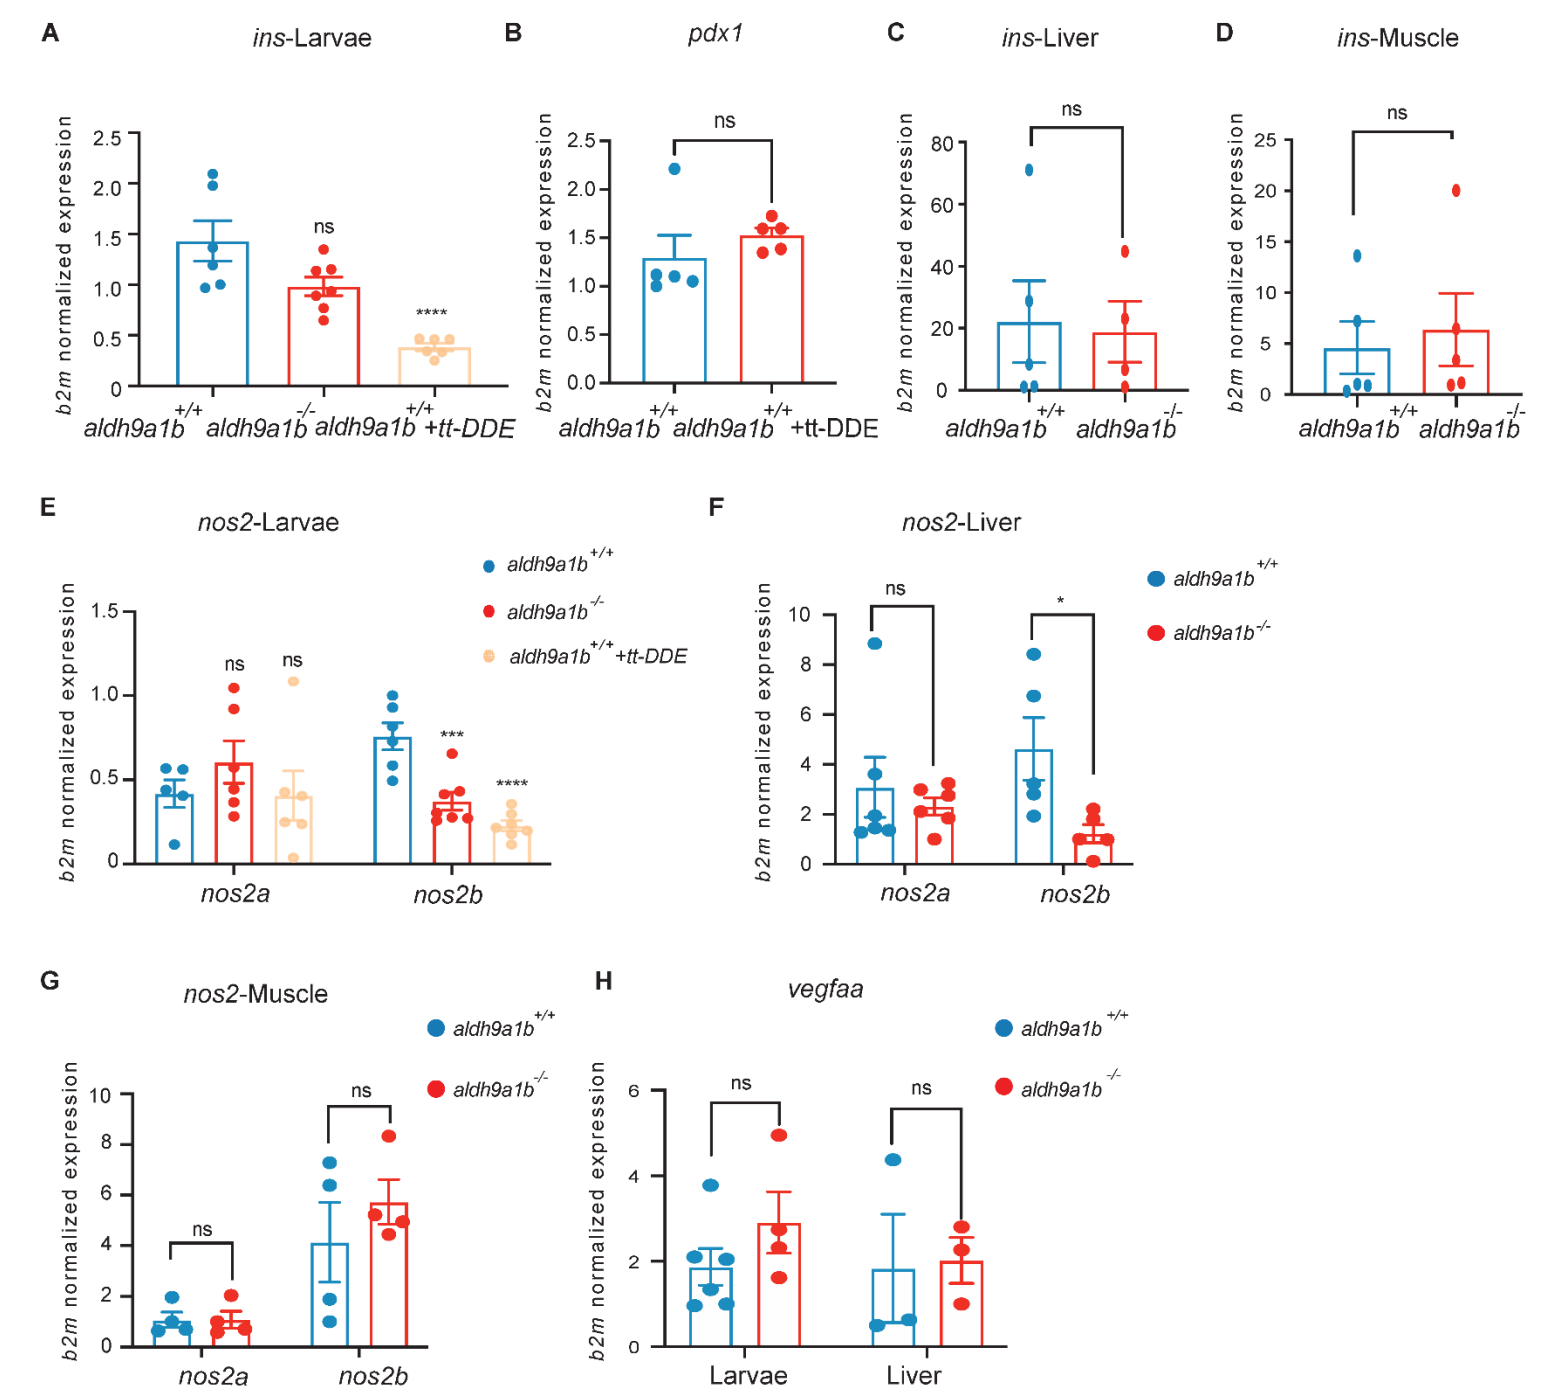

**Figure.S9 Altered insulin receptor signaling in *aldh9a1b*<sup>-/-</sup> and in tt-DDE treated *aldh9a1b*<sup>+/+</sup> zebrafish larvae** (A) mRNA expression of *ins* was significantly decreased in tt-DDE treated *aldh9a1b*<sup>+/+</sup>, and slightly reduced in *aldh9a1b*<sup>-/-</sup> larvae, n=6 and 7. (B) mRNA expression of *pdx1* was not changed in tt-DDE treated *aldh9a1b*<sup>+/+</sup> compared to *aldh9a1b*<sup>+/+</sup> larvae, n=5. (C-D) mRNA expression of *ins* were not altered in the livers (C) and muscles (D) of *aldh9a1b*<sup>-/-</sup> zebrafish, n=5. (E) *nos2a* mRNA level was not changed across three groups, while *nos2b* was significantly decreased in *aldh9a1b*<sup>-/-</sup> and tt-DDE treated larvae, n=6 and 7. (F-G) *nos2a* and *nos2b* were not altered in livers and muscles of *aldh9a1b*<sup>-/-</sup> zebrafish,

n=6 and 4. (H) mRNA expression of *vegfaa* was not changed in the larvae and livers of *aldh9a1b*<sup>-/-</sup> zebrafish, n=6 and 4. mRNA Expression was quantified by RT-qPCR and normalized to b2m. Each datapoint in this figure represented 20 larvae or one fish. The bars indicate mean±SEM values. Statistical analysis was performed by Student's t-test, one-way ANOVA. ns, not significant; \*\*\*\*p < 0.0001. INS, insulin; PDX1, pancreatic and duodenal homeobox 1; NOS2, nitric oxide synthase 2; VEGFAa, vascular endothelial growth factor Aa.

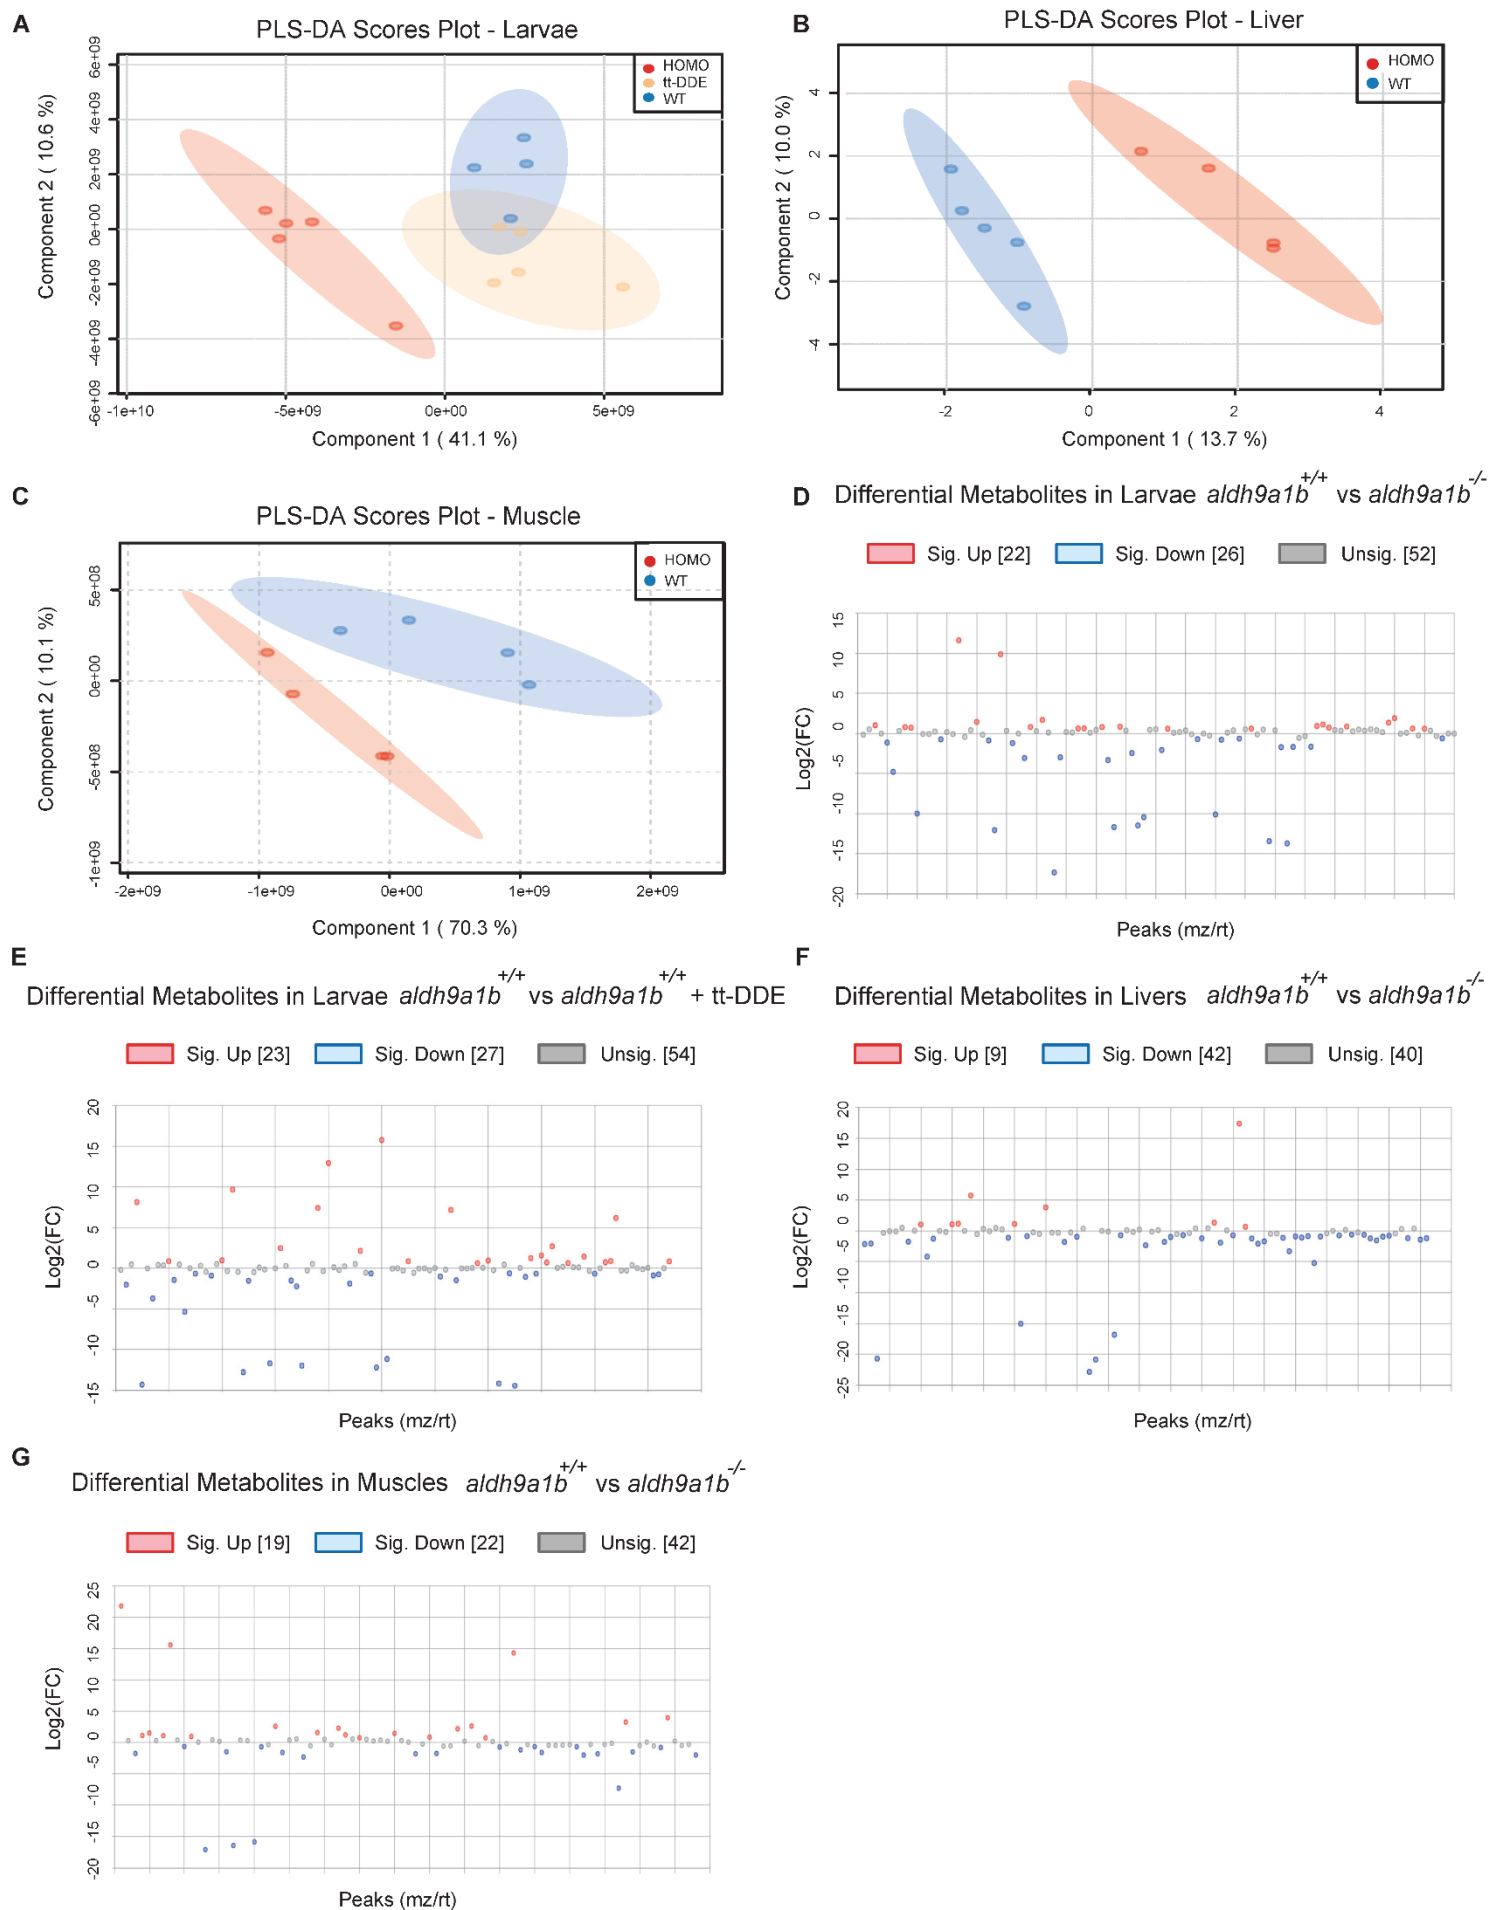

**Figure.S10 Altered glucose metabolism in *aldh9a1b*<sup>-/-</sup> and tt-DDE treated zebrafish** (A-C) PLS-DA scores plot showed different groups in the larvae (A), livers (B) and muscles (C) of adult zebrafish. (D-G) Fold change analysis displayed differential metabolites induced by *aldh9a1b*<sup>-/-</sup> or tt-DDE by comparison to *aldh9a1b*<sup>+/+</sup>.

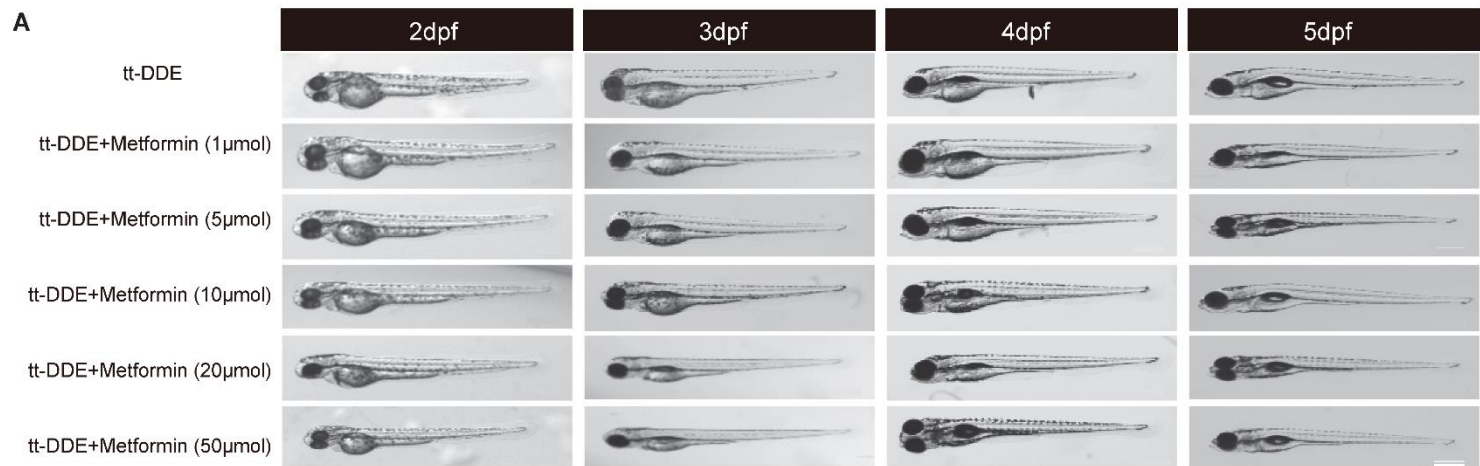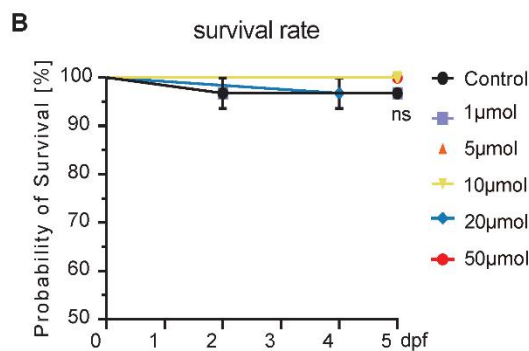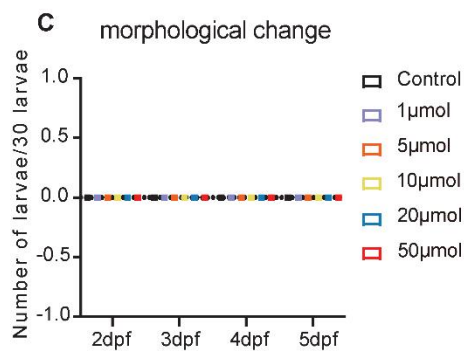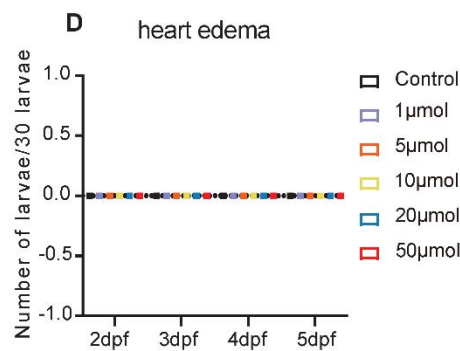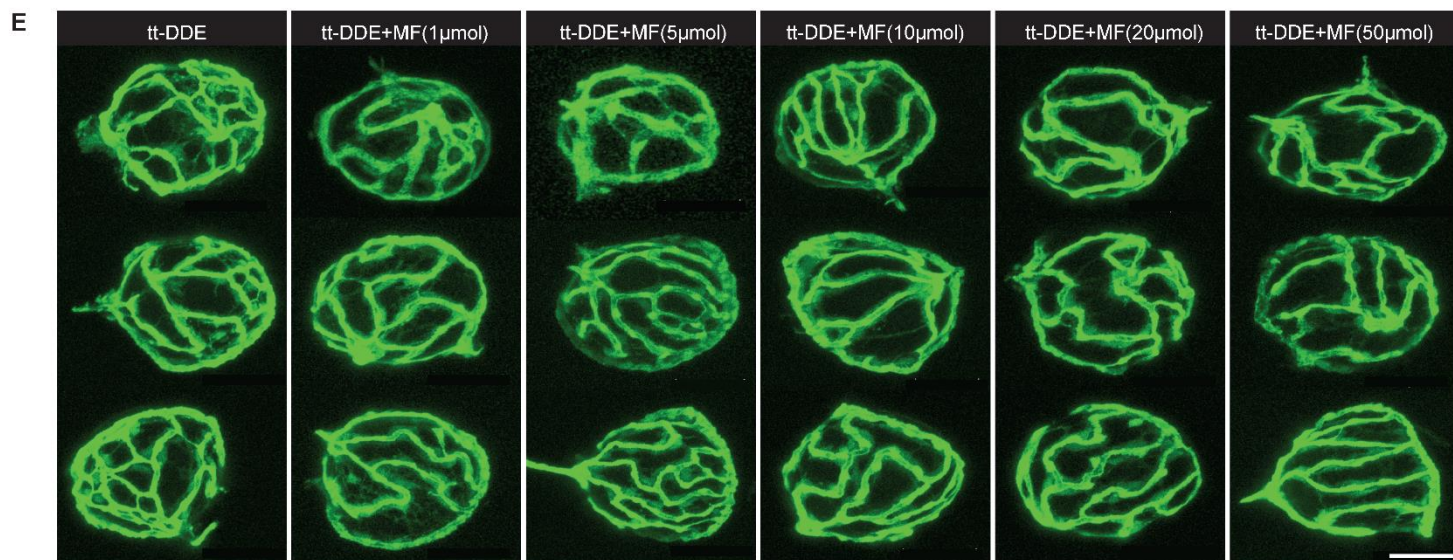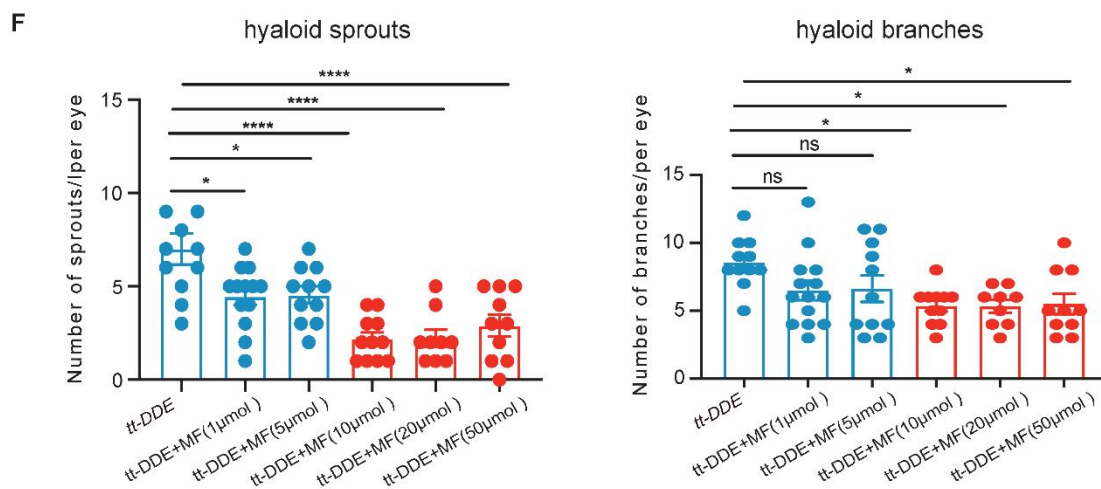

**Figure.S11 Morphological and hyaloid vascular rescue in *aldh9a1b*<sup>+/+</sup> larvae co-treated with tt-DDE and metformin**

(A) Representative microscopic images of zebrafish larvae between 2dpf and 5dpf co-treated with 8μmol tt-DDE and 0-50μmol MF. White bar, 200μm. (B) Quantification of survival rates showed no significant change between these groups. (C) Quantification of morphology change showed normal morphology between different groups. (D) Quantification of heart edema showed normal heart development across all the groups. (E) Representative confocal images of hyaloid vasculature showed beneficial effects in zebrafish larvae co-treated with 8 μmol tt-DDE and 0-50μmol MF at 5dpf. White scale bar=50μm. (F) Quantification of hyaloid branchpoints and sprouts formation showed increased angiogenic vasculature caused by tt-DDE treatment, which can be rescued by 1-50μmol MF. One datapoint means one hyaloid per larva. The bars indicate mean ± SEM values. Statistical analysis was performed by one-way ANOVA, two-way ANOVA and logrank test. ns = not significant, \*p < 0.05. MF, metformin.

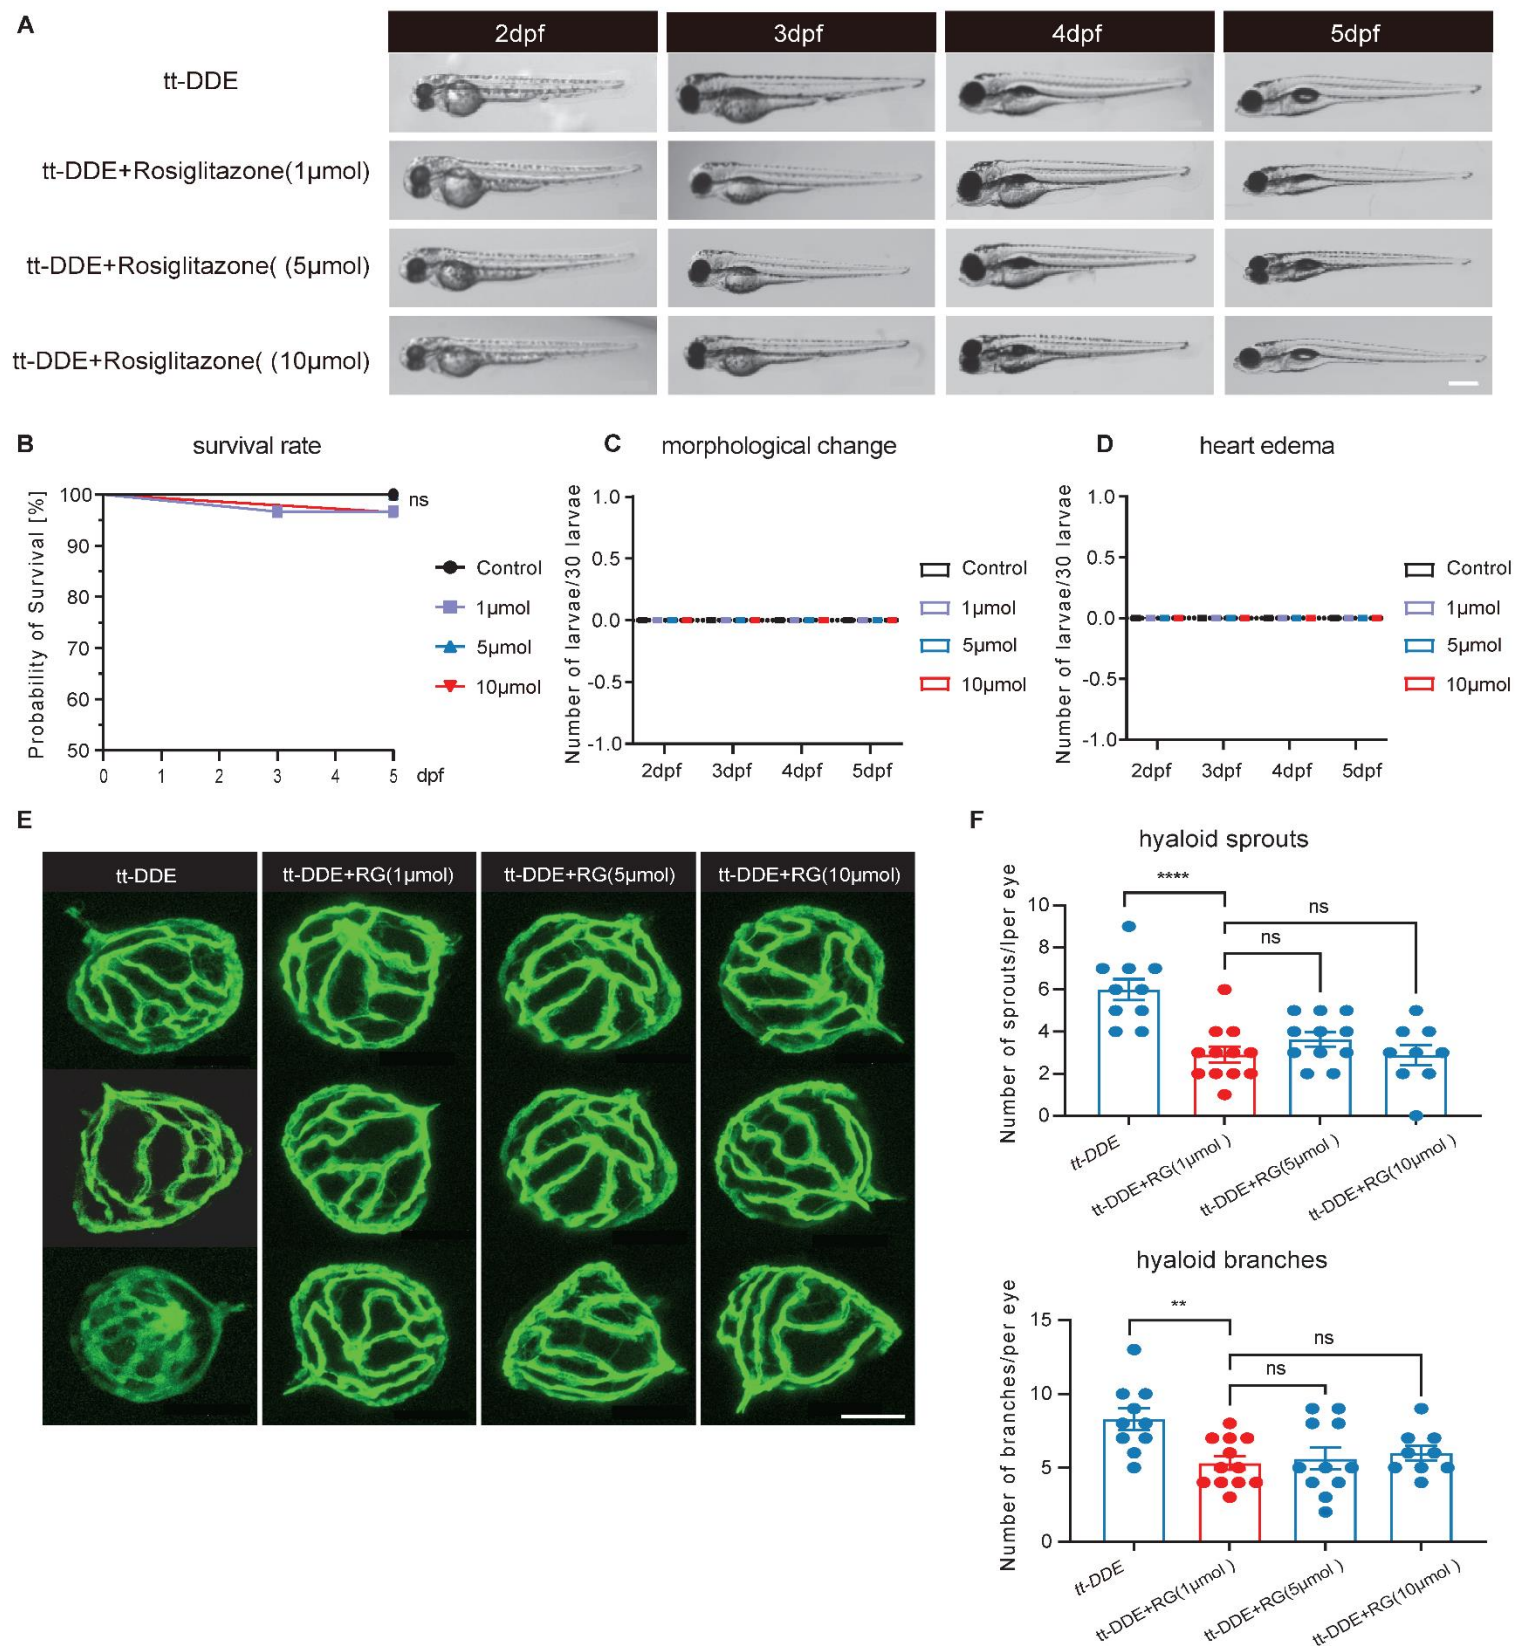

**Figure.S12 Morphological and hyaloid vascular rescue in *aldh9a1b*<sup>+/+</sup> larvae co-treated with tt-DDE and rosiglitazone** (A) Representative microscopic images of zebrafish larvae between 2dpf and 5dpf co-treated with 8μmol tt-DDE and 0-10μmol RG. White bar, 200μm. (B) Quantification of survival rates showed no significant change between these groups. (C) Quantification of morphology change showed no significant alterations across all the groups. (D) Quantification of heart edema showed normal heart morphology between different groups. (E) Representative confocal images of hyaloid vasculature showed rescue of vascular alterations in zebrafish larvae co-treated with 8μmol tt-DDE and 0-10μmol RG at 5dpf. White scale bar=50μm. (F) Quantification of hyaloid branchpoints and sprouts formation showed increased angiogenic vasculature caused by tt-DDE, which can be rescued by 1-10μmol rosiglitazone. One datapoint

means one hyaloid per larva. The bars indicate mean±SEM values. Statistical analysis was performed by one-way ANOVA, two-way ANOVA and logrank test. ns = not significant, \*\*p < 0.01, \*\*\*\*p < 0.0001. RG, rosiglitazo

| Primer Name             | Primer Sequence          | Primer Name           | Primer Sequence         |
|-------------------------|--------------------------|-----------------------|-------------------------|
| 9a1b_genotyping_forward | CCTGCCATCGCTTGTGGTAT     | g6pc1a.1_qpcr_forward | GCTGCACCATACGAGATGGA    |
| 9a1b_genotyping_reverse | TCTTTCCTGTGGGCACACTTC    | g6pc1a.1_qpcr_reverse | TCACCAAACAGCACCCACTT    |
| 9a1b_qpcr_forward       | CTATGGTGTTCAAGCCGTCTC    | fbp1a_qpcr_forward    | CATCTGTATGGGATTGCTGG    |
| 9a1b_qpcr_reverse       | CACCGAAGGGTGAAGACAGAG    | fbp1a_qpcr_reverse    | TTACCCCGTCTATCTGGCTC    |
| b2m_qpcr_forward        | GCAACGCTCTTTGTGAGGTG     | pck1_qpcr_forward     | GTGAACTGAACCGAGACCTG    |
| b2m_qpcr_reverse        | AACCACTGAACACGGACCTC     | pck1_qpcr_reverse     | AGCACTTGAGAGCAAACGAT    |
| ins_qpcr_forward        | GCCCAACAGGCTTCTTCTACAAC  | ugp2a_qpcr_forward    | CTGACGGGAGAGAATGAGGA    |
| ins_qpcr_reverse        | GCAGATTTAGGAGGAAGGAAACCC | ugp2a_qpcr_reverse    | GTCTTGGGGTTGACAATGAT    |
| insra_qpcr_forward      | AGAGGCCAGCGAGCTCTAC      | gys2_qpcr_forward     | AAATCTTCCCCTGGCGACTA    |
| insra_qpcr_reverse      | CACTTGTGTGGGGGCTCT       | gys2_qpcr_reverse     | AAAGTTGTTGGTTTTGGCGG    |
| insrb_qpcr_forward      | GCCTCTGCGGATCACTACAT     | glut2_qpcr_forward    | GCAGAAGAACCCTCACTC      |
| insrb_qpcr_reverse      | CTCCTGCGTGGTCTTGAAC      | glut2_qpcr_reverse    | TCTCCGCCACAATAAACC      |
| irs1_qpcr_forward       | ACTACTCTTTGCCCCGCTCA     | pdx1_qpcr_forward     | ACACGCACGCATGGAAAGGACA  |
| irs1_qpcr_reverse       | TCGTCCGTTGGTTACTGTCTG    | pdx1_qpcr_reverse     | GCGGGCGCGAGATGTATTTGTT  |
| hk1_qpcr_forward        | ATGATAGCGGCACAGCTTCT     | NOS2a_qpcr_forward    | TGCCGTCATTACAGCTATC     |
| hk1_qpcr_reverse        | GTTGGTGTCTCGTGCCAATC     | NOS2a_qpcr_reverse    | ACCAGCCAGACCCAATCC      |
| gck_qpcr_forward        | AATCACCGCTGACCTGCTAT     | NOS2b_qpcr_forward    | AACGGCATCATGAACTGTTG    |
| gck_qpcr_reverse        | GCCACTTCACATACGCAATG     | NOS2b_qpcr_reverse    | TACATTGTAGTCCTCCATGCAAA |
| pk1r_qpcr_forward       | CAAAGGACACTTCCCTGTAGAG   |                       |                         |
| pk1r_qpcr_reverse       | GGACAACGAGGACGATAACG     |                       |                         |

Table.S1 Primers List

How the deposited data were processed for this re-analysis (not part of the article)

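RNA from 13 samples of zebrafish larvae at 5 dpf was sequenced by the authors, 4 of *aldh9a1b-/-*, 4 of untreated *aldh9a1b+/+* and 5 of *aldh9a1b+/+* larvae treated with 8 µmol tt-DDE. The dose and the age are those of the paper's methods. All 13 columns of the table were matched to a sample by name. The authors deposited raw counts of reads per gene, as whole numbers, in 1 table of 32417 lines for all samples. The paper's text names the sequencing platform, and refers to an earlier description for the analysis. It does not name the aligner, the counting tool, the genome build, the annotation or the use of strand, so reads of near-identical copies, overlapping genes and antisense genes may be split or misplaced between them. Genes are listed by symbol, without identifiers or coordinates. The 736 lines beyond the first of 560 repeated symbols were kept apart.

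From these counts the following was computed. Totals per sample lay between 18725535 and 19546248. Counts were normalized with TMM factors and filtered with filterByExpr, which left 21874 genes, in edgeR 4.0.16 under R 4.3.3. Log2 CPM used a prior count of 2. The groups were compared with edgeR's quasi-likelihood test in one fit of all 13 samples, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. A standard error is the log2 fold change divided by the square root of the test's F. Precision rests on the number of replicates, 4 or 5 per group, which allows an exact permutation p of at least 0.0286 for 4 against 4 and 0.00794 for 4 against 5. At a count of 3 or less in a group, ratios are given with an exact 95% interval, which covers counting error only. Counts were simulated with 200 changed genes among 21749, each with a log2 fold change of 1 or 2, up or down, and with genes independent of each other. The edgeR test recovered 89.5% of them in the *aldh9a1b-/-* comparison and 85% in the tt-DDE comparison, and 7.73% and 5.56% of its calls were false. In the data only 362 of the 2867 and 94 of the 503 called genes had an absolute log2 fold change of at least 1. The simulated shares thus do not cover the smaller changes.

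The separation of the groups was measured by PERMANOVA with an exact permutation of the labels. Gene sets were scored with GSVA in gseapy 1.3.1 under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and compared with limma 3.58.1. Over-representation was tested with a one-sided Fisher's exact test against the tested genes, leaving out sets with fewer than 5 tested genes. The 20 gene sets were compiled by hand from gene symbols, since the pathway lists of the paper were not used here. Figures were drawn with matplotlib 3.10.9. The 20 sets, the tests of the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. The tests of explanations in the closing observations were set later, and those chosen only after a result was seen are named there. The rule names every gene of a list of 22 taken from the paper, the 5 called genes with the largest rise and the 5 with the largest fall in each comparison among those whose groups do not overlap, and the 3 genes with the smallest p in each set the paper names. Other genes named in the closing observations were chosen after their values were seen.

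The alternatives were a fit of only the 2 groups compared, RLE and upper-quartile factors, DESeq2 1.42.0, limma-voom with and without sample weights, no filter or at least 10 counts in every sample, other thresholds, the replicate number as a block, camera (preset correlation 0.01), fry and a mean z score in place of GSVA, and leaving out each sample in turn. Further lists of genes were written by hand for 15 tissues, cell states and responses: markers of liver, intestine, exocrine pancreas, skeletal muscle, cartilage, fin fold, lens, the nervous system and proliferation, NRF2 targets, other aldehyde-metabolizing genes, genes repressed through FoxO or induced through SREBP and ChREBP by insulin, and both arms of the circadian clock. Most were written after the genes called had been seen. Genes noticed there were left out of the lists of fin fold, proliferation, the activator arm of the clock, and FoxO, SREBP and ChREBP targets. The exocrine pancreas list kept *zgc:92590*, which is named in the tt-DDE comparison. Gene order along chromosomes was taken from a RefSeq gene table, in which 85.1% of the tested genes were found by name. GC content and gene length were not tested, since no genome sequence was used here. The RT-qPCR, imaging and metabolite measurements of the paper were not analysed here.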

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

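The tests of total count and of *SLC16A6* below were chosen only after the result was seen. In each group of 4 or 5 samples, the highest and the lowest value of every named gene and gene set were compared with the next one. A sample is listed where that gap exceeded Dixon's critical share of the group's range for that number of samples. This held in 18 of 255 groups, where chance gives 1 in 20, or 12.75. *aldh9a1b+/+* replicate 3 was the sample concerned in 5 of the 18 and *aldh9a1b-/-* replicate 3 in 3. No biological explanation was tested for these differences within a group, apart from *SLC16A6*.

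In *aldh9a1b+/+* replicate 3, *aldh9a1a.2* was lowest at 1.08 CPM (the others 3.11 to 3.27), *pdx1* highest at 6.57 CPM (5.19 to 5.26), *cyp3c1* highest at 61.1 CPM (55.3 to 56.2), *SLC16A6* lowest at 0 CPM (0.049 to 0.053) and the PPAR signaling score highest at 0.331 (others at most 0.0850). In *aldh9a1b+/+* replicate 4, *si:ch211-142d6.2* stood at 0.049 CPM, its only count in the group, and in *aldh9a1b+/+* replicate 2 the score of fructose and mannose metabolism was lowest at −0.210. In *aldh9a1b-/-* replicate 3, *smyhc2* was at 2.38 CPM (the others at most 0.225), *he1.1* at 14.5 CPM (at most 1.13) and *dao.1* at 1.41 CPM (at most 0.121). *aldh9a1b-/-* replicate 2 had the lowest *pdx1* (2.25 CPM, the others 5.09 to 5.51) and *ulk1a* (12.7 CPM, 15.9 to 16.2), *aldh9a1b-/-* replicate 1 the lowest *igf1ra* (25.3 CPM, 31.5 to 32.4), and *aldh9a1b-/-* replicate 4 the highest *zgc:92590* (3.01 CPM, at most 0.563) and the lowest phototransduction score (0.112, the others at least 0.543). Among tt-DDE samples, *irs1* was highest in replicate 3 (22.5 CPM, 19.6 to 20.3), *zgc:55888* in replicate 2 (1.36 CPM, at most 0.253) and *SLC16A6* in replicate 5 (3.83 CPM, at most 0.101).

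The largest total of the samples was 1.04 times the smallest. For 13 of the 15 listed CPM values neither the sample nor the nearest other one was at 0, and the ratio between them had a median of 2.89 and ran from 1.09 to 37.9. This decides nothing about a difference in total count between the samples, since CPM are already scaled by the totals and the values were listed for their gap. Values under 1 CPM rest on few counts, and reads split between copies of a gene stay open for *smyhc2*, which stands on more than 1 line of the table.

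*SLC16A6* was counted in all 4 *aldh9a1b-/-* samples (4.48 to 13.5 CPM) and in tt-DDE replicate 5, and hardly elsewhere. A candidate explanation is that reads of *slc16a6a* were counted on another copy of the gene in fish that carry it. *slc16a6a* was lower in *aldh9a1b-/-* (12.8 ± 4.20 CPM) than in *aldh9a1b+/+* larvae (22.1 ± 2.48 CPM; exact permutation p = 0.0286, n = 4 each, the smallest p possible). The sum of both genes was 21.0 ± 2.92 and 22.1 ± 2.49 CPM (exact permutation p = 0.571), as this explanation predicts, although 4 samples per group leave small differences undetected. In tt-DDE replicate 5 *slc16a6a* stood at 17.6 CPM, below the other tt-DDE samples (19.7 to 24.6 CPM), and the sum at 21.4 CPM. *slc16a6b* was at 20.3 CPM in *aldh9a1b-/-* and 29.2 CPM in *aldh9a1b+/+* larvae (exact permutation p = 0.143). An effect of the knockout on *SLC16A6* stays open, and would leave the counts in tt-DDE replicate 5, of *aldh9a1b+/+* genotype, unexplained. No genome sequence was used to compare the copies.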

How the results depend on the processing

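No alternative below was chosen after a result was seen. In *aldh9a1b-/-* against *aldh9a1b+/+* larvae, the count of 2867 genes (1441 higher, 1426 lower) stayed within 1.5 times with RLE factors (2604, of which 1097 higher and 1507 lower), upper-quartile factors (2569), DESeq2 (3698), limma-voom (2882), no filter (2282) and at least 10 counts in every sample (2761). It was 189 with only the 2 groups compared (46 higher, 143 lower), 911 with limma-voom and sample weights, 362 with an absolute log2 fold change of at least 1 added (62 higher, 300 lower), 5338 at an adjusted p under 0.1, 7247 at an unadjusted p under 0.05 and 570 at that p with the fold change added. With each sample left out it ran from 81, without *aldh9a1b+/+* replicate 4, to 4516, without *aldh9a1b-/-* replicate 4. It was 430 without *aldh9a1b+/+* replicate 3, 159 without *aldh9a1b-/-* replicate 1 and 212 without *aldh9a1b-/-* replicate 2.

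With tt-DDE, the 503 genes stayed within 1.5 times with RLE (506) and upper-quartile factors (549), limma-voom (458), no filter (438) and at least 10 counts in every sample (581). The count was 824 with only the 2 groups compared, 1366 with DESeq2, 1000 with limma-voom and sample weights, 94 with the fold change added (44 higher, 50 lower), 1469 at an adjusted p under 0.1, 4457 at an unadjusted p and 243 at that p with the fold change added. With each sample left out it ran from 94, without *aldh9a1b+/+* replicate 1, to 496, without tt-DDE replicate 3. Fits without a sample have fewer samples. The cause of the other shifts was not tested.

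Same-numbered samples were not paired, since 2 of 12 correlations of their deviations exceeded 0.1 (range −0.128 to 0.206). With the replicate number as a block, 2218 genes were called in *aldh9a1b-/-* and 49 in tt-DDE treated larvae (19 higher, 30 lower), 6 and 0 GSVA sets passed, and *pklr* in *aldh9a1b-/-* larvae turned from −0.01 to 0.0064.

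Of the named genes, 27 were called in *aldh9a1b-/-* and 18 in tt-DDE treated larvae. Single genes were not followed in the fits with no filter or with at least 10 counts in every sample. In the other settings none of the called genes changed direction, and 6 and 7 of them kept their call in all. The change of *aldh9a1b* in *aldh9a1b-/-* larvae ran from −0.97, without *aldh9a1b-/-* replicate 3 (adjusted p = 0.0417 in edgeR), to −0.36, without *aldh9a1b-/-* replicate 2. Changes of direction concerned small differences that no setting called. In *aldh9a1b-/-* larvae *aldh9a1a.1* was at −0.0178 with only the 2 groups compared, −0.0159 with RLE, −0.0177 with upper-quartile factors, −0.0153 with DESeq2 and −0.0009 with limma-voom. With sample weights *nos2a* was at 0.0089 and *gck* at −0.127. With samples left out, *aldh9a1a.1* ran from −0.0707 to 0.0984, *aldh9a1a.2* from −0.401 to 0.0817, *ins* from −0.402 to 0.0848, *insra* from −0.0447 to 0.0358, *nos2a* from −0.417 to 0.111, *gck* from −0.638 to 0.643 and *pklr* from −0.183 to 0.103. With tt-DDE *aldh9a1b* ran from −0.0276 to 0.113, *b2m* from −0.308 to 0.165, *irs1* from −0.0975 to 0.0124, *nos2a* from −0.475 to 0.0279, *vegfaa* from −0.0061 to 0.128, *g6pc1a.1* from −0.0222 to 0.191 and *slc2a2* from −0.113 to 0.0439. The cause was not tested.

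Between-group R2 and its p kept their side of the threshold in every setting. GSVA sets past the threshold in *aldh9a1b-/-* larvae (7) were 10 with camera, 2 with fry, 4 with only the 2 groups compared and 2 with mean z scores, and ran from 0, without *aldh9a1b-/-* replicate 2, to 10, without *aldh9a1b-/-* replicate 4. In the tt-DDE group (1) they were 3 with camera, 3 with fry, and 0 with only the 2 groups compared and with mean z scores, and ran from 0, for example without *aldh9a1b+/+* replicate 1, to 2, without tt-DDE replicate 2 or 3. In *aldh9a1b-/-* larvae the adjusted p of arachidonic acid metabolism was 0.0708 with fry, 0.111 with only the 2 groups compared and 0.0612 with mean z scores, and ran from 0.000862, without *aldh9a1b-/-* replicate 4, to 0.138, without *aldh9a1b-/-* replicate 1. It was 0.0810 without *aldh9a1b+/+* replicate 3 and 0.132 without *aldh9a1b-/-* replicate 2. Linoleic acid metabolism passed with camera (0.000421) and not with fry, and ran from 0.0133, without *aldh9a1b-/-* replicate 4, to 0.545, without *aldh9a1b-/-* replicate 1. MTOR signaling was higher with mean z scores (adjusted p = 0.896) and ran from 0.408 to 0.941, higher without *aldh9a1b-/-* replicate 4. Fructose and mannose metabolism ran from 0.383 to 0.991, higher without *aldh9a1b-/-* replicate 2. In the tt-DDE group MAPK signaling passed with camera (0.0103) and not with fry, while MTOR and insulin signaling passed with fry (0.0344 each). PPAR signaling there was higher with only the 2 groups compared (0.860) and ran from 0.658 to 0.994. Without tt-DDE replicate 2, 1 set changed direction. That sample had the lowest PPAR signaling score of its group (−0.0908, the others 0.0586 to 0.218). The cause was not tested.

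Over-represented sets in *aldh9a1b-/-* larvae (3) were 2 at an unadjusted p, 3 with DESeq2, 2 among higher and 1 among lower genes. In the tt-DDE group (0) they were 1 at an unadjusted p, 2 with DESeq2, 0 among higher and 2 among lower genes. The correlation of both comparisons (0.339) had a median of 0.195 with disjoint pairs of *aldh9a1b+/+* samples, and ran from 0.295, without tt-DDE replicate 2, to 0.420, without *aldh9a1b+/+* replicate 1. Totals differed by at most 1.04 times between samples, and depth was not varied.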

Differences from the paper's values

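No setting named here was chosen after a result was seen. For *aldh9a1b-/-* against *aldh9a1b+/+* larvae the paper reports 940 differentially regulated genes, and 2867 were called here. Of the settings chosen before the data were examined, limma-voom with sample quality weights gave 911, within 1.5 times of the paper's number. In the other 20 of these 21 settings, as in the one used here, the count differed by more than 1.5 times, from 81 without *aldh9a1b+/+* replicate 4 to 7247 at an unadjusted p under 0.05. For the tt-DDE group the paper reports 239 genes, and 503 were called here. An unadjusted p under 0.05 with an absolute log2 fold change of at least 1 gave 243, and the fit without *aldh9a1b+/+* replicate 2 gave 213. In the other 20 of these 22 settings, as in the one used here, the difference was larger, from 49 with the replicate number as a block to 4457 at an unadjusted p under 0.05. No single setting came within 1.5 times of both numbers.

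The paper states that the samples of each group cluster apart from those of the other groups. On the first 2 principal components the groups did not overlap here either. All *aldh9a1b-/-* samples lay at −10.9 or lower on the first, and all others at 3.77 or higher. The second ran from −26.9 to −18.5 in *aldh9a1b+/+* and from −0.119 to 46.3 in tt-DDE samples. The difference lies in distances over all tested genes. By these the nearest other sample was of the same group for 11 of 13 samples, and for neither *aldh9a1b-/-* replicate 3 nor *aldh9a1b-/-* replicate 4.

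The paper reports changes in arachidonic acid and linoleic acid metabolism in *aldh9a1b-/-* larvae from pathway enrichment. With the sets used here neither was over-represented among the called genes (adjusted p = 0.667 and 0.965 in a one-sided Fisher's exact test), nor at an unadjusted p under 0.05 per gene, with DESeq2 or among higher genes alone. Among lower genes alone the adjusted p was 0.0820 and 0.403. The GSVA score (adjusted p = 0.0243 in limma) and camera (adjusted p = 1.13e-05) called arachidonic acid metabolism lower. Linoleic acid metabolism was called by camera (adjusted p = 0.000421) and by the GSVA score without *aldh9a1b-/-* replicate 4 (adjusted p = 0.0133 in limma).

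For the tt-DDE group the paper reports insulin signaling and related pathways as most of the altered ones. No set was over-represented here among the genes called by edgeR (adjusted p = 0.276 for insulin and 0.331 for MTOR signaling in a one-sided Fisher's exact test), and 2 sets, these same ones, had an unadjusted p under 0.05. Insulin signaling passed with genes called by DESeq2, with lower genes alone and with genes at an unadjusted p under 0.05, and MTOR signaling with the first 2 of these. With fry both passed (adjusted p = 0.0344 each), and with camera MAPK signaling did (adjusted p = 0.0103).

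The paper describes insulin, MAPK and MTOR signaling as the only pathways that changed alike in both groups, after drawing the top 10 by GSVA for each. Here 13 of 20 hand-compiled sets moved in the same direction in both, where arrangements of the samples gave a median of 14. This counts any difference, however small, so the criteria are unlike. ECM-receptor interaction, PPAR signaling and steroid biosynthesis were among those lower in both, and glycolysis and gluconeogenesis, the pentose phosphate pathway and pyruvate metabolism among those higher. With tt-DDE the difference of PPAR signaling was small (−0.0394), and its direction changed with only the 2 groups compared. No set passed an adjusted p of 0.05 in both groups.

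For some genes the direction differs from the one the paper gives from RT-qPCR of larvae. The RT-qPCR values are normalized to *b2m* and come from a different number of samples, whereas the values here are scaled reads. In *aldh9a1b-/-* larvae *b2m* had a log2 fold change of −0.38 here (adjusted p = 0.366 in edgeR's test), from 3.66 to 2.81 CPM. A lower *b2m* would raise values normalized to it, but this change was not called. The paper gives *g6pc1a.1* (listed as *g6pca.1* in the table) and *pck1* as higher in *aldh9a1b-/-* larvae, and here both were lower, with log2 fold changes of −0.75 (standard error 0.20, adjusted p = 0.0304 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.79 (standard error 0.23, adjusted p = 0.0354 in the same edgeR test). It gives *slc2a2* as higher in both groups, against −0.32 and −0.01 here; with tt-DDE the sign changed without *aldh9a1b+/+* replicate 2 or 3 or tt-DDE replicate 2. It gives *nos2b* as lower in both groups, against 0.22 and 0.35 here, *irs1* as lower in both, against 0.07 in *aldh9a1b-/-* larvae, *ins* as lower with tt-DDE, against 0.30, and *hk1* as lower with tt-DDE (Fig. 6D, read by eye), against 0.14. None of these last 5 genes was called here in any setting that keeps all samples, apart from the fits with other filters, where single genes were not followed. In *aldh9a1b-/-* larvae *slc2a2* was called lower without *aldh9a1b-/-* replicate 4, with −0.52 (adjusted p = 0.0368 in edgeR's test). For *aldh9a1b* itself, which the paper gives as lower in *aldh9a1b-/-* larvae, the log2 fold change of −0.66 (adjusted p = 0.142 in edgeR's test) had an unadjusted p of 0.0450, and passed at an unadjusted p under 0.05 and, in the fit without *aldh9a1b-/-* replicate 3, after adjustment (−0.97, adjusted p = 0.0417).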

Other observations

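The tests of library size, swapped labels, tissue share, clock phase and insulin or feeding signal below, including the changes to the list of SREBP and ChREBP targets, were chosen only after the result was seen. All 35 splits of the 8 *aldh9a1b-/-* and *aldh9a1b+/+* samples into 4 and 4 were fitted in the same way. Only the real split, 1 of 35, gave as many called genes as 2867, and no other gave more than 3. For tt-DDE, 1 of 100 drawn splits, the real one, gave as many as 503, and the others gave up to 67, with a median of 0. Chance groupings of these samples thus do not give the counts of genes. Over-represented sets were found in the real *aldh9a1b-/-* split alone, 1 of 35, but 32 of the 34 other splits called no gene, so this follows from the counts of genes and says nothing beyond them. For tt-DDE the real number was 0, so all 100 of 100 splits reached it, which decides nothing either. GSVA sets are less clear. As many as the 7 sets in *aldh9a1b-/-* larvae were found in 2 of 35 splits, the other with 8, and at least the 1 set of the tt-DDE group in 12 of 100 splits, with up to 5, so chance is not excluded for these numbers.

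*aldh9a1b-/-* replicates 1 and 2 lay apart from all other samples. Their median distances to the others in log2 CPM were 96.7 and 99.2, where tt-DDE replicate 4 had 81.8 and the rest 62.8 to 74.0. limma's quality weights were low for *aldh9a1b-/-* replicates 1 and 2 (0.630 and 0.498) and for tt-DDE replicate 4 (0.615). A difference in library size is argued against by the totals, since 5 samples had totals between those of replicates 1 and 2. The 10 most abundant genes took 13.6% of the counts in *aldh9a1b-/-* replicate 1, the largest share of any sample. Without the 100 most abundant genes the smaller of the 2 median distances was 99.3, but leaving these genes out hardly moved the distance of any sample, so a larger share taken by a few abundant genes stays open. Labels swapped with *aldh9a1b+/+* or tt-DDE samples are argued against by exchanging them. With both samples, or 1 of them, exchanged for as many *aldh9a1b+/+* samples, each of the 14 exchanges gave 0 called genes between the groups in edgeR's test, against 2867 as labelled. With tt-DDE samples in their place, 20 exchanges gave at most 1 called gene between *aldh9a1b-/-* and tt-DDE larvae, against 4658 as labelled. Exchanging 1 sample parts the 2 distant samples, which by itself can lower the number of calls, whereas exchanging both keeps them together. A single wrong label, or a sample from outside these groups, stays open. A difference in stage or handling stays open, and the design names no biological difference within the group that was tested.

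A knockout line can carry alleles that came with the edited locus. Of the 100 tested genes nearest to *aldh9a1b* on chromosome 2, in the order of a RefSeq gene table, 9 (9.0%) were called in *aldh9a1b-/-* larvae, against 2494 of the other 18512 matched genes (13.5%). The one-sided Fisher's exact p was 0.934, so linkage does not account for the number of called genes. Single linked genes stay open.

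Lists of tissue markers moved in different directions in *aldh9a1b-/-* larvae. A list's test is fry with adjustment over 30 tests (15 lists in 2 comparisons), with camera's adjusted p beside it where it differs in call. Nervous system markers were higher, with a median log2 fold change of 0.38 (19 of 22 genes, 11 called; fry's adjusted p = 0.0339), as were lens markers, with 0.31 (16 of 17, 6 called; 0.0339). With each sample left out both stayed higher, with unadjusted fry p of at most 0.0226 and 0.0280. Camera, with its preset correlation, also called lower markers of liver (median −0.38, 27 of 30 genes; camera's adjusted p = 1.96e-05), intestine (−0.50, 18 of 18; 1.27e-04), exocrine pancreas (−0.59, 19 of 21; 1.27e-04), fin fold (−0.29, 16 of 19; 3.56e-04) and cartilage (−0.21, 15 of 19; 0.00776), and higher proliferation (0.28, 24 of 25; 0.00107) and skeletal muscle markers (0.25, 18 of 25; 0.0334). Under fry these had adjusted p of 0.137, 0.137, 0.227, 0.0818, 0.147, 0.227 and 0.227. Mean z scores differed between the *aldh9a1b-/-* samples. For exocrine pancreas and intestine they were −2.22 and −2.41 in replicate 2, and 1.06 and 0.449 in replicate 4. For liver they were −1.63 and −1.38 in replicates 1 and 2, and −0.219 and 0.171 in replicates 3 and 4. For cartilage they were −0.933 and −1.56, and −0.192 and −0.237. For fin fold they were −1.21 to −0.454, below every *aldh9a1b+/+* sample. A smaller share of 1 main tissue, with every other tissue's markers raised alike, would raise all lists but 1. It is argued against by 2 lists, liver and cartilage, with 4 and 2 genes called lower and none higher. Both lists were low mainly in *aldh9a1b-/-* replicates 1 and 2, so the argument rests on few samples. Fin fold markers, with 6 called lower and none higher, were not counted because genes already noticed had been left out of that list. Lower shares or less mature states of several tissues may be part of the difference, and so may changes of expression within tissues. Whole larvae contain all of these tissues, and cell numbers were not measured. Of the fin fold markers 8, and of the cartilage markers 4, also belong to the ECM-receptor set.

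With tt-DDE the same tissue lists showed another picture. Camera called higher cartilage (median 0.30, 18 of 19 genes; camera's adjusted p = 2.97e-05), proliferation (0.33, 22 of 25; 6.42e-06), liver (0.21, 22 of 30; 0.0151) and fin fold markers (0.15, 13 of 19; 0.0385) and lower exocrine pancreas markers (−0.33, 19 of 21, *zgc:92590* among them; 0.0168). None of these held under fry, with adjusted p of 0.0648, 0.137, 0.436, 0.307 and 0.497. Nervous system (−0.09; fry's adjusted p = 0.436), intestine (−0.17; 0.629), lens (0.01; 0.955) and skeletal muscle markers (−0.08; 0.779) were called by neither.

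With tt-DDE, genes of the activator arm of the circadian clock were lower. All 4 listed genes fell, with a median log2 fold change of −0.72 (fry's adjusted p = 0.00617), and *npas2* (−1.57), *arntl1a* (−0.95) and *clockb* (−0.36) were called. The unadjusted fry p stayed between 8.82e-05 and 0.000821 with each sample left out. In *aldh9a1b-/-* larvae the median was −0.17 (fry's adjusted p = 0.436). Had the groups been sampled at different phases of the daily clock, the repressor and output arm would move the other way. It had a median of −0.03 over 19 genes with tt-DDE (fry's adjusted p = 0.573; *hlfa* and *hlfb* called lower) and 0.04 in *aldh9a1b-/-* larvae (0.779). A median near 0 decides little, since genes of this arm peak at different times. A difference in sampling time and an effect of tt-DDE on the clock therefore cannot be told apart, because the hour of sampling is not known for these samples.

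Several genes that insulin regulates changed with tt-DDE. *fbxo32* (−2.39), *sesn1* (−0.83) and *retreg1* (−1.35) were lower and *gck* was higher (2.53), while *pck1* (−0.63, adjusted p = 0.114 in edgeR's test) was not called. A hypothesis is a stronger insulin or feeding signal in the tt-DDE larvae, which is opposite to a loss of insulin signaling. It predicts lower FoxO targets and higher SREBP and ChREBP targets. FoxO targets other than those noticed first were lower (median −0.18, 23 of 29 genes; fry's adjusted p = 0.00827), with *trim63a* (−1.38), *igfbp1b* (−1.37), *irs2b* (−0.61) and *foxo3b* (−0.52) called. The SREBP and ChREBP targets were lower, not higher (median −0.12, 13 of 18 genes; fry's adjusted p = 0.00631, camera's 0.0868), *srebf1* and *pnpla2* being the called ones. *pnpla2* is a doubtful member, since insulin represses it in many settings, so its fall does not count against the hypothesis. Without it the list was still lower (12 of 17 genes; fry's adjusted p = 0.00899). With *gck*, which had been left out as already noticed, put back, fry's adjusted p was 0.0635, or 0.137 without *pnpla2*, still lower but no longer called, so a stronger signal may be part of the change in one branch only. The paper's methods name feeding only for larvae older than 5 dpf, which argues against a feeding signal. By Western blot and RT-qPCR of larvae, the paper reports less phosphorylated Akt and lower *ins*, *insra*, *insrb* and *irs1* with tt-DDE. This is opposite to a stronger insulin signal. Here *ins* mRNA was at 0.30 (adjusted p = 0.622 in edgeR's test). A stronger signal and a direct effect of tt-DDE on these genes cannot be told apart here, because only 1 of both lists moved as predicted and insulin protein was not measured in these samples. In *aldh9a1b-/-* larvae FoxO targets had a median of −0.09 (18 of 29 lower; fry's adjusted p = 0.234), and SREBP and ChREBP targets one of −0.19 (13 of 18 lower; 0.0339, camera's 0.180). That call was lost with *gck* put back (fry's adjusted p = 0.0866, or 0.0965 without *pnpla2* as well), and the unadjusted fry p was 0.0545 without *aldh9a1b-/-* replicate 2. Of the listed FoxO targets 5, and of the others 4, also belong to the insulin signaling set.

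tt-DDE is an aldehyde that can react with thiols, so activation of NRF2 target genes by tt-DDE was tested. Their median log2 fold change was 0.17, with 24 of 29 genes higher and *mgst3b* called (fry's adjusted p = 0.0846, camera's 0.00133). The unadjusted fry p ran from 0.0270 to 0.0805 with each sample left out. No activation and a weak one cannot be told apart, because the call depends on the correlation between genes that the test assumes. In *aldh9a1b-/-* larvae the median was −0.20 (22 of 29 lower; fry's adjusted p = 0.132, camera's 0.00868). Of the 29 genes 3 also stand among the SREBP and ChREBP targets.

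Related aldehyde-metabolizing genes raised in place of *aldh9a1b* were looked for in *aldh9a1b-/-* larvae. The 28 tested aldehyde dehydrogenases and aldo-keto reductases had a median log2 fold change of −0.11 (20 of 28 lower; fry's adjusted p = 0.210, camera's 0.0494), and *aldh3b1* alone was called, lower. With tt-DDE the median was 0.06 (19 of 28 higher; fry's adjusted p = 0.372). A raised gene outside the list and a change too small for 4 samples cannot be told apart from no compensation, because the list does not cover all such genes. Of the 28, 14 also belong to the glycolysis and gluconeogenesis set.

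The log2 fold changes of both comparisons had a Spearman correlation of 0.339 across the 21874 genes, which are not independent replicates, and the same sign in 61.4%. In 100 simulations with no group changed, the *aldh9a1b+/+* samples shared by both comparisons alone gave 0.473 to 0.505 and 66.6% to 68.2%. The observed values are below these. In both comparisons 137 genes were called, 131 of them in the same direction, where independence would give 65.9. When the 2867 and 503 genes with the smallest p were taken from each simulation, 210 to 272 were in both, and 98.1% to 100% of these had the same direction, against 95.6% observed. The shared controls are thus enough to give such a correlation. For the overlap the comparison decides little, since no group was changed in the simulations and at most 1 and 2 genes were called in them. A common response of some genes is neither shown nor excluded. In 72 of 100 arrangements of the samples the correlation was as high. With disjoint pairs of *aldh9a1b+/+* samples it had a median of 0.195 and ran from −0.0153 to 0.368.

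Scores of 8 sets differed between the tt-DDE and *aldh9a1b-/-* groups at an adjusted p under 0.05 in limma. Pentose and glucuronate interconversions was 0.821 higher in the tt-DDE group (adjusted p = 0.00128), ECM-receptor interaction 0.606 and arachidonic acid metabolism 0.565 higher (0.00916 each), and phototransduction was lower than in *aldh9a1b-/-* larvae, with a difference of −0.618 (0.0209). For these sets the responses to tt-DDE and to loss of *aldh9a1b* differ in size or direction.

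Of the 22 genes taken from the paper, 4 were called over all genes in *aldh9a1b-/-* larvae, and the same number when adjusted over the list alone. They were *insrb* (log2 fold change −0.39, standard error 0.11), *g6pc1a.1*, *pck1* and *gys2* (−0.56, standard error 0.16), with edgeR adjusted p of 0.0304 to 0.0393, and each lost its call without *aldh9a1b+/+* replicate 2, 3 or 4 or *aldh9a1b-/-* replicate 1 or 2 (adjusted p of 0.0533 to 0.114), and also with only the 2 groups compared or with limma-voom and sample weights. The groups overlapped for *g6pc1a.1* (exact permutation p = 0.0571). With tt-DDE 1 gene, *gck*, was called over all genes and 5 when adjusted over the list alone: *insra* (−0.28), *insrb* (−0.41), *gck*, *pck1* and *glo1* (0.29). The call of *gck* was lost without *aldh9a1b+/+* replicate 1, 3 or 4 or tt-DDE replicate 5 and with the replicate number as a block (adjusted p of 0.0529 to 0.0885 in edgeR's test). *insra* in *aldh9a1b-/-* larvae stood at −0.01. The remaining genes had log2 fold changes in *aldh9a1b-/-* and tt-DDE treated larvae of −0.28 and −0.18 for *pdx1*, −0.08 and 0.06 for *vegfaa*, −0.30 and −0.11 for *ugp2a*, −0.23 and −0.11 for *fbp1a*, −0.17 and −0.27 for *nos2a*, −0.01 and −0.16 for *pklr* and −0.38 and −0.08 for *b2m*, none of them called.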
